# Intracellular pH dynamics regulates intestinal stem cell lineage specification

**DOI:** 10.1038/s41467-023-39312-9

**Published:** 2023-06-23

**Authors:** Yi Liu, Efren Reyes, David Castillo-Azofeifa, Ophir D. Klein, Todd Nystul, Diane L. Barber

**Keywords:** Differentiation, Intestinal stem cells

## Abstract

Intracellular pH dynamics is increasingly recognized to regulate myriad cell behaviors. We report a finding that intracellular pH dynamics also regulates adult stem cell lineage specification. We identify an intracellular pH gradient in mouse small intestinal crypts, lowest in crypt stem cells and increasing along the crypt column. Disrupting this gradient by inhibiting H^+^ efflux by Na^+^/H^+^ exchanger 1 abolishes crypt budding and blocks differentiation of Paneth cells, which are rescued with exogenous WNT. Using single-cell RNA sequencing and lineage tracing we demonstrate that intracellular pH dynamics acts downstream of ATOH1, with increased pH promoting differentiation toward the secretory lineage. Our findings indicate that an increase in pH is required for the lineage specification that contributes to crypt maintenance, establishing a role for intracellular pH dynamics in cell fate decisions within an adult stem cell lineage.

## Abstract (web summary)

Myriad extracellular and intracellular cues regulate stem cell fate choice. Here, Liu *et al*. report intracellular pH dynamics as a previously unrecognized regulator to selectively mediate the secretory cell fate decision of the intestinal stem cell.

## Introduction

Intracellular pH (pHi) dynamics is increasingly recognized as a key regulator of diverse cell behaviors, including epithelial to mesenchymal transition^1,2^, transformation and dysplasia^1,3–5^, and differentiation^2,4,6–8^. We previously reported that increased pHi is required for differentiation of clonal mouse embryonic stem cells and *Drosophila* adult ovary follicle stem cells^6,8^. However, it remains unknown whether pHi dynamics regulates lineage specification of mammalian adult stem cells. To investigate this possibility, we used mouse small intestinal organoids as a model. Like the *Drosophila* follicle epithelium, the epithelium of the small intestine is maintained by a pool of adult stem cells (intestinal stem cells, ISCs) that divide regularly during adult homeostasis to self-renew and produce daughter cells that first increase in number through a transit amplification stage and have the potential to differentiate along different lineage trajectories^9–15^.

To determine pHi dynamics in ISC behaviors we used 3D organoids derived from the mouse duodenum. Intestinal organoids are a self-sustaining in vitro epithelial 3D model that recapitulates many features of in vivo mammalian intestinal epithelium, including self-renewing stem cells at the base of budding crypts, a distinct crypt-villus architecture, and differentiation and lineage specification of stem cell progeny^9,14–17^. We identified a pHi gradient along the crypt axis in intestinal organoids as well as in freshly isolated crypts that increases from the base to the top of the crypt column and found that the gradient is maintained by activity of the plasma membrane H^+^ extruder, Na^+^/H^+^ exchanger 1 (NHE1). Single-cell RNA sequencing (scRNA-seq) revealed that disrupting the pHi gradient impairs specification of the secretory lineage downstream of the master regulator, ATOH1, which we confirmed with lineage tracing. Paneth cells are a major cell type in the secretory lineage, and we found that disrupting the pHi gradient resulted in loss of Paneth cell differentiation, which impairs the WNT circuit and crypt budding. In addition, scRNA-seq revealed a biased stem cell fate decision toward the absorptive lineage and an increased *Clusterin* (*Clu*)^+^ revival subpopulation. Together, our results reveal a previously unreported role for pHi dynamics as a regulator of mammalian adult stem cell lineage specification.

## Results

### A pHi gradient from NHE1 activity in small intestinal organoids

To quantify the pHi of cells in the ISC lineage, we generated organoids stably expressing a genetically encoded pHi biosensor, mCherry-SEpHluorin^3,6,8,18^. We acquired ratiometric (SEpHluorin/mCherry) images at days 1 and 3 of organoid growth (Fig. 1a, b; Supplementary Fig. 1a) and calibrated fluorescent ratios to pHi values by perfusing with nigericin-containing buffers of known pH values at the end of each imaging set (“Methods”). We found that all cells have a similar pHi at day 1 of organoid growth but by day 3 a pHi gradient develops along the crypt axis (Fig. 1b, c). Calibrating the SEpHluorin/mCherry ratios with a standard curve (“Methods”) revealed pHi values at day 3 of ~7.2 in ISCs and Paneth cells, ~7.4 in progenitor cells on the crypt column and ~7.5 in the crypt neck region (Fig. 1c). Ratiometric time-lapse imaging also revealed a similar pHi gradient during crypt formation, with higher pHi in cells within the column and neck than in the crypt base (Fig. 1d; Supplementary Movie 1). To determine whether a similar pHi gradient exists within the intestinal epithelium, we isolated whole crypts from freshly dissected intestines and assayed for pHi using a ratiometric pH-sensitive dye (“Methods”). Indeed, we observed a clear pHi gradient in these freshly isolated crypts, with increasing values extending from the base of the crypt to the top (Fig. 1e, f; Supplementary Fig. 1c). These differences in pHi raised the question of whether pHi dynamics regulates ISC differentiation.

**Fig. 1:**
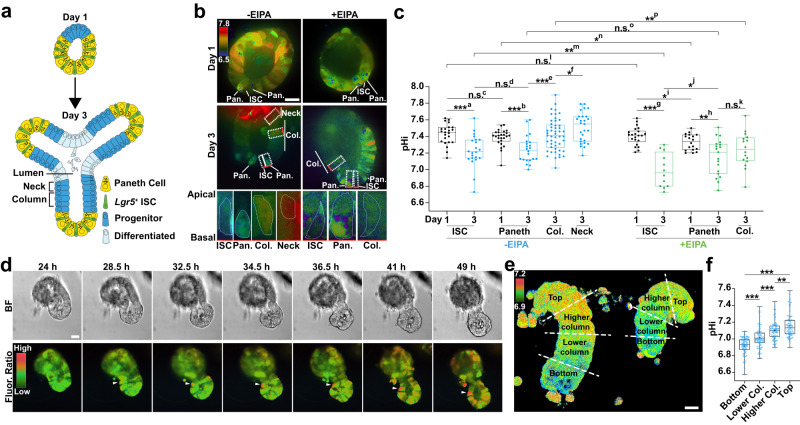
A pHi gradient develops in small intestinal organoid crypts. **a** Schematic representation of small intestinal organoids growth. **b–d** pHi in the intestinal crypt of organoids. In (**b**), representative ratiometric images of mCherry-SEpHluorin ratio in a WT organoid (control) and an WT organoid treated with 5 μM EIPA from day 1 to day 3. Dashed box with red line (basal layer), cells for enlarged view. Bottom panel, enlarged views showing pHi gradient in -EIPA but not in +EIPA. Representative images are from representative 3 preparations. Col., Column. Pan., Paneth cell. In (**c**), values of pHi of different crypt cell types determined by calibrating fluorescent ratios (*n* = 3 biologically independent experiments; two-sided Mann–Whitney test). Blue, A pHi gradient; Green, attenuated pHi gradient by EIPA. Box plots are minimum to maximum, the box shows 25th-75th percentiles, and the central line is the median. *p* values in -EIPA: ^a^*p* = 0.0001; ^b^*p* = 0.0001: ^c^*p* = 0.2332; ^d^*p* = 0.7492; ^e^*p* = 0.0002; ^f^*p* = 0.0486. *p* values in +EIPA: ^g^*p* = 9.222E-06; ^h^*p* = 0.0154; ^i^*p* = 0.0396; ^j^*p* = 0.0468; ^k^*p* = 0.2603. *p* values in -EIPAvs+EIPA: ^l^*p* = 0.4074; ^m^*p* = 0.0054; ^n^*p* = 0.0289; ^o^*p* = 0.2609; ^p^*p* = 0.0032. Source data are provided as a Source Data file. In (**d**), representative frames (7 of 51) from 15-h time-lapse videos of crypt budding started 24 h after seeding. Arrowheads, growing crypt. BF bright-field view. Fluor. Ratio, ratiometric view of mCherry-SEpHluorin. Time-lapse video see Supplementary Movie 1. **e**, **f** pHi in the isolated crypts. In (**e**), representative ratometric images of freshly isolated crypts loaded with BCECF. Individual fluorescent channels (see Supplementary Fig. 1d). Ratios of BCECF were sampled from bottom, lower column, higher column, and top along the crypt axis. pHi values were calibrated from ratios (*n* = 2 biologically independent experiments, two-sided Welch’s *t* test) and plotted in (**f**). *p* values in (**f**), ^BottomvsLower Col.^*p* = 9.753E–09; ^Lower Col.vsHigher Col.^*p* = 7.204E–06; ^Higher Col.vsTop^*p* = 0.0044; ^BottomvsTop^*p* < 2.2E–16. All plots: *p  <  0.05, **p  <  0.01, ***p  <  0.001. n.s., not statistically significant. Source data are provided as a Source Data file. All scale bars represent 20 μm.

To determine what regulates this pHi gradient, we tested the Na^+^-H^+^ exchanger 1 (NHE1), a nearly ubiquitously expressed resident plasma membrane protein that exchanges an influx of extracellular Na^+^ for an efflux of intracellular H^+^ and is a key regulator of pHi dynamics in mammalian cells^19–21^. Additionally, the ortholog of NHE1 in *Drosophila*, *dNhe2*, is necessary for a pHi gradient within the ovarian follicle stem cell lineage, with a lower pHi in follicle stem cells that progressively increases in pre-follicle and mature follicle cells^8^. We found that intestinal organoids treated with 5 μM 5-(N-Ethyl-N-isopropyl)-amiloride (EIPA), a selective pharmacological inhibitor of NHE1^22^, had a similar pHi in ISCs as organoids in control conditions at day 1 but significantly lower pHi in ISCs and adjacent non-Paneth cells at day 3. The pHi of EIPA-treated mature Paneth cells was lower at day1 but unaffected at day 3 (Fig. 1b, c). Because the crypts in EIPA-treated organoids did not form buds that were stable enough to have a clear neck region, we could not measure the pHi of crypt neck cells in those organoids. Hence, inhibition of NHE1 activity reduced pHi in most crypt cells and disrupted the pHi gradient along the crypt axis.

### NHE1 activity is necessary for crypt growth

To determine whether the pHi gradient along the crypt axis is functionally significant for organoid development, we inhibited NHE1 activity pharmacologically with EIPA and genetically with a doxycycline (Dox)-inducible CRISPR-Cas9 system (“Methods”). Both of these methods allow acute inhibition of NHE1, which we predict limits compensatory changes that have been reported to arise in animals that are homozygous null for pHi regulators^23–27^. Additionally, although NHE1 has dual functions as a plasma membrane ion transport protein and an actin filament anchor through binding the ERM proteins ezrin. radixin and moesin^28,29^, current evidence indicates that EIPA targets only ion transport activity by NHE1 with no effect on actin anchoring.

In control organoids, crypts began budding by day 1, then lengthened and enlarged by day 3 as mature buds (Fig. 2a; Supplementary Movie 2). In contrast, inhibiting NHE1 activity with EIPA or by Dox-inducible CRISPR-Cas9 gene silencing (Fig. 2a, c) significantly reduced the number of budded crypts (Fig. 2b, d). When crypt buds did form in organoids treated with EIPA, they were typically not retained (Fig. 2a; Supplementary Movie 3). Additionally, budding resumed after removing of EIPA at day 3, indicating that organoids remain viable with EIPA treatment (Supplementary Fig. 1b) and that the inhibition of budding is reversible (Fig. 2e, f). To test whether loss of budding is due to the absence of crypt cells, we immunolabeled for the hyaluronic acid receptor CD44, a crypt marker expressed throughout the crypt cell population, including *Lgr5*^*+*^ ISCs, Paneth cells, and crypt progenitors^30–32^. We detected CD44^+^ cell clusters in organoids that lack NHE1 activity (Fig. 2g), and also identified Paneth cells, as indicated by lysozyme (LYZ)^33^ immunolabeling, within the CD44^+^ population of cells (Fig. 2g), suggesting that these CD44^+^ clusters are unbudded crypts. Taken together, these data indicate that loss of NHE1 activity disrupts crypt budding but does not eliminate crypt cell populations.

**Fig. 2:**
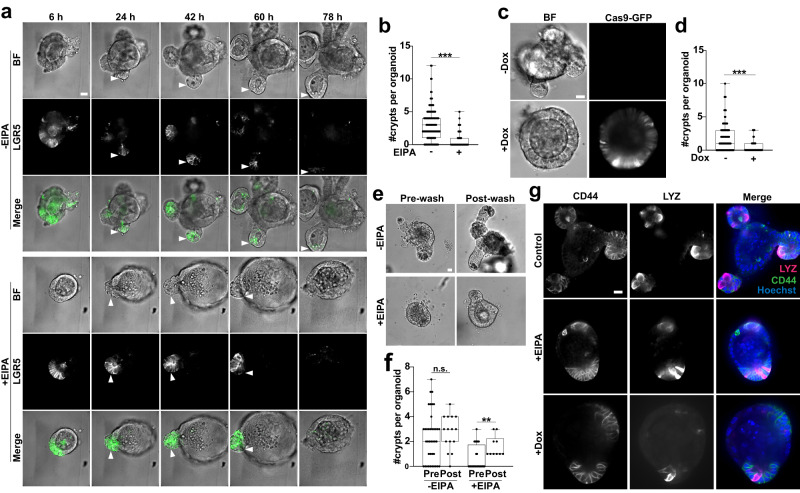
Loss of NHE1 activity attenuates intestinal crypt budding in organoids. **a** Representative frames (5 of 25) from 75-h time-lapse microscopy (Supplementary Movie 2, Supplementary Movie 3) showing crypt budding (arrowhead) in *Lgr5*^DTR-GFP^ organoids from day 0 (seeding) to day 3 in the absence (Control) and presence of 5 mM EIPA (*n* = 3 biologically independent experiments). Control GFP signal is reduced due to photobleaching. BF bright-field view. LGR5, *Lgr5*^+^ ISC. **b** Quantification of crypt number of day 3 organoids treated without (control) and with 5 μM EIPA (*n* = 4 biological independent experiments, two-sided Mann–Whitney test, ***p  <  0.001, *p* = 1.251E–13). Source data are provided as a Source Data file. **c**, **d** Crypt budding in NHE1-silenced organoids. Representative images of inducible CRISPR-Cas9 mediated NHE1-silenced organoids from *n* = 7 biologically independent experiments (**c**). In (**d**), quantification of crypt number in control and NHE1-silenced organoids (*n* = 7 biologically independent experiments, two-sided Mann–Whitney test, ***p  <  0.001, *p* = 6.491E–07). Source data are provided as a Source Data file. **e**, **f** Reversibility of EIPA treatment. In (**e**), representative images of crypt budding in organoids before and after washing. Pre-wash, 1 day in growth medium (without and with EIPA) after seeding. Post-wash, 1 day after washing and reseeding. In (**f**), quantification of crypt number in control and EIPA-treated organoids before and after wash (*n* = 3 biologically independent experiments, two-sided Mann–Whitney test, n.s., not statistically significant: ^-EIPA_PrevsPost^*p* = 0.3031, **p  <  0.01: ^+EIPA_PrevsPost^*p* = 0.0017). Source data are provided as a Source Data file. **g** Representative images of control organoids and organoids lacking NHE1 activity immunolabeled for CD44 to identify crypt cells and lysozyme (LYZ) to identify Paneth cells. All box plots are minimum to maximum, the box shows 25th-75th percentiles, and the median is indicated as a central line. All scale bars represent 20 μm.

### Single-cell RNA-sequencing of intestinal organoids with loss of NHE1 activity

For a global and unbiased view of NHE1 activity-dependent changes in the intestinal epithelium, we performed scRNA-seq on control and NHE1-inhibited small intestinal organoids using the 10x Genomics platform (Supplementary Fig. 3; “Methods”). 

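Organoids were collected on day 3, and the deposited data hold 6 libraries. WT organoids were kept without EIPA (-EIPA, replicates 1 and 2) or with 5 µM EIPA (+EIPA, replicates 1 and 2). The CRISPR-Cas9 organoids gave 1 library without Dox (-Dox) and 1 with 2 µg/mL Dox (+Dox). Cells were sorted as live for each library, and for +Dox as GFP-positive too. Both doses are those the methods give for organoid cultures. The deposited values are counts of unique molecular identifiers (UMIs) for each gene, without normalization, in the barcodes that the authors' Cell Ranger run called as cells. Cells with at least 1000 genes and under 20% mitochondrial UMIs were kept, limits that the paper's text does not state, which left 87954 cells. The kept share of barcodes ran from 57.0% in -EIPA replicate 1 to 84.4% in +Dox, and the UMIs of kept cells from 161670015 to 239368573 per library. Over all cells kept, edgeR's quasi-likelihood test (n = 2 libraries per group) called 0 of 15890 genes at a Benjamini-Hochberg adjusted p under 0.05, with 1601 genes at an unadjusted p under 0.05. DESeq2 called 579 genes, and edgeR called 836 with the experiment as a block. Without -EIPA replicate 1 the count was 137.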

After the standard quality control steps (“Methods”; Supplementary Fig. 4a), we merged data from all 4 conditions (WT ± EIPA, CRISPR ± Dox) and performed normalization and batch correction, clustering, cell-type identification, and downstream transcriptional analysis^34^. 

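For the clustering, counts were turned into Pearson residuals within each library, reduced to 45 principal components and clustered at a resolution of 0.8. Marker genes for each cell type were listed before the data were examined. The 42 genes listed from the paper's scRNA-seq comparisons were kept out of the markers and out of the genes used to cluster. Further genes given in the closing section were not kept out, and Apoc3 and Reg4 among them are markers. The rule that turns markers into names was set after the clusters had been seen. Of 25 clusters, some stayed unnamed, and these held 28.0% and 31.8% of the -EIPA cells, 21.6% and 14.1% of the +EIPA cells, 29.6% of the -Dox cells and 8.02% of the +Dox cells. Names end in "-like" because they rest on markers alone, and they are coarser than the subtypes of the paper. Cluster 9, with Dll1, Atoh1 and Spdef among its 20 leading genes, was named from its Goblet markers. Dll1, Atoh1 and Spdef, being kept out of the markers, did not count toward names. Of the 20 nearest neighbours of a cell, 55.8% on average came from its own library. Cluster 11, named ISC-like, took 88.2% of its cells from +EIPA replicate 2, and clusters 12 (ISC-like) and 16 (proliferating) took 98.1% and 98.8% from +Dox. The paper's text names no method for its batch correction. With the Harmony correction, added after these clusters had been seen, 27.7% of neighbours came from the same library. Many of the values that rest on clusters are therefore given with this correction as well. To compare conditions, counts were summed over the cells of a class in each library, because cells of one library are not replicates. The CRISPR-Cas9 libraries have no replicate, so their values are given without a test.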

Each cluster was associated with an enrichment of cell-type specific or cell-cycle signature gene expression, which were then used to specify the identities of each cluster. 

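Pearson's r across genes between replicate libraries, from mean counts per 10000 UMIs over the cells kept, was 0.977 for -EIPA over 21628 genes and 0.959 for +EIPA over 21558 genes. Genes are not independent replicates, so no p is given. The natural log of 1 plus the mean moved r most, to 0.994 in either condition, and Spearman's rho was 0.979 and 0.981. Without the 10 most abundant genes, r was 0.989 for -EIPA and 0.977 for +EIPA. Between conditions, r was 0.993 for replicate 1 without and with EIPA and 0.964 for replicate 2. Between -Dox and +Dox, r was 0.945.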

We observed a strong correlation between our biological replicates (Supplementary Fig. 4b), indicating high reproducibility of our organoid cultures. We visualized the clustering profiles and cell-type gene signatures with UMAP (merged data: Fig. 3a, b; separated data: Supplementary Fig. 4c) and heatmap plots (Fig. 3c) and identified many clusters that were in agreement with previous publications, including generic *Lgr5*^+^ ISCs, enterocytes, tuft cells, and enteroendocrine cells (EEC)^6,12,35,36^. In addition, we identified two subsets of *Lgr5*^*+*^ ISCs, a low-proliferative and a high-proliferative subpopulation (Figs. 3b, c, 4a), distinguished by the expression of two reported slowly dividing ISC markers, *Mex3a*^37^ (Fig. 3c) and *MKi67* (Supplementary Fig. 5a). 

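The low- and high-proliferative subsets of the paper were not rebuilt here, and clusters are compared by number. Cluster 1, named ISC-like, held 1387 cells of -EIPA replicate 1 and 2505 of replicate 2, and cluster 0, named proliferating, held 2034 and 2471. None of the genes below was used to form the clusters. Mki67 had 88.2 and 57.6 CPM (counts scaled to 1000000 UMIs) in cluster 1 of the -EIPA replicates, against 505 and 379 CPM in cluster 0. Lgr5 had 154 and 161 CPM in cluster 1, and 74.4 and 58.0 CPM in cluster 0. Mex3a had 11.3 and 11.9 CPM in cluster 1, from 179 and 320 UMIs, and 4.67 and 5.21 CPM in cluster 0. Cdk1 had 42.4 and 41.7 CPM in cluster 1 and 200 and 207 CPM in cluster 0, and Prc1 had 19.2 and 19.0 CPM against 219 and 221 CPM. Cdk6 went the other way, with 117 and 130 CPM in cluster 1 and 60.7 and 55.9 CPM in cluster 0. Apoa1 had 38.9 and 22.1 CPM in cluster 1 and 39.7 and 25.3 CPM in cluster 0, a difference smaller than that between the replicates.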

We also detected differential expression of several other cell cycle genes within these two ISC populations, including *Cdk1*, *Prc1*, and *Cdk6*, and the absorptive lineage-associated gene, *Apoa1* (Supplementary Fig. 5b), consistent with recent evidence of heterogeneously dividing *Lgr5*^*+*^ ISC pools^37^. In the secretory lineage, we identified distinct clusters of progenitors, an early secretory progenitor, a precursor of both Paneth and Goblet cells, and a Goblet-specific precursor population^10,11,38–41^ (Figs. 3b, c, 5a; “Method”). We also found a subcluster associated with the enterocyte lineage markers enriched in *Clusterin* (*Clu*) that is involved in the regeneration response in vivo^17,42,43^. To gain insights into the effects of pHi dynamics, we compared gene expression profiles between the -EIPA and +EIPA conditions and the -Dox and +Dox conditions (Supplementary Fig. 6).

**Fig. 3:**
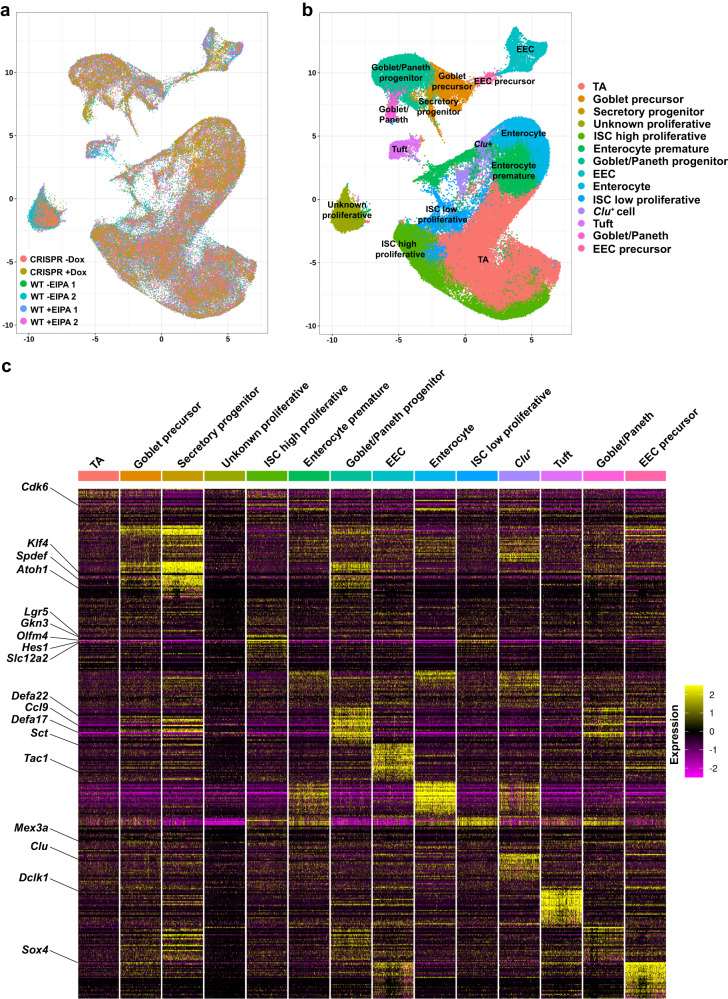
Single-cell transcriptome survey of intestinal organoids. **a**, **b** Uniform manifold approximation and projection (UMAP) visualization of cell profiles from a merged dataset (WT ± EIPA, CRISPR ± Dox). UMAP of joint single-cell profiles (**a**), colored by individual datasets. UMAP of cell-identity clusters based on known markers (**b**), colored by cell identities. **c** Heatmap visualization of expression signatures sorted by cell-identity clusters. The colored expression level of each gene per cell, 0 (population mean) ±2 (Standard Deviation, SD). Conventional cell-type associated genes are highlighted (left row).

**Fig. 4:**
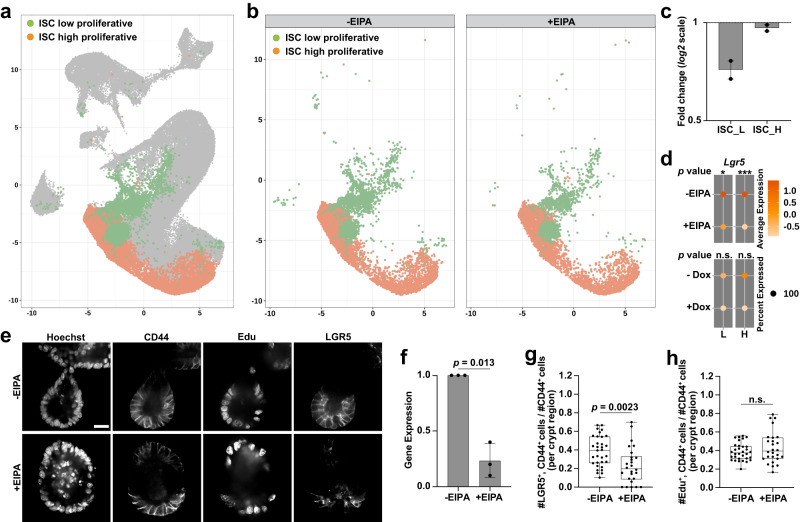
Inhibiting NHE1 activity reduced *Lgr5*^+^ ISCs. **a** UMAP plot highlighting distinct *Lgr5*^+^ ISC subtypes. **b** Profiles of *Lgr5*^+^ ISC-subtype clusters without (control) and with EIPA. **c** Fold change of *Lgr5*^+^ ISC subtypes with NHE1 inhibition by EIPA compared to the control (*n* = 2 biologically independent experiments). ISC_L and ISC_H, low proliferative and high proliferative *Lgr5*^*+*^ ISCs. Scatter dot plot, mean with range. Source data are provided as a Source Data file. **d** Dot plot showing averaged expression level of *Lgr5* in the ISC subtypes. L, low proliferative. H, high proliferative. Statistics, two-sided DECENT test. Colored average expression scale, 0 (population mean) ± SD. *p  <  0.05, **p  <  0.01, ***p  <  0.001. n.s., not statistically significant. *p* values: ^L_-EIPAvs+EIPA^*p* = 0.0177; ^L_-Doxvs+Dox^*p* = 0.3708; ^H_-EIPAvs+EIPA^*p* = 3.39E–05; ^H_-Doxvs+Dox^*p* = 0.0874. **e–h** Crypt proliferation and *Lgr5*^+^ ISC pool with loss of NHE1 activity. In (**e**), representative images of proliferating (Edu^+^) and *Lgr5*^+^ ISC (LGR5^+^) populations in the crypt region (CD44^+^) of day 3 organoids (*n* = 5 biologically independent experiments). Scale bar represents 20 μm. In (**f**) Relative *Lgr5* expression (mean ± SD) in control and EIPA-treated organoids via qRT-PCR (*n* = 3 biologically independent experiments; Two-sided Wilcoxon Signed Rank test). Source data are provided as a Source Data file. Quantification of (**g**) *Lgr5*^+^ ISCs (LGR5^+^) and (**h**) number of proliferating cells (Edu^+^) in the crypt region (CD44^+^) (*n* = 5 biologically independent experiments; two-sided student’s *t* test; *p* = 0.0524). All box plots are minimum to maximum, the box shows 25th−75th percentiles, and the median is indicated as a central line. All non-dot plots with a statistically significant difference are specified with a *p* value. n.s., not statistically significant. Source data are provided as a Source Data file.

**Fig. 5:**
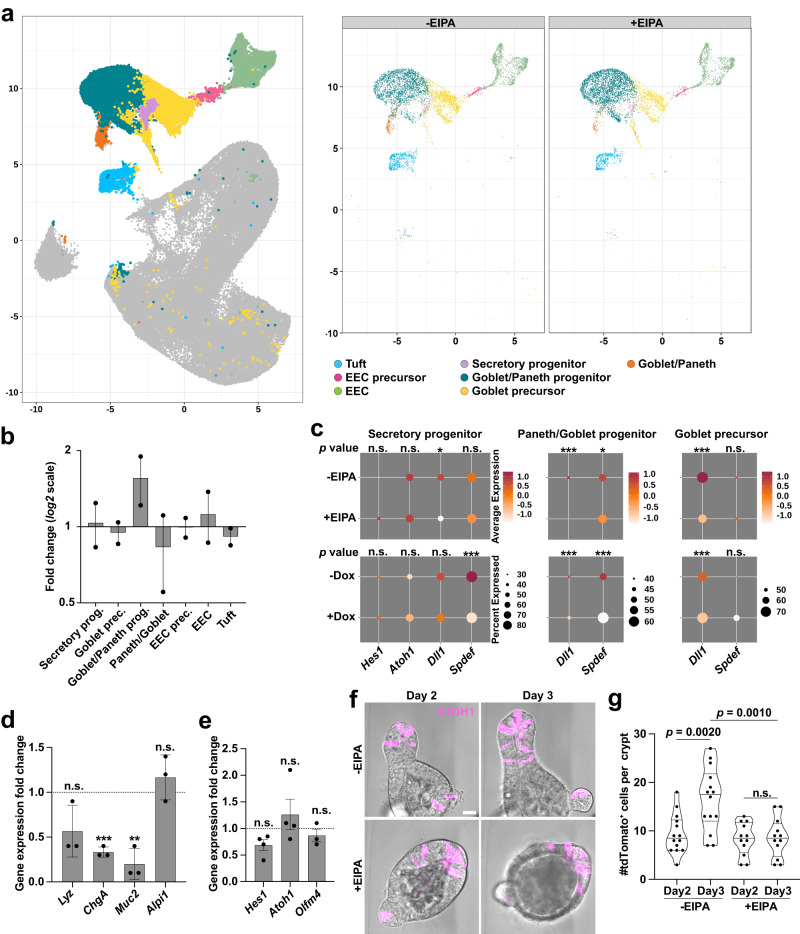
Loss of NHE1 activity impaired the secretory lineage. **a** UMAP plot highlighting secretory clusters. left, merged view; right, splited view of -EIPA (Control) and +EIPA. **b** Fold change of secretory cell types with EIPA-mediated NHE1 inhibition compared to the control (*n* = 2 biologically independent experiments). Scatter dot plot, mean with range. Source data are provided as a Source Data file. **c** Dot plots showing averaged expression level of secretory associated genes in the progenitors and precursor. Two-sided DECENT test. *p* for secretory progenitor: ^*Hes1*_-EIPAvs+EIPA^*p* = 0.2056; ^*Hes1*_-Doxvs+Dox^*p* = 0.9409; ^*Atoh1*_-EIPAvs+EIPA^*p* = 0.6288; ^*Atoh1*_-Doxvs+Dox^*p* = 0.8094; ^*Dll1*_-EIPAvs+EIPA^*p* = 0.01419; ^*Dll1*_-Doxvs+Dox^*p* = 0.4880; ^*Spdef*_-EIPAvs+EIPA^*p* = 0.4191; ^*Spdef*_-Doxvs+Dox^*p* = 0.0002126. *p* for Paneth/Goblet progenitor: ^*Dll1*_-EIPAvs+EIPA^*p* = 3.02E-13; ^*Dll1*_-Doxvs+Dox^*p* = 1.06E-07; ^*Spdef*_-EIPAvs+EIPA^*p* = 0.01171; ^*Spdef*_-Doxvs+Dox^*p* = 0.0006446. *p* for Goblet precursor: ^*Dll1*_-EIPAvs+EIPA^*p* = 1.44E-13; ^*Dll1*_-Doxvs+Dox^*p* = 0.0001124; ^*Spdef*_-EIPAvs+EIPA^*p* = 0.79608912; ^*Spdef*_-Doxvs+Dox^*p* = 0.3181. **d** Cell marker expression (mean ± SD) in EIPA-treated organoids relative to controls by qRT-PCR (*n* = 3 biologically independent experiments, two-sided paired *t* test). *Lyz*, lysozyme, *ChgA*, chromogranin A, *Muc2*, mucin 2, *Alpi1*, alkaline phosphatase. *p* values: ^*Lyz*^*p* = 0.1215; ^*ChgA*^*p* = 0.0025; ^*Muc2*^*p* = 0.0153; ^*Alpi1*^*p* = 0.3701. Source data are provided as a Source Data file. **e**, Relative gene expression (mean ± SD) of Notch signaling pathway without and with EIPA by qRT-PCR (*Hes1*, *Atoh1*: *n* = 4 biologically independent experiments; *Olfm4*: *n* = 3 biologically independent experiments, two-sided One sample *t* test). *p* values: ^*Hes1*^*p* = 0.0533; ^*Atoh1*^*p* = 0.4275; ^*olfm4*^*p* = 0.3828. Source data are provided as a Source Data file. **f**, **g** Lineage tracing for secretory cells in *Atoh1*^CreERT2^;*Rosa26*^tdTomato^ organoids without and with EIPA. Representative frames (day 2 and day 3) from a time-lapse recording show secretory cells indicated by ATOH1^+^ (tdTomato^+^) in organoids (**f**). Scale bar, 20 μm. Movie see Supplementary Movie 4 and Supplementary Movie 5. In (**g**), quantification of ATOH1^+^ (tdTomato^+^) labeled secretory cells from day 2 to day 3 within a crypt region (*n* = 3 biologically independent experiments, two-sided Welch’s *t* test). *p* with statistically significant difference is specified in (**g**). ^+EIPA_Day 2vsDay 3^*p* = 0.8719. All plots: *p  <  0.05, **p  <  0.01, ***p  <  0.001. n.s., not statistically significant. Source data are provided as a Source Data file.

### Inhibiting NHE1 reduced crypt base columnar (CBC) cells

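ISC-like cells made up 11.1% of the cells kept in -EIPA replicate 1 (95% exact binomial interval 10.6 to 11.7) and 14.0% in replicate 2 (13.5 to 14.5). In the +EIPA libraries they made up 14.2% (13.6 to 14.8) and 17.3% (16.7 to 17.9). The ratio of +EIPA to -EIPA was 1.28 in experiment 1 and 1.23 in experiment 2 (mean 1.26, SD 0.0311). No test was run on shares, and a two-sided exact permutation test of 2 libraries against 2 cannot go below p = 0.333. The choice of clustering decided the direction. With the Harmony correction, chosen after the data were seen, the shares were 10.7% and 13.0% without EIPA and 10.1% and 9.89% with it, a ratio of 0.943 and 0.763. The setting that moved the mean ratio most was 20 principal components, with 0.251, and the highest was 1.51 with strict limits on cells. The share of cells with an Lgr5 UMI, added after the ISC-like share was seen to depend on the clustering, needs no clusters. After each cell was thinned to 2000 UMIs, it was 10.5% (10.0 to 11.1) and 10.4% (10.0 to 10.9) in the -EIPA libraries, and 9.56% (9.07 to 10.1) and 8.51% (8.06 to 8.98) in the +EIPA libraries. The ratios were 0.908 and 0.815. Thinning left out 41, 70, 20 and 18 shallower cells, and the median depths before it were 11960, 11884, 11490 and 14474.5 UMIs. Unthinned, the shares were 36.5%, 36.8%, 33.4% and 35.8%. In enterocyte-like cells, taken as background, the thinned shares were 3.48%, 4.11%, 2.64% and 1.73%, at median depths of 10817, 12669.5, 11512 and 14783 UMIs. In the CRISPR-Cas9 libraries, ISC-like cells made up 11.0% (10.6 to 11.5) of -Dox and 21.4% (20.7 to 22.1) of +Dox, or 11.0% and 9.77% with the Harmony correction. The share with an Lgr5 UMI was 10.7% in -Dox and 9.63% in +Dox.

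**Figure D1:**
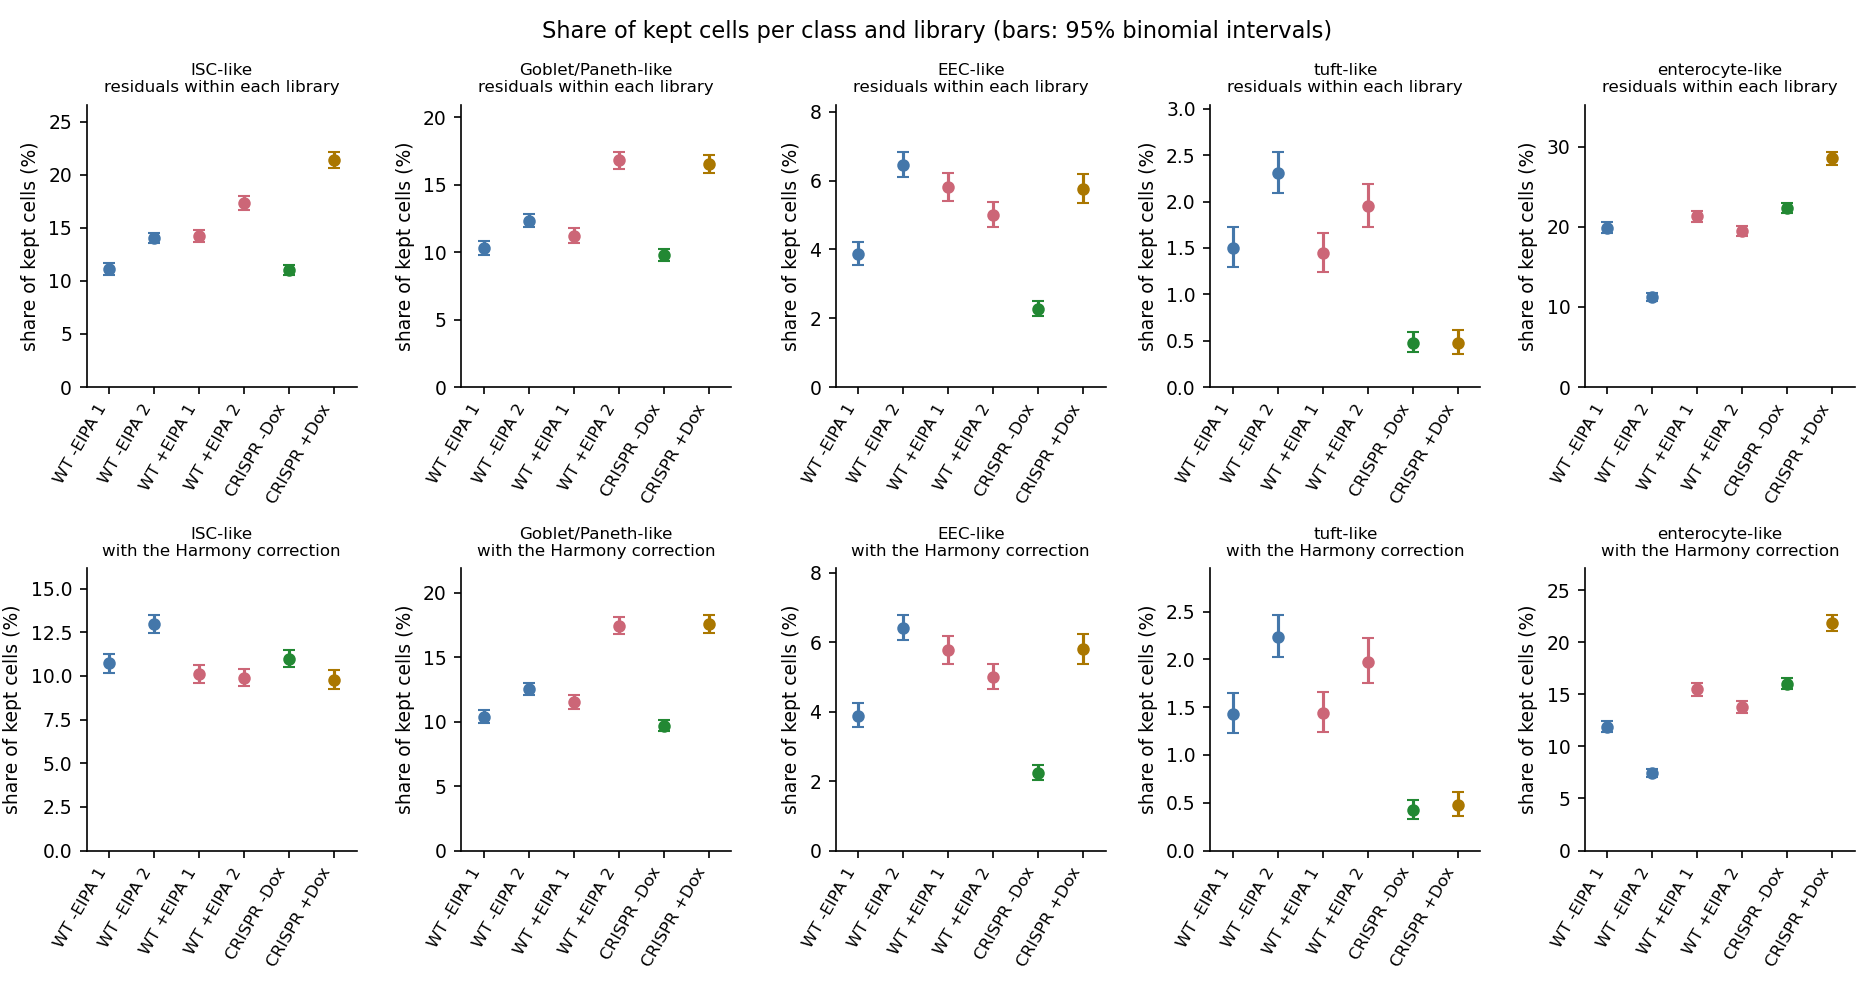
Share of kept cells (%) in 5 classes for each of the 6 libraries, with residuals taken within each library (top) and with the Harmony correction (bottom). Points are libraries and bars are 95% exact binomial intervals. For ISC-like cells the +EIPA libraries lie above the -EIPA library of the same experiment in the top row and below it in the bottom row.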

ISCs in the crypt base are marked by elevated *Lgr5* expression, and datasets from organoids lacking NHE1 activity contained fewer *Lgr5*^*+*^ ISCs (Fig. 4a–c). In addition, inhibiting NHE1 with EIPA significantly decreased per-cell expression of *Lgr5* within the ISC clusters (Fig. 4d). 

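Lgr5 lies on chromosome 10 of mm10 from 115450311 to 115587780. In ISC-like cells it had 153 and 160 CPM in the -EIPA libraries and 98.1 and 92.2 CPM in the +EIPA libraries. The log2 fold change was -0.64 (SE 0.08, adjusted p = 0.191 from edgeR, n = 2), and it stayed between -0.68 and -0.60 with each library left out in turn. The adjusted p was 8.06e-05 with DESeq2 and 5.72e-18 with the experiment as a block in edgeR. The log2 fold change was -0.22 with the Harmony correction. Over all cells kept, where no clusters enter, Lgr5 changed by -0.16 on the log2 scale (SE 0.07, adjusted p = 0.543), with 59.1 and 58.3 CPM without EIPA and 51.6 and 47.5 CPM with it. The +EIPA replicate 2 value in ISC-like cells came mostly from cluster 11, where Lgr5 had 89.5 CPM in 2313 cells. In cluster 1 the same library had 138 cells and 173 CPM, and +EIPA replicate 1 had 101 CPM in 1701 cells. Among 12338 genes tested in ISC-like cells, edgeR called 4 at an adjusted p under 0.05, Bcl2l15, Guca2b and Gsta1 higher with EIPA and Fosb lower. DESeq2 called 86, and edgeR called 2244 with the experiment as a block, 479 without a filter on low counts and 91 without -EIPA replicate 1. Scaled by library size in place of TMM, the calls were 3 higher and 2 lower. Under the Harmony correction edgeR called 0, with 449 genes at an unadjusted p under 0.05. The paper tested single cells (Fig. 4d). Together with its imaging and qRT-PCR, it concludes that inhibiting NHE1 activity lowers the number of Lgr5+ ISCs.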

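In ISC-like cells of the CRISPR-Cas9 libraries, Lgr5 had 151 CPM in -Dox (95% Poisson interval 146 to 156) and 90.0 CPM in +Dox (87.4 to 92.7), a log2 ratio of -0.75. The intervals cover counting error only. Most of the +Dox cells lay in cluster 12, which held 2456 of the 2586 ISC-like cells of that library. With the Harmony correction, Lgr5 had 156 CPM (151 to 161) in the ISC-like cells of -Dox and 162 CPM (156 to 168) in those of +Dox. Over all cells kept, Lgr5 had 59.6 CPM (58.7 to 60.7) in -Dox and 55.9 CPM (54.9 to 56.8) in +Dox.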

We also detected a modest but not significant decrease of *Lgr5* in the ISCs of NHE1-silenced organoids (Fig. 4d). This discrepancy is likely due to the distinct inhibitory mechanisms with EIPA and CRISPR, which are functional complementary but not identical. Consistent with these data, we found decreased *Lgr5* transcript in EIPA-treated organoids compared with control at day 3 by qRT-PCR (Fig. 4f). We also observed a decrease in GFP expression in *Lgr5*^DTR*-*GFP^ organoids^44^ maintained for 3 days with EIPA compared with controls (Fig. 4e; Supplementary Movie 3). To quantify this effect at the cellular level, we immunolabeled for GFP in *Lgr5*^DTR-GFP^ organoids to identify ISCs and CD44 to identify all crypt cells. We found a significant decrease in the percentage of CD44^+^ cells that are *Lgr5*^*+*^ in organoids maintained with EIPA compared with controls (Fig. 4g). The loss of *Lgr5*^*+*^ ISCs is known to cause crypt loss in organoids^45^, but is not sufficient to impair proliferation in the intestinal epithelium^36,44,46^. Consistent with this, we observed no difference in the frequency of Edu^+^ (Fig. 4e, h) or Ki67^+^ cells (Supplementary Fig. 5c) in organoids maintained without or with EIPA. Together, these findings indicate that inhibiting NHE1 activity causes a decrease in *Lgr5*^*+*^ ISCs without decreasing proliferation of crypt cells.

### Lowering pHi impairs the secretory fate by acting downstream of ATOH1

We next determined whether disrupting the NHE1-generated pHi gradient affects the specification of ISC lineages. The ISC lineage bifurcates into absorptive (enterocyte) and secretory lineages, with the latter including Paneth cells, EEC, and Goblet cells^9,16^. 

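Goblet/Paneth-like cells made up 10.3% and 12.3% of the cells kept in the -EIPA libraries and 11.2% and 16.8% in the +EIPA libraries. The ratio of +EIPA to -EIPA was 1.09 in experiment 1 and 1.36 in experiment 2 (mean 1.23, SD 0.194), and the mean was 1.25 with the Harmony correction. Of these cells, clusters led by Goblet markers gave ratios of 0.795 and 1.03 (mean 0.913), and clusters led by Paneth markers 1.36 and 1.59 (mean 1.48). EEC-like cells rose in experiment 1, from 3.87% to 5.80%, and fell in experiment 2, from 6.46% to 4.99%, ratios of 1.50 and 0.772 (1.48 and 0.782 with the Harmony correction). Tuft-like cells gave ratios of 0.960 and 0.845 (1.01 and 0.885 with it), from 1.50% and 2.31% without EIPA to 1.44% and 1.95% with it. The denominator moved the Goblet/Paneth-like ratio most, and over the named cells alone it was 1.00 and 1.08. No test was run on these shares. For the CRISPR-Cas9 organoids, Goblet/Paneth-like cells made up 9.75% of -Dox and 16.5% of +Dox, EEC-like cells 2.27% and 5.76%, and tuft-like cells 0.477% and 0.472%. The Harmony correction gave 9.69% and 17.5%, 2.24% and 5.79%, and 0.426% and 0.472%. Cells for +Dox were gated on GFP, unlike those for -Dox, and no ratio is given. The classes do not separate Paneth-Goblet progenitors from differentiated Paneth and Goblet cells, and no cluster was matched to these subtypes of the paper. Leading genes did differ between clusters. Cluster 9, with Dll1 and Atoh1, held 589 and 868 cells of the -EIPA libraries and 473 and 639 of the +EIPA libraries. Cluster 15, led by Defa genes, held 198 and 397 against 289 and 536. Cluster 22, led by Zg16 and Clca1, held 36 and 48 against 47 and 100. The cells kept were 12606 and 18211 without EIPA and 13194 and 14262 with it.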

Our analysis of cluster sizes in scRNA-seq datasets revealed an approximately 1.5-fold increase in the percentage of cells classified as Paneth-Goblet progenitors and a 1.2-fold decrease in the percentage of cells in the Differentiated Paneth/Goblet cell cluster in the EIPA-treated organoids compared with controls (Fig. 5a, b). Specification of the secretory lineage is regulated by Notch and ATOH1 signaling pathway activity in the daughter cells of ISCs^12,40,47,48^. Notch lateral inhibition causes immediate daughter cells from ISCs to adopt a state of either high or low Notch pathway activity^12,48^. High levels of Notch signaling promote the expression of *Hes1*, which represses the master secretory lineage transcription factor ATOH1 and thus promotes differentiation toward the absorptive cell fate. Conversely, in cells with low Notch pathway activity, low levels of HES1 permits *Atoh1* expression, which promotes the secretory cell fate. ATOH1 forms a positive feedback loop by reinforcing its own expression and promoting the expression of Delta-like ligands, including *Dll1*, thus enabling lateral inhibition of the secretory fate in neighboring cells^12,40,47–50^. We found that expression of *Hes1* and *Atoh1* were similar in secretory progenitor cell populations from control and experimental datasets (Fig. 5c), suggesting that inhibiting NHE1 activity does not impair Notch pathway activity in these cells. In contrast, expression of one or more ATOH1 key targets that are known to be involved in the secretory fate specifications, including *Dll1*, *Spdef*, *Gfi1*, and *Neurog3*^38,39,41,51,52^ was decreased in the secretory progenitor, Paneth/Goblet progenitor, and Goblet precursor cell populations from EIPA-treated organoids (Fig. 5c, Supplementary Fig. 8a). 

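Hes1 lies on chromosome 16 from 30064384 to 30067796 and Atoh1 on chromosome 6 from 64729125 to 64731245 of mm10. Goblet/Paneth-like cells are the class that stands here for the secretory progenitors. They also hold the clusters led by Paneth markers. These rose from 5.34% and 7.29% of the cells kept without EIPA to 7.28% and 11.6% with it. A change in the class can therefore come from its makeup as well. Hes1 and Atoh1 are given for the class as a whole. Hes1 had 87.1 and 84.8 CPM in the -EIPA libraries and 87.0 and 83.6 CPM in the +EIPA libraries. Its log2 fold change was 0.08 (SE 0.10, adjusted p = 0.973 from edgeR, n = 2). Atoh1 had 69.9 and 70.8 CPM without EIPA and 59.1 and 73.6 CPM with it, a log2 fold change of 0.02 (SE 0.15, adjusted p = 1.00). The sign of the Atoh1 change depended on the library left out, from -0.23 without +EIPA replicate 2 to 0.22 without +EIPA replicate 1. With library size in place of TMM scaling, the log2 fold change was -0.01 for Hes1 and -0.08 for Atoh1, and with called doublets removed it was -0.13 and 0.20. The Harmony correction gave 0.09 and -0.0098. In the CRISPR-Cas9 libraries, Hes1 had 87.1 CPM in -Dox (95% Poisson interval 83.3 to 91.1) and 80.8 CPM in +Dox (78.1 to 83.7). Atoh1 had 71.3 CPM (67.8 to 74.9) in -Dox and 62.1 CPM (59.7 to 64.7) in +Dox.

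**Figure D2:**
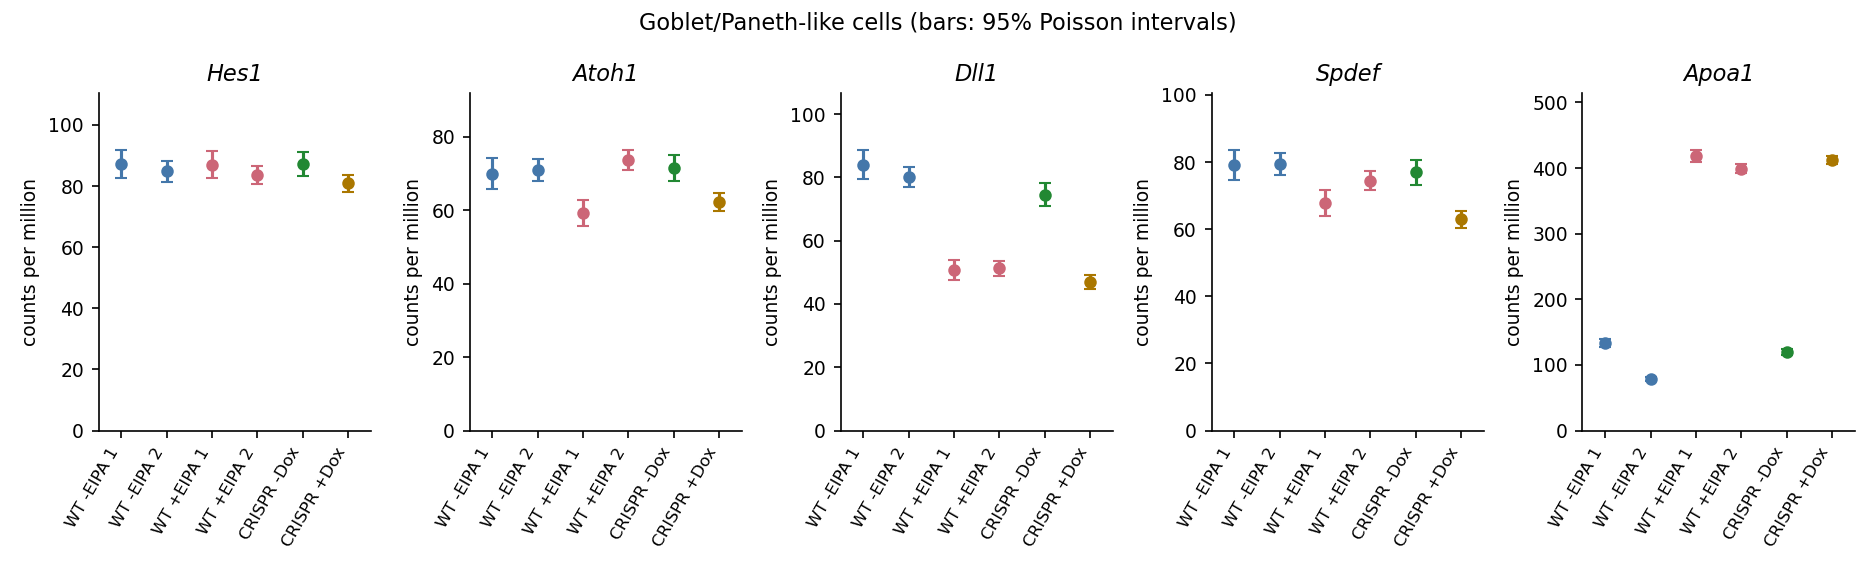
CPM of Hes1, Atoh1, Dll1, Spdef and Apoa1 in the Goblet/Paneth-like cells of each of the 6 libraries. Points are libraries and bars are 95% Poisson intervals. Hes1 lies between 80.8 and 87.1 CPM in all 6 libraries.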

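Dll1 had 84.0 and 80.1 CPM in Goblet/Paneth-like cells of the -EIPA libraries and 50.6 and 51.3 CPM in the +EIPA libraries. The log2 fold change was -0.59 (SE 0.11, adjusted p = 0.121 from edgeR, n = 2), between -0.67 and -0.52 with each library left out in turn. With the experiment as a block, the adjusted p was 2.79e-09, and with DESeq2 it was 0.00325. With called doublets removed the log2 fold change of Dll1 was -0.39, and corrected with Harmony it was -0.59 (adjusted p = 0.131). In clusters led by Goblet markers it was -0.55 (adjusted p = 0.185, or 9.68e-04 with the block), and in those led by Paneth markers -0.34 (adjusted p = 0.9995). Spdef changed by -0.06 on the log2 scale (SE 0.12, adjusted p = 0.989), with 0.17 when called doublets were removed. Gfi1 changed by -0.24 (SE 0.15, adjusted p = 0.901), and by 0.09 when they were removed. Neurog3 changed by -0.66 (SE 0.37, adjusted p = 0.856), and the experiment as a block brought its adjusted p to 4.31e-08. Its change rested on +EIPA replicate 2, which had 4.82 CPM against 13.4 in +EIPA replicate 1 and 13.7 and 15.1 in the -EIPA libraries, and without +EIPA replicate 2 it was -0.09, while without +EIPA replicate 1 it was -1.43 and passed the threshold. Dll1 in the CRISPR-Cas9 organoids had 74.4 CPM in -Dox (95% Poisson interval 70.8 to 78.1) and 47.0 CPM in +Dox (44.9 to 49.2). From the unchanged Hes1 and Atoh1 and the lower targets of ATOH1, the paper proposes that loss of NHE1 activity acts downstream of Atoh1 expression. It rests this on qRT-PCR, immunolabeling and lineage tracing as well.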

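The paper's panel of 13 ATOH1 targets was tested in Goblet/Paneth-like cells, Paneth-led clusters included, where the paper used its secretory progenitor cluster. With EIPA, 10 of the 13 genes were lower and 3 higher, with a median log2 fold change of -0.06, and 8 of these 10 were lower in both experiments. Called doublets changed this direction, and with them removed 4 genes were lower and 9 higher, a median of 0.17. Corrected with Harmony, 11 were lower, with a median of -0.08. By edgeR, 0 of the 13 passed an adjusted p of 0.05 over all genes tested, while 2 passed when adjusted over the list alone, Sct (higher) and Dll1 (lower). DESeq2 and the same list gave 2 past the threshold over all genes, and the experiment as a block gave 3. Sct rose by 0.64 on the log2 scale (SE 0.15, adjusted p = 0.263, or 6.89e-11 with the block), from 81.7 and 77.4 CPM to 141 and 94.3 CPM. Hdac1 changed by -0.15 (SE 0.11, adjusted p = 0.936). Of the other targets outside the secretory fate genes, Creb3l1, Kit, Cbfa2t3, Sox9, Maml3, Dll4 and Cbfa2t2 changed by between -0.17 (Cbfa2t2) and 0.16 (Sox9). In +Dox, 12 of the 13 genes were lower than in -Dox, with a median log2 ratio of -0.29 and no test, or 12 and -0.33 with the Harmony correction.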

We did not, however, observe a significant decrease in most of the non-secretory fate responsive targets of ATOH1 (Supplementary Fig. 8a), suggesting the pH sensing acting downstream of *Atoh1* expression is selective and specific for the secretory lineage. 

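Apoa1, a gene of the absorptive lineage, lies on chromosome 9 from 46228580 to 46230466 of mm10. In Goblet/Paneth-like cells it had 133 and 78.8 CPM in the -EIPA libraries and 418 and 399 CPM in the +EIPA libraries, a log2 fold change of 2.05 (SE 0.22, adjusted p = 0.0252 from edgeR, n = 2). In EEC-like cells its log2 fold change was 2.41 (SE 0.23, adjusted p = 0.00612), and in tuft-like cells 1.68 (SE 0.39, adjusted p = 0.406). The experiment as a block brought the adjusted p in tuft-like cells to 1.53e-28. Called doublets mattered to these calls, and with them removed the changes were 1.37 (adjusted p = 0.3301), 2.08 (adjusted p = 0.999) and 0.34 (adjusted p = 0.980). The Harmony correction gave 2.07 (adjusted p = 0.0452), 2.37 (adjusted p = 0.0144) and 1.59 (adjusted p = 0.145). Apoa4 rose by 1.68, 1.73 and 1.11 in these classes (adjusted p = 0.303, 0.327 and 0.9998). With the experiment as a block, the adjusted p in Goblet/Paneth-like, EEC-like and tuft-like cells was 4.25e-84, 7.28e-58 and 8.09e-08 for Apoa4. Apoa1 also rose over all cells kept, by 1.96 (SE 0.38, adjusted p = 0.263, or 0.0343 with the block), so its level in the whole libraries rose alongside. In the CRISPR-Cas9 libraries, Apoa1 had 120 CPM in Goblet/Paneth-like cells of -Dox (95% Poisson interval 116 to 125) and 412 CPM in +Dox (406 to 418). Over all genes, edgeR called 27 genes in Goblet/Paneth-like cells, 27 of them higher with EIPA, 25 in EEC-like cells (23 higher) and 3 in tuft-like cells (3 higher), namely Apoc2, Apoc3 and Reg4. With called doublets removed the counts were 5, 0 and 0, with 386 genes in EEC-like cells and 451 in tuft-like cells at an unadjusted p under 0.05, and DESeq2 called 110, 38 and 9 with all cells. The experiment as a block gave 781, 247 and 92 genes. Scaled by library size in place of TMM, the Goblet/Paneth-like calls were 52 higher and 7 lower. Leaving out either -EIPA library brought the EEC-like count to 0 (384 genes at an unadjusted p under 0.05 without replicate 1 and 397 without replicate 2). Leaving out -EIPA replicate 1 brought the Goblet/Paneth-like count to 108, and leaving out +EIPA replicate 1 brought the tuft-like count to 21.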

We also found that several genes typically associated with the absorptive fate were elevated in multiple secretory cell types with loss of NHE1 activity, including secretory progenitors and the Goblet cell precursors (Fig. 6d), suggesting that NHE1 activity might reinforce the distinction between the absorptive and secretory lineages.

**Fig. 6:**
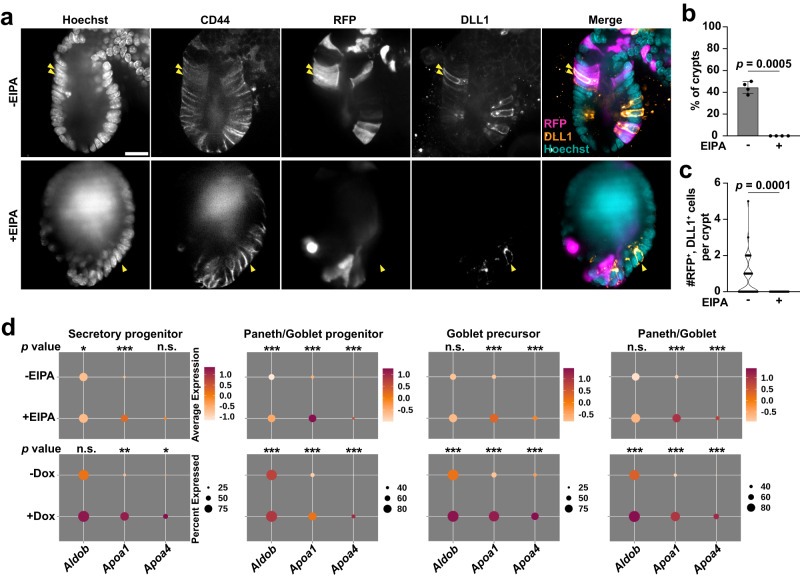
Loss of NHE1 activity impaired the secretory progenitor fate specification. **a–c** Lineage tracing for secretory progenitors from *Lgr5*^+^ ISCs using *Lgr5*^CreER^;*Rosa26*^RFP^ organoids. In (**a**), representative images from 4 preparations, show double labeling of *Lgr5*^+^ ISC progeny expressing RFP and immunolabeled for DLL1 (arrowhead) in the crypt region, indicated by CD44^+^ immunolabeling, of day 2 control but not EIPA-treated organoids. Scale bar, 20 μm. In (**b**), the percent (mean ± SD) of *Lgr5*^+^ ISC labeled crypt region at day 2 organoids containing RFP^+^/DLL1^+^ cells in the absence or presence of EIPA (*n* = 4 biologically independent experiments, two-sided Mann–Whitney test). Source data are provided as a Source Data file. In (**c**), quantification of the number of RFP^+^/DLL1^+^ cells in the crypt region in day 2 organoids maintained in the absence or presence of EIPA (*n* = 4 biologically independent experiments, two-sided Mann–Whitney test). Source data are provided as a Source Data file. Data in (**b**) and (**c**) with a statistically significant difference are specified with a *p* value. **d** Dot plots showing the average expression level of absorptive lineage markers in the secretory cells. All dot plots are colored by average expression, 0 (population mean) ± SD. Data are analyzed by two-sided DECENT test. All dot plots: *p  <  0.05, **p  <  0.01, ***p  <  0.001. n.s., not statistically significant. *p* for secretory progenitor: ^*Aldob*_-EIPAvs+EIPA^*p* = 0.01236; ^*Aldob*_-Doxvs+Dox^*p* = 2.04E–05; ^*Apoa1*_-EIPAvs+EIPA^*p* = 5.76E–05; ^*Apoa1*_-Doxvs+Dox^*p* = 4.72E–68; ^*Apoa4*_-EIPAvs+EIPA^*p* = 0.1824; ^*Apoa4*_-Doxvs+Dox^*p* = 1.02E–29. *p* for Paneth/Goblet *p*rogenitor: ^*Aldob*_-EIPAvs+EIPA^*p* = 4.65E–17; ^*Aldob*_-Doxvs+Dox^*p* = 2.04E–05; ^*Apoa1*_-EIPAvs+EIPA^*p* = 5.99E–116; ^*Apoa1*_-Doxvs+Dox^*p* = 4.72E–68; ^*Apoa4*_-EIPAvs+EIPA^*p* = 3.34E–55; ^*Apoa4*_-Doxvs+Dox^*p* = 1.02E–29. *p* for Goblet precursor: ^*Aldob*_-EIPAvs+EIPA^*p* = 0.4738; ^*Aldob*_-Doxvs+Dox^*p* = 3.95E–07; ^*Apoa1*_-EIPAvs+EIPA^*p* = 8.85E–89; ^*Apoa1*_-Doxvs+Dox^*p* = 1.43E–53; ^*Apoa4*_-EIPAvs+EIPA^*p* = 6.32E–17; ^*Apoa4*_-Doxvs+Dox^*p* = 1.66E–19. *p* for Paneth/Goblet: ^*Aldob*_-EIPAvs+EIPA^*p* = 0.4077; ^*Aldob*_-Doxvs+Dox^*p* = 1.31E–06; ^*Apoa1*_-EIPAvs+EIPA^*p* = 3.59E–14; ^*Apoa1*_-Doxvs+Dox^*p* = 1.32E–25; ^*Apoa4*_-EIPAvs+EIPA^*p* = 0.0002154; ^*Apoa4*_-Doxvs+Dox^*p* = 2.28E–07. All violin plots are minimum to maximum, the dashed line shows 25th-75th percentiles, and the median is indicated as a central line.

To further test the prediction that lowering pHi impairs downstream functions of ATOH1 and secretory lineage specification, we profiled global changes of secretory markers by qRT-PCR and found that expression of two of the three secretory cell markers—*Chromogranin A* (*ChgA)* for EEC cells, and *Muc2* for Goblet cells—was significantly decreased in EIPA-treated organoids compared with controls (Fig. 5d). Consistent with reduced transcripts, inhibiting NHE1 activity decreased the number of EECs in organoids as determined by immunolabeling for Chromogranin A (CHGA) (Supplementary Fig. 8b). In addition, we found no statistically significant change in the expression of *Atoh1* and Notch responsive genes *Hes1* and *Olfm4* in EIPA-treated organoids compared with controls as determined by qRT-PCR (Fig. 5e), consistent with our observations of the scRNA-seq data (Fig. 5c). These data suggest that loss of NHE1 activity impairs secretory lineage specification by affecting differentiation downstream of *Atoh1* expression. To test this hypothesis, we performed lineage tracing with *Atoh1*^CreERT2^; *Rosa26*^tdTomato^ organoids^10^ (Fig. 5f; Supplementary Movie 4, Supplementary Movie 5). We found no difference in the number of tdTomato^+^ cells between control and EIPA-treated organoids on Day 2 (Fig. 5g), indicating the rates of clone induction in ATOH1^+^ cells were similar in both conditions. However, although there was a net increase of tdTomato^+^ cells over time in control organoids, as the number of tdTomato^+^ cells per crypt remained constant in organoids treated with EIPA (Fig. 5g; Supplementary Fig. 7c; Supplementary Movie 4, Supplementary Movie 5), suggesting that differentiation and clone expansion from an *Atoh1*^*+*^ progenitor was attenuated. As an additional test of the effect of inhibiting NHE1 on secretory cell fate specification, we performed lineage-tracing with *Lgr5*^*CreER*^;*Rosa*26^RFP^ organoids^10^ and assayed for RFP^+^ cells that had differentiated into DLL1^+^ secretory progenitors (Fig. 6a). We found that the frequency (Fig. 6b) and number (Fig. 6c) of RFP^+^, DLL1^+^ cells in the CD44^+^ region were significantly less in EIPA-treated organoids compared with controls. Taken together, these data indicate that loss of NHE1 activity impairs the production of mature secretory cells downstream of ATOH1.

### Loss of NHE1 activity and decreasing pHi retains absorptive lineage specification

We next tested whether the loss of NHE1 activity affects specification of the absorptive lineage. 

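Enterocyte-like cells made up 19.9% of the cells kept in -EIPA replicate 1 (95% exact binomial interval 19.2 to 20.6) and 11.2% in replicate 2 (10.8 to 11.7). In the +EIPA libraries they made up 21.3% (20.6 to 22.0) and 19.4% (18.8 to 20.1). The ratio of +EIPA to -EIPA was 1.07 in experiment 1 and 1.73 in experiment 2 (mean 1.40, SD 0.468), so most of the rise lay in experiment 2, without which the ratio is 1.07. Residuals pooled over libraries moved the mean ratio most, to 2.31. Corrected with Harmony, the shares were 11.9% and 7.41% without EIPA and 15.5% and 13.8% with it, ratios of 1.30 and 1.86. Over the named cells alone the ratios were 0.985 and 1.38. Enterocyte-like cells of the CRISPR-Cas9 organoids made up 22.3% (21.7 to 23.0) of -Dox and 28.5% (27.7 to 29.3) of +Dox, or 16.0% and 21.8% with the Harmony correction.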

We found that a large number of cells were classified as enterocytes in both the -EIPA and +EIPA datasets (Fig. 7a), and observed that the enterocyte cluster constituted an approximately 2-fold higher percentage of the total cell population on average in the +EIPA datasets compared with the control (-EIPA) datasets (Fig. 7b, c). In addition, we observed a significant increase in the mean expression levels of *Alpi1*, *Aldolase B* (*Aldob)*, and *Apoa1* within the enterocyte clusters of the +EIPA datasets compared with the control datasets (Fig. 7d). Similarly, we detected a significant increase of *Alpi1*, *Aldob*, *Apoa1*, and *Apoa4* transcripts in the enterocyte clusters with genetic loss of NHE1 (Fig. 7d). However, we did not detect a significant difference in *Alpi1* transcript levels by qRT-PCR using extracts from entire organoids maintained without or with EIPA (Fig. 5d). 

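The paper's Alpi1 is listed as Alpi in the deposited data, on chromosome 1 from 87098002 to 87101606 of mm10. In enterocyte-like cells it had 97.7 and 89.1 CPM in the -EIPA libraries and 133 and 162 CPM in the +EIPA libraries. The log2 fold change was 0.82 (SE 0.16, adjusted p = 0.0774 from edgeR, n = 2). Apoa1 had 2945 and 1919 CPM without EIPA and 5930 and 6597 CPM with it, a log2 fold change of 1.53 (SE 0.25, adjusted p = 0.0513). Apoa4 changed by 1.14 (SE 0.35, adjusted p = 0.175). With the experiment as a block, the adjusted p was 0.00399 for Alpi, 4.57e-04 for Apoa1 and 0.00316 for Apoa4. With called doublets removed, Alpi (adjusted p = 0.0193) and Apoa1 (adjusted p = 0.0135) passed, and Apoa4 (0.0510) did not. Corrected with Harmony, the changes were 0.66 for Alpi, 1.29 for Apoa1 and 0.90 for Apoa4, and 0 of these genes passed. With each library left out in turn, Alpi stayed between 0.64 and 0.98. Of 12576 genes tested in enterocyte-like cells, edgeR called 71 at an adjusted p under 0.05, 63 higher and 8 lower with EIPA. This count depended on single libraries and on the clusters. Scaled by library size in place of TMM it was 14 higher and 6 lower. It was 1 without -EIPA replicate 2 and 756 without -EIPA replicate 1, 1399 with called doublets removed (733 higher and 666 lower), 393 with each cell weighted equally (188 higher and 205 lower), 1378 with the experiment as a block, 560 with DESeq2 and 1 with the Harmony correction.

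**Figure D3:**
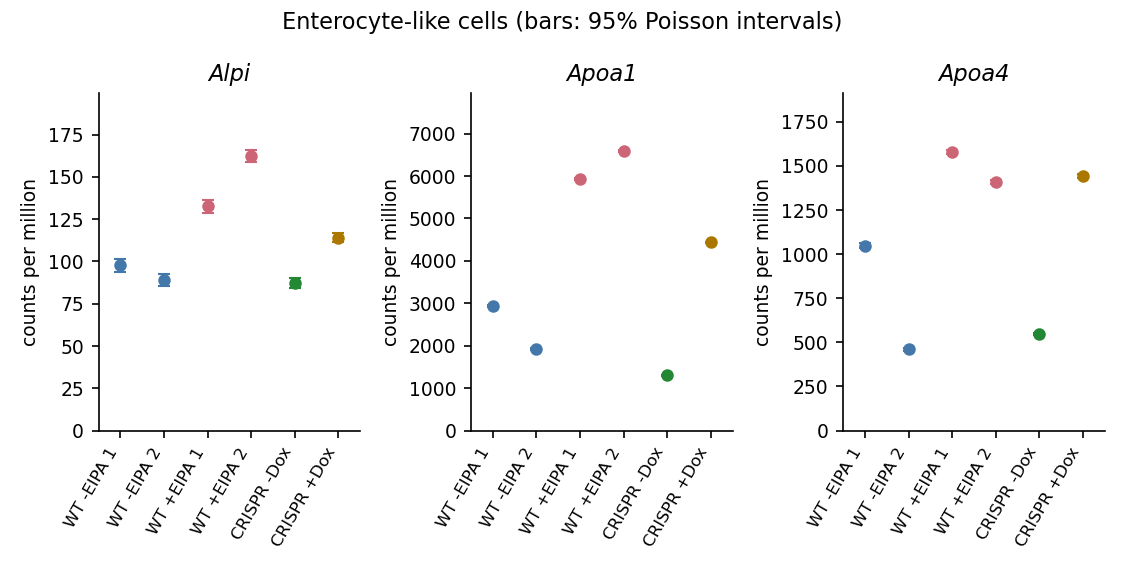
CPM of Alpi, Apoa1 and Apoa4 in the enterocyte-like cells of each of the 6 libraries. Points are libraries and bars are 95% Poisson intervals. Apoa1 lies at 5930 and 6597 CPM in the +EIPA libraries and at 2945 and 1919 CPM in the -EIPA libraries.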

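In enterocyte-like cells of the CRISPR-Cas9 libraries, Alpi had 87.2 CPM in -Dox (95% Poisson interval 84.5 to 90.0) and 114 CPM in +Dox (111 to 117), a log2 ratio of 0.39. Apoa1 had 1305 CPM (1295 to 1316) in -Dox and 4435 CPM (4419 to 4451) in +Dox, a log2 ratio of 1.76. Apoa4 had 546 CPM (539 to 553) in -Dox and 1443 CPM (1433 to 1452) in +Dox, a log2 ratio of 1.40. Each condition is 1 library, so these differences have no replicate check, and the intervals leave out the spread between cultures. With the Harmony correction, Alpi had 98.1 CPM in -Dox and 125 CPM in +Dox, Apoa1 1676 CPM in -Dox and 5435 CPM in +Dox and Apoa4 680 CPM in -Dox and 1732 CPM in +Dox. With qRT-PCR and lineage tracing beside these data, the paper concludes that inhibiting NHE1 activity does not impair absorptive cell differentiation, and it proposes a slight bias toward this lineage.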

As an additional test for an effect of EIPA on specification of the absorptive cell specification, we performed lineage tracing with *Lgr5*^*CreER*^;*Rosa*26^RFP^ organoids, which traces the differentiation of progeny from *Lgr5*^*+*^ ISCs into all cell types of the lineage (Supplementary Fig. 7a), including enterocytes (Fig. 7g), secretory progenitors (Fig. 6a), and Paneth cells (Fig. 8a). We observed no difference in the number of enterocytes, marked by *Aldob* expression^17,53^ within RFP-labeled clones in EIPA-treated organoids compared with controls (Fig. 7g–i; Supplementary Fig. 7d). Taken together, these results indicate that inhibiting NHE1 activity does not impair absorptive cell differentiation and might induce a slight bias in differentiation toward this lineage. Notably, we also observed a 4-fold increase in the percentage of cells classified as *Clu*^*+*^ within a subset of enterocyte clusters from EIPA-treated organoids (Fig. 7b, c) and a significant increase in *Clu* expression in organoids without NHE1 activity (Fig. 7e, f). 

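Revival-like cells, named from markers other than Clu, made up 0.849% and 0.999% of the cells kept in the -EIPA libraries and 3.15% and 4.68% in the +EIPA libraries. The ratio of +EIPA to -EIPA was 3.71 in experiment 1 and 4.69 in experiment 2 (mean 4.20, SD 0.687), or 2.42 and 2.62 with the Harmony correction. In the CRISPR-Cas9 libraries they made up 0.506% (95% exact binomial interval 0.406 to 0.622) of -Dox and 2.89% (2.60 to 3.20) of +Dox, or 1.55% and 2.78% with the Harmony correction. After thinning to 2000 UMIs, a Clu UMI was found in 13.1% and 38.5% of the revival-like cells of -EIPA and 16.8% and 43.3% of those of +EIPA. Over all cells kept, the share with a Clu UMI was 0.493% and 5.49% in -EIPA and 1.93% and 9.39% in +EIPA, so that the libraries of experiment 2 lay above those of experiment 1 in either condition. The ratios were 3.91 and 1.71. Unthinned, the shares were 2.47%, 19.3%, 7.40% and 31.4%. In enterocyte-like cells the thinned share was 0.404% and 2.18% in -EIPA and 0.999% and 5.24% in +EIPA, ratios of 2.47 and 2.40. Tuft-like cells, taken as background, had 0%, 3.17%, 1.07% and 4.41%, at median depths of 5564, 5639.5, 5620 and 5894 UMIs against 10817, 12669.5, 11512 and 14783 UMIs for enterocyte-like cells. The enterocyte-like shares lay inside the intervals of the tuft-like shares. Those intervals are wide, from 0 and 13 tuft-like cells with a Clu UMI in -EIPA and 2 and 12 in +EIPA. The enterocyte-like shares therefore cannot be told apart from background, while those of revival-like cells lay above the tuft-like intervals. Thinned shares in ISC-like cells were 0.499% and 9.78% in -EIPA and 1.55% and 9.35% in +EIPA. Goblet/Paneth-like cells had 1.00% and 6.24% in -EIPA and 2.84% and 11.8% in +EIPA. Both classes lay above the enterocyte-like share in each WT library, though some intervals overlapped in experiment 1. EEC-like cells lay below it in experiment 1 and above it in experiment 2. The ISC-like share rose with EIPA in experiment 1 only. Clu had 1.46, 14.6, 5.40 and 49.5 CPM in the enterocyte-like cells of these libraries, a log2 fold change of 1.96 (SE 1.10, adjusted p = 0.391 from edgeR, n = 2). With the experiment as a block the adjusted p was 5.58e-05. Clu rose within each experiment, and the spread between the experiments exceeds this rise. Without +EIPA replicate 2 the change was -0.45, because +EIPA replicate 1 is then set against both -EIPA libraries, of which replicate 2 lies above it. Over all cells kept, the log2 fold change of Clu was 1.50 (SE 1.31, adjusted p = 0.788, or 0.00379 with the block), and it was -0.60 without +EIPA replicate 2 for the same reason. In -Dox and +Dox, Clu had 0.486 CPM (0.4003 to 0.584) and 17.1 CPM (16.6 to 17.6) over all cells kept. From the rise in Clu+ cells the paper proposes a regeneration-like response to loss of NHE1 activity.

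**Figure D4:**
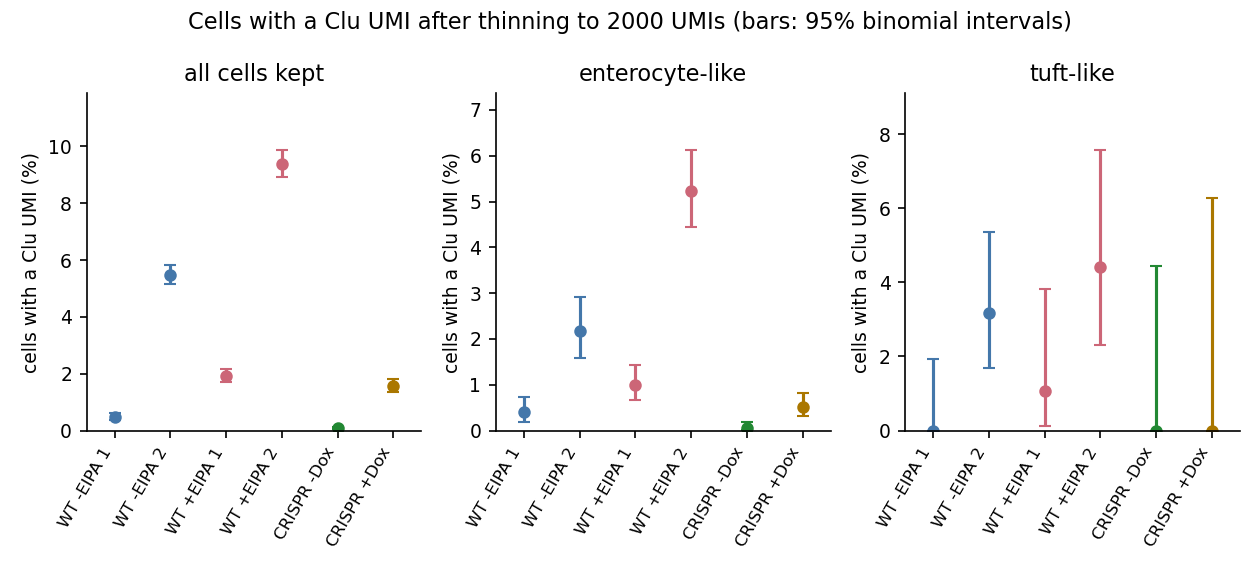
Share of cells with a Clu UMI (%) after thinning each cell to 2000 UMIs, among all cells kept, enterocyte-like cells and tuft-like cells of each of the 6 libraries. Points are libraries and bars are 95% exact binomial intervals. The enterocyte-like shares lie within the intervals of the tuft-like shares.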

Emergence of *Clu*^+^ cells is a signature of intestine regeneration in vivo^17,42,43^, raising the possibility that inhibiting of NHE1 activity may trigger a regeneration-like response in organoids.

**Fig. 7:**
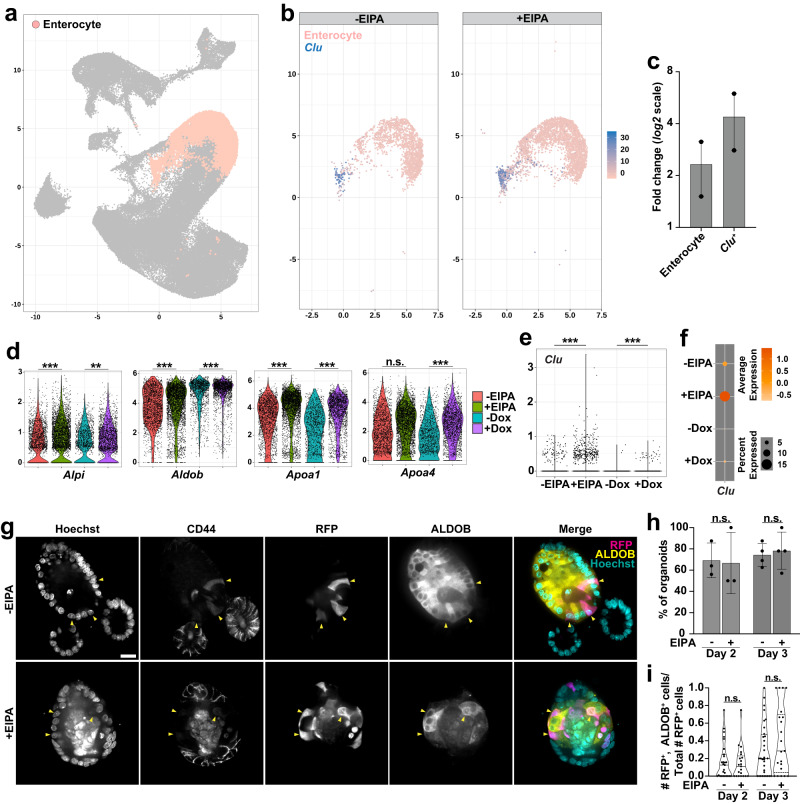
Loss of NHE1 activity retains the absorptive lineage specification. **a** UMAP plot highlighting the enterocyte cluster. **b** Profiles of the enterocyte clusters without and with EIPA. The expression of *Clu* is detected in a subset of enterocyte clusters. **c** Fold change of enterocytes and *Clu*^+^ cells with NHE1 inhibition compared to the control (*n* = 2 biologically independent experiments). Scatter dot plot, mean with range. Source data are provided as a Source Data file. Violin plots showing expression levels of enterocyte markers (**d**) or *Clu* (**e**) in the enterocyte clusters with or without NHE1 inhibition. Y-axis, normalized RNA counts; Two-sided DECENT test. *p  <  0.05, **p  <  0.01, ***p  <  0.001. n.s., not statistically significant. *p* values in (**d**): ^*Alpi*_-EIPAvs+EIPA^*p* = 3.22E–08; ^*Alpi*_-Doxvs+Dox^*p* = 0.002140; ^*Aldob*_-EIPAvs+EIPA^*p* = 5.77E–07; ^*Aldob*_-Doxvs+Dox^*p* = 2.18E–05; ^*Apoa1*_-EIPAvs+EIPA^*p* = 2.11E–16; ^*Apoa1*_-Doxvs+Dox^*p* = 1.19E–07; ^*Apoa4*_-EIPAvs+EIPA^*p* = 0.4272; ^*Apoa4*_-Doxvs+Dox^*p* = 1.19E–10. *p* values in (**e**): ^*Clu_*-EIPAvs+EIPA^*p* = 5.21E–13; ^*Clu*_-Doxvs+Dox^*p* = 8.95E–13. **f** Dot plot showing the *Clu* expression in the enterocyte clusters without and with NHE1 inhibition. Colored average expression, 0 (population mean) ± SD. **g–i** Lineage tracing for enterocytes in *Lgr5*^CreER^;*Rosa26*^RFP^ organoids (Day 3) without and with EIPA. In (**g**), representative images from 4 preparations show labeling of *Lgr5*^+^ ISC progeny expressing RFP and ALDOB (arrowhead) in the villus region, indicated by negative CD44 immunolabeling. Scale bars, 20 μm. In (**h**), the percent of organoids (mean ± SD) at which the villus region contains RFP^+^ and ALDOB^+^ cells (day 2: *n* = 3 biologically independent experiments, day 3: *n* = 4 biologically independent experiments, two-sided Mann–Whitney test). ^Day 2^*p* = 0.6000; ^Day 3^*p* = 0.8857. Source data are provided as a Source Data file. In (**i**), Quantification of the number of RFP^+^, ALDOB^+^ double-labeled cells in the villus region of day 2 and day 3 organoids (day 2: *n* = 3 biologically independent experiments, day 3: *n* = 4 biologically independent experiments, two-sided Mann–Whitney test). ^Day 2^*p* = 0.8791; ^Day 3^*p* = 0.3310. Violin plots in (**i**) are minimum to maximum, the dashed line shows 25th−75th percentiles, and the median is indicated as a central line. n.s., not statistically significant. Source data are provided as a Source Data file.

**Fig. 8:**
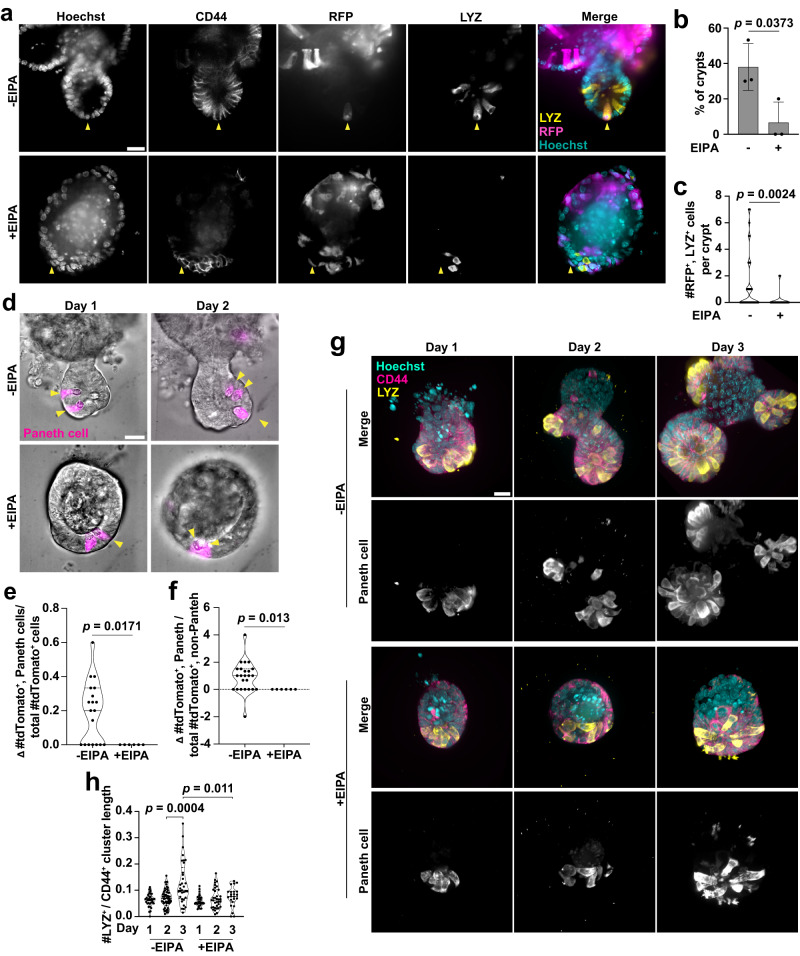
Loss of NHE1 activity impaired Paneth cell differentiation. **a–c** Lineage tracing for Paneth cells from *Lgr5*^+^ ISCs without and with NHE1 inhibition. In (**a**), representative images showing the presence *Lgr5*^+^ ISC progeny expressing RFP and lysozyme (LYZ) (arrowhead) in the crypt region (CD44^+^) of day 3 control but not the EIPA-treated organoids. In (**b**), percent of crypt region (mean ± SD) in day 3 organoids contains RFP^+^, LYZ^+^ cells (*n* = 3 biologically independent experiments, two-sided Mann–Whitney test). Source data are provided as a Source Data file. In (**c**), quantification of the number of RFP^+^, LYZ^+^ cells in the crypt region of day 3 organoids (*n* = 3 biologically independent experiments, two-sided Mann–Whitney test). Source data are provided as a Source Data file. **d–f** lineage tracing for newly produced Paneth cells from the secretory progenitors during the development of *Atoh1*^CreERT2^;*Rosa26*^tdTomato^ organoids in the absence and presence of EIPA. In (**d**), representative frames (day 1 and day 2) from the time-lapse recordings. Newly produced Paneth cells are indicated by the presence of visible dense granules (arrowhead) that are also marked by the secretory lineage marker ATOH1 (tdTomato^+^). Data from *n* = 3 biologically independent experiments are normalized to either (**e**) the number of all labeled secretory cells (tdTomato^+^), or (**f**) the number of non-Paneth secretory cells (tdTomato^+^, non-Paneth) on day 1. Two-sided Mann–Whitney test. Source data are provided as a Source Data file. **g**, **h** Paneth cell abundance in crypts during organoid development from day 1 to day 3. In (**g**), representative 3D confocal images show Paneth cells in organoid crypts at the indicated days after plating without and with EIPA. CD44, crypt region. LYZ, Paneth cell. Quantification of Paneth cell numbers (**h**) from conditions described (**g**) (*n* = 3 biologically independent experiments; two-sided Mann–Whitney test and two-sided student’s *t* test). Source data are provided as a Source Data file. All violin plots are minimum to maximum, the box shows 25th-75th percentiles, and the median is indicated as a central line. Data in plots with a statistically significant difference specified with *p* values, otherwise are not significantly different. All scale bars, 20 μm.

### Loss of NHE1 activity impairs Paneth cell differentiation

Paneth cells are a major cell type in the secretory lineage and are required for ISC self-renewal in organoid cultures. We therefore tested the prediction that loss of NHE1 activity impairs Paneth cell differentiation by generating clones in *Lgr5*^*CreER*^;*Rosa*26^RFP^ organoids and immunolabeling for the Paneth cell marker, LYZ^33^. We found that loss of NHE1 activity significantly decreased the number of LYZ^+^ Paneth cells in the RFP^+^ clones generated from *Lgr5*^*+*^ ISCs (Fig. 8a–c). Even in EIPA-treated organoids in which nearly all the cells were RFP^+^, Paneth cells remained negative for RFP (Supplementary Fig. 7b). These findings indicate that Paneth cell production by *Lgr5*^*+*^ ISC is strongly impaired with loss of NHE1 activity. To further test the effect of inhibiting NHE1 activity on the production of Paneth cells from ATOH1^+^ secretory progenitors, we generated clones in *Atoh1*^CreERT2^; *Rosa26*^tdTomato^ organoids and traced the production of Paneth cells over the course of 2 days in timelapse movies. We identified cells in the clones based on endogenous tdTomato^+^ fluorescence and Paneth cells based on their dense cytoplasmic granules, which are visible with bright-field microscopy. To capture the rate of new Paneth cell production, we assayed for differences between Paneth cell number from day 1 to day 2 (Fig. 8d–f). In control organoids, the number of Paneth cells significantly increased, as expected, whereas with EIPA the number of tdTomato^+^ Paneth cells remained constant (Fig. 8e, f). Hence, inhibiting NHE1 activity impaired Paneth cell differentiation from an ATOH1^+^ secretory progenitor.

As an additional test for effects on Paneth cells, we immunolabeled for CD44 and the Paneth cell marker, LYZ (Fig. 8g) in organoids maintained without or with EIPA. The number of LYZ^+^ cells significantly increased from day 1 to day 3 in control organoids but remained unchanged over this period with EIPA (Fig. 8h). These data indicate that new Paneth cells accumulate in the growing crypt under normal conditions, consistent with the idea that constant replenishment is important to maintain the Paneth cell population in the crypt, and that NHE1 activity is required for this process. Taken together, our findings show that loss of NHE1 activity impairs Paneth cell fate specification, therefore decreasing the Paneth cell replenishment and reducing Paneth cell numbers in the growing crypt.

### Exogenous WNT rescues crypt budding impaired with loss of NHE1 activity

In organoids maintained in standard growth medium without WNT, Paneth cells are the only source of WNT ligands for ISCs^15,33^. To test whether loss of NHE1 activity impaired WNT signaling in organoids, we first immunolabeled for EPHB2, which is a WNT pathway target and expressed throughout the crypt^54,55^. We found markedly less EPHB2 labeling in EIPA-treated organoids compared with controls (Fig. 9a; Supplementary Fig. 10b). In addition, we examined the expression levels of a broad range of WNT pathway targets (*Axin2*, *Acl2*, *Klf5, Smoc2, Jun, Ccnd1, Cdx1, Myc, Rnf43, Tfap4, Vegfa, Tbx3, Efnb1-3*) in the ISC clusters of the scRNA-seq datasets. Although we found two canonical WNT genes, *Axin2* and *Ascl2*, were not decreased with loss of NHE1 activity as confirmed by qRT-PCR (Supplementary Fig. 11a, b), most genes in this panel were downregulated in organoids lacking NHE1 activity (Supplementary Fig. 11c). 

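In ISC-like cells, 11 of these 15 genes were lower with EIPA, with a median log2 fold change of -0.18, and 10 of these 11 were lower in both experiments. By edgeR, 0 of the 15 passed an adjusted p of 0.05 over all genes tested, and 2 passed when adjusted over the list alone, Smoc2 and Jun. Jun is also 1 of the 8 immediate early genes of the closing section. For these, handling of the cells cannot be told apart from an effect of the treatment. DESeq2 called 2 over all genes, and the experiment as a block called 6, each of them lower with EIPA. Without -EIPA replicate 2, 9 genes were lower and the median was -0.02. Under the Harmony correction, 10 genes were lower with a median of -0.09, and 0 passed over the list alone. Smoc2 had 216 and 240 CPM in the -EIPA libraries and 159 and 155 CPM in the +EIPA libraries, a log2 fold change of -0.46 (SE 0.10, adjusted p = 0.332, n = 2). Jun had 392 and 494 CPM without EIPA and 198 and 216 CPM with it, a log2 fold change of -1.02 (SE 0.14, adjusted p = 0.207). Axin2 changed by -0.18 on the log2 scale (SE 0.08, adjusted p = 0.490), and by 0.09 with the Harmony correction. The experiment as a block gave adjusted p values of 0.0159 for Axin2, 1.51e-11 for Smoc2, 2.33e-35 for Jun, 0.00328 for Klf5, 7.54e-07 for Rnf43 and 0.0280 for Tfap4. Ascl2 changed by -0.04 (SE 0.09, adjusted p = 0.896), and by 0.17 with the Harmony correction. In +Dox, 13 of the 15 genes were lower than in -Dox, with a median log2 ratio of -0.19. Axin2 had 144 CPM (95% Poisson interval 139 to 149) in -Dox and 89.3 CPM (86.7 to 91.9) in +Dox, and Ascl2 had 41.0 CPM (38.5 to 43.7) and 39.8 CPM (38.1 to 41.6). Under the Harmony correction, 9 of the 15 were lower in +Dox, with a median of -0.17. Axin2 then had 145 CPM (140 to 151) in -Dox and 144 CPM (138 to 149) in +Dox, and Ascl2 had 42.4 CPM (39.8 to 45.2) and 61.8 CPM (58.4 to 65.4). From less EPHB2 labeling in EIPA-treated organoids and the lower expression of most of the panel, the paper proposes that inhibiting NHE1 activity generally impairs WNT signaling in ISCs. It also reports more crypt budding in EIPA-treated organoids when WNT3A or more RSPO1 was added.

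**Figure D5:**
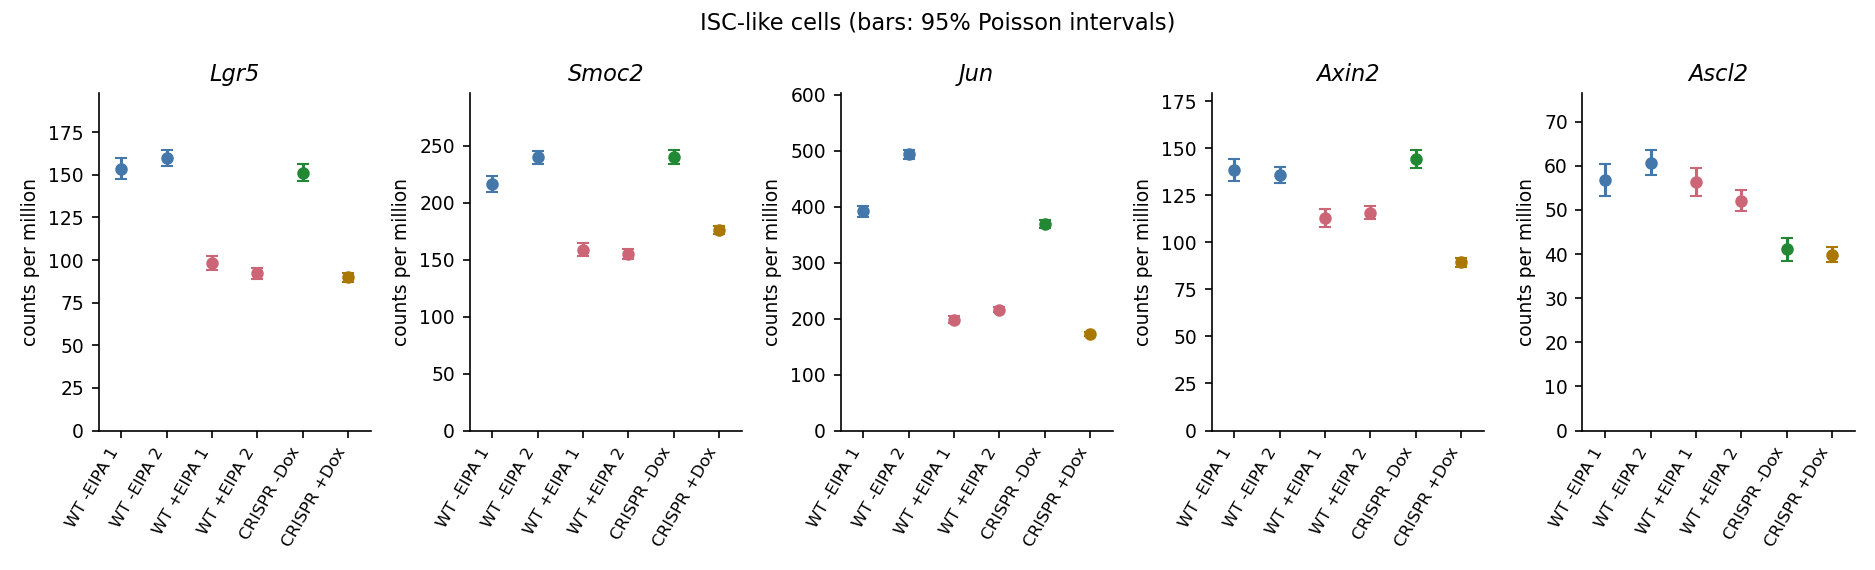
CPM of Lgr5, Smoc2, Jun, Axin2 and Ascl2 in the ISC-like cells of each of the 6 libraries. Points are libraries and bars are 95% Poisson intervals. Jun lies at 392 and 494 CPM in the -EIPA libraries and at 198 and 216 CPM in the +EIPA libraries.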

Previous studies identified multiple points in the WNT pathway that are regulated, either positively or negatively, by changes in pHi^56–58^. Given this complex relationship, it is likely that the effects of pHi on WNT signaling are context specific, which likely accounts for not all genes in this panel being equally affected. Nonetheless, the data support a model in which inhibiting NHE1 activity generally impairs WNT signaling in ISCs.

**Fig. 9:**
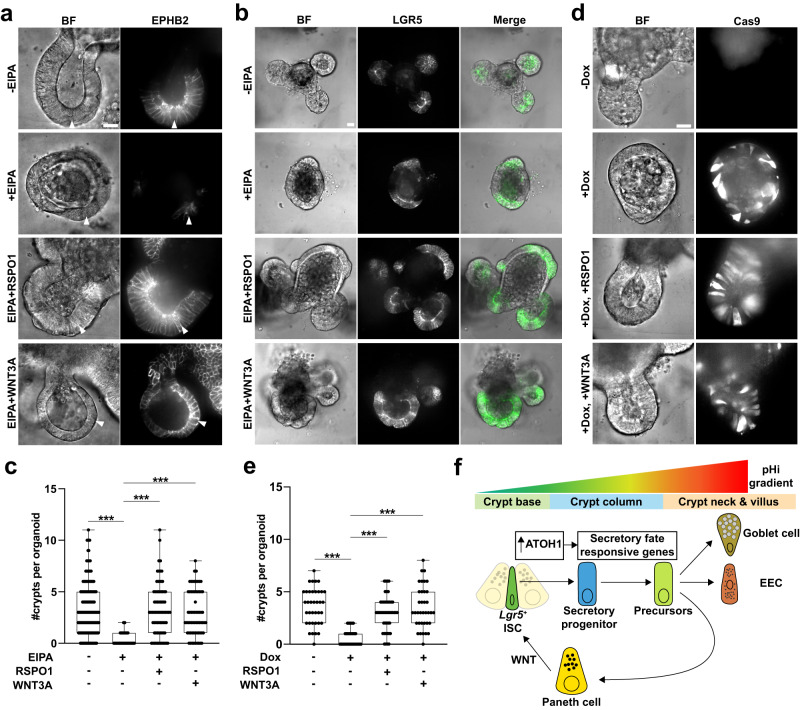
Exogenous WNT rescues crypt budding impaired with loss of NHE1 activity. **a** Exogenous WNT restores EPHB2 impaired by NHE1 inhibition. Representative confocal images from 3 cell preparations of EPHB2 immunolabeled organoids in the absence of EIPA (control), the presence of EIPA, or with EIPA plus increased Rspondin1 or exogenous WNT3A. BF, brightfield; arrowheads, Paneth cells in a crypt region. Quantified EPHB2 immunolabeling (see Supplementary Fig. 10b). **b–e** Representative confocal images and quantification of budded crypts at day 3 in *Lgr5*^DTR-GFP^ organoids with NHE1 inhibition in the presence of exogenous WNT. Crypt growth in (**b**, **c**) the WT organoids in the absence (control) and presence of EIPA, and in (**d**, **e**) the inducible CRISPR-Cas9 organoids without (control) and with Dox, and supplemented with increased RSPO1 or WNT3A. BF, bright-field view; LGR5, *Lgr5*^+^ ISC. Data are from *n* = 5 biologically independent experiments in the WT organoids, and *n* = 3 biologically independent experiments with the inducible CRISPR-Cas9 organoids. All data are statistically analyzed by the two-sided Mann–Whitney test. All box plots are minimum to maximum, the dashed line shows 25th-75th percentiles, and the median is indicated as a central line. Data in all box plots with a statistically significant difference: *p  <  0.05, **p  <  0.01, ***p  <  0.001, otherwise are not significantly different. *p* in (**c**): ^-EIPAvs+EIPA^*p* < 2.2E–16; ^+EIPA_-RSPO1vs+RSPO1^*p* = 4.265E–16; ^+EIPA_-WNT3Avs+WNT3A^*p* = 6.157E–16. *p* in (**e**): ^-Doxvs+Dox^*p* = 1.365E–09; ^+Dox_-RSPO1vs+RSPO1^*p* = 2.148E–08; ^+Dox_-WNT3Avs+WNT3A^*p* = 6.236E–09. Source data are provided as a Source Data file. All scale bars, 20 μm. **f** Schematic representation of the main findings.

Although Paneth cell number is reduced in EIPA-treated organoids, they are not completely absent. Therefore, to test whether decreased WNT signaling is due to an inability of the existing Paneth cells to induce WNT signaling in ISCs, we performed a single cell-based in vitro reconstitution assay^33,59^ (Supplementary Fig. 9). We found that mixing single WT *Lgr5*^*+*^ ISCs with single NHE1-silenced Paneth cells in the absence of exogenous WNT3A did not reduce the efficiency of organoid formation (Supplementary Fig. 10a). These data suggest that the reduction in WNT signaling is due to the decreased Paneth cell number rather than an impaired ability of mature Paneth cells to secrete WNT ligands. Taken together with our finding that inhibiting NHE1 does not impair the ability of Paneth cells to promote ISC self-renewal (Supplementary Fig. 10a), these results suggest that the decrease in ISC number and impaired crypt budding in the absence of NHE1 activity is likely a direct consequence of the loss of Paneth cell differentiation.

As Paneth cells provide essential WNT ligands to ISCs, we next tested whether restoring WNT signaling is sufficient to rescue the ISC maintenance and crypt budding phenotypes with inhibiting NHE1 activity. Adding either 20% WNT3A ligand or 3X RSPO1 to the medium increased the ISC number and crypt budding in the presence of EIPA (Fig. 9a–e), indicating a rescued phenotype. Notably, 20% WNT3A is a relatively low concentration that is not sufficient to induce growth of spheroid-shaped organoids. Additionally, we observed that production of the WNT-responsive gene EPHB2 was restored to control levels, which confirms that WNT signaling is abrogated by inhibiting NHE1 activity (Fig. 9a; Supplementary Fig. 10b). Taken together, our findings support a model in which an NHE1 activity-dependent pHi gradient that acts downstream of ATOH1 function in the progenitors facilitates crypt homeostasis by regulating secretory lineage specification (Fig. 9f).

## Discussion

We identified a pHi gradient in mouse small intestinal organoids and freshly isolated mouse small intestine, with a lower pHi in cells at the crypt base and a progressive increase along the crypt column. Attenuating this gradient in organoids by pharmacologically or genetically inhibiting activity of NHE1, a plasma membrane H^+^ extruder, inhibited the cell-fate decision of *Lgr5*^+^ ISCs toward the secretory lineage. This altered lineage specification occurs in part by reducing ATOH1-dependent signaling and thus decreasing Paneth cell differentiation, which is essential for crypt budding. Moreover, these findings are supported by scRNA-seq and confirmed experimentally by qRT-PCR, immunolabeling, single cell reconstitution, and lineage tracing.

Increasing evidence indicates a previously unrecognized role for pHi dynamics in the differentiation of diverse types of stem cells. Increased pHi is necessary for the differentiation of clonal mouse embryonic stem cells from naïve to primed states^8^, mesenchymal stems cells to cardiomyocytes^60^, and CD4^+^ T helper 9 cells^61^. Additionally, in vivo studies confirm that increased pHi is necessary for the differentiation of *Drosophila* follicle stem cells^6,8^, melanocytes during zebrafish neural crest development^2^, and mesoderm progenitors in the chicken embryo^7^. Similar to our findings, an increasing pHi gradient is seen in murine colonic crypts^27,62^. However, reducing pHi in colonic crypts is associated with decreased expression of absorptive fate genes and increased Goblet cell and Paneth cell markers^27^, which is in contrast to our findings in the small intestine. This discrepancy might be because of distinct differences between the small and large intestine, including the presence of protruded villi structure and Paneth cells, smaller crypts, more functional ISCs, and different transcriptional profiles^63^. Hence, the regulatory mechanism of ISC lineage responding to pHi dynamics in the small intestine may also be different. Comparing and contrasting the role of pHi in these two closely related organs will be an important topic for future study.

Our findings are consistent with roles for pHi in regulating WNT signaling and provide insight into the crosstalk between pHi dynamics and cell signaling. Specifically, decreased vacuolar pH promotes canonical WNT signaling by increasing LRP activation, and deceased cytoplasmic pH (pHi) regulating Disheveled localization^64^, and β-catenin acetylation^7^ and stability^56^. Thus, the pHi gradient in intestinal crypts may shape the pattern of WNT signaling, which is highest at the crypt base where pHi is low and decreases along the crypt axis where pHi is higher^65,66^. Given the complexity of WNT signaling and the heterogeneity of intestinal epithelial cells, quantitative determination of a pHi-WNT interplay along the crypt-villus axis is an important objective of future studies. In addition, our study provides evidence that pHi dynamics regulates cell-fate decisions downstream of a separate signaling cue, ATOH1, which is a master regulator of the secretory lineage. Regulation of lineage specification by pHi likely occurs within the progenitor cells that first upregulate ATOH1 to specify differentiation toward the secretory rather than absorptive fate. In addition, our observation that genes typically associated with the absorptive cell fate were upregulated in multiple *Atoh1*^+^secretory cell types when pHi gradient is disrupted suggests that pHi dynamics continues to stabilize the secretory cell fate choice even after the initial lineage specification. Signaling by pHi dynamics is often mediated by intrinsic pH-sensing proteins with activity or protein-protein and protein-phospholipid binding affinities regulated within the cellular pH range^67^. Hence, selective targets of ATOH1 that are required for secretory lineage specification may be pH sensors with increased pHi enabling their transcriptional activity. Alternatively, other pHi-sensitive proteins may be acting as co-factors of ATOH1 to selectively regulate the expression of secretory fate determination genes.

Our findings with disrupting the pHi gradient are consistent with recent studies of plasticity of small intestinal epithelium, further demonstrating the flexibility of pHi as a regulator for cell behaviors. Specifically, our finding that with loss of NHE1 activity there is an increase in the number of *Clu*^+^ cells, which is a signature of intestinal regeneration, suggests that inhibiting NHE1 activity or decreasing pHi may elicit a response that mimics tissue regeneration induced by intestine injury in vivo^14,17,42,43^. Hence, targeting NHE1 activity may be an alternative approach to current methods such as the use of radiation for investigating acute tissue regeneration in the intestinal epithelium. In addition, our studies are consistent with current views that crypt budding is maintained by a constant pool of ISCs^45,68^, which is in line with our findings here, or by actin remodeling that drives a change in mechanical forces^30,69,70^, which has been shown to be regulated by pHi in other contexts^71–73^.

Our findings also have clinical relevance. Cystic fibrosis (CF) is associated with increased intestinal epithelial cell proliferation and an increased risk for gastrointestinal tumors. Increased pHi is seen with CF, and recent reports indicate that impaired intestinal homeostasis with CF is in part mediated by disrupted pHi dynamics^74,75^, including a dysregulated pool of ISCs and Paneth cells, as we found. Additionally, constitutively increased pHi is seen in most cancers^5,76^, which could promote expansion of *Lgr5*^+^ stem cells critical for initiating gastrointestinal cancers^13,77,78^. Consistent with this possibility, decreasing pHi by genetic silencing of NHE1 or carbonic anhydrase 9 significantly reduces the growth of colon cancer cells^79^. Additionally, most colorectal cancers are caused by mutations in key components of the WNT pathway, which would avert pHi regulated WNT pathway activity. Our findings on pHi regulating ATOH1-dependent ISC lineage specification that connects ISC maintenance and the WNT circuit (Fig. 9f) adds insight into the development of CF and intestinal tumorigenesis and provides a biological basis for targeting NHE1 and pHi dynamics for potential therapeutics.

## Methods

This study complies with all relevant ethical regulations. Animal-use protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of California at San Francisco (AN197697-00 and AN192878-01G), and all experiments were conducted in accordance with the specified guidelines.

### DNA constructs and CRISPR design

The pLX304 lenti-mCherry-SEpHluorin plasmid was generated by inserting an mCherry-SEpHluorin fragment from an mCherry-SEpHluorin plasmid (Addgene #32001) into lentiviral vector pLX304 (Addgene #25890). The mCherry-SEpHluorin fragment was first amplified and then cloned into the Gateway entry vector pENTR/D-TOPO (Thermofisher) to build pENTR/D-mCherry-SEpHluorin. The mCherry-SEpHluorin fragment was then transferred from pENTR/D-mCherry-SEpHluorin into pLX304 via LR gateway reaction to build pLX304 lenti-mCherry-SEpHluorin. To generate the pTLCV2 NHE1 KO plasmid, guide RNA targeting the first exon of the mouse NHE1 gene was designed and cloned into an all-in-one doxycycline (Dox)-inducible vector TLCV2 (Addgene #87360). In brief, gRNA oligo forward (5’-caccgAACTTAATCATTGAACATGG-3’) and reverse (5’-aaacCCATGTTCAATGATTAAGTTc-3’) were first annealed and then ligated into BsmBI digested TLCV2 vector.

### Small intestinal organoids, mouse lines and culture

WT, *Lgr5*^DTR-GFP^ organoids, *Lgr5*^CreER^;*Rosa*26^RFP^ organoids, and *Atoh1*^CreERT2^;*Rosa26*^tdTomato^ organoids stocks were originally obtained from 10 weeks old adult mice. The mCherry-SEpHluorin and inducible NHE1 CRISPR-Cas9 KO organoids were generated by infecting WT organoids with lentivirus made from pLX304 lenti-mCherry-SEpHluorin and pTLCV2 NHE1 KO plasmids, respectively, followed by antibiotic selection using 10 μg/mL blasticidin for mCherry-SEpHluorin and 2 μg/mL puromycin for NHE1 CRISPR-Cas9 organoids, as described^79^. Single clones of NHE1 silenced organoids were established from selected individual puromycin-resistant organoids. The C57BL/6 J (male, 10 weeks old) and mTmG (female, 10 weeks old) adult mice were used for isolating fresh crypts for ex vivo pHi measurement. All mice were housed at a constant temperature (18–23 °C) and a controlled light cycle (12 h light/dark), with food and water provided ad libitum. The organoid cultures were generated and maintained in a 3D format^13,79,80^. Briefly, organoids were embedded in Matrigel (Corning, 356231) and cultured in a standard 24-well plate. For confocal imaging, organoids embedded in Matrigel were seeded into 24-well glass-bottom MatTek plates (MatTek, P24G-0-10-F). Unless stated otherwise, organoids were grown in ENR medium containing advanced DMEM/F12 (Invitrogen, 12634-028) supplemented with 50 ng/mL EGF (Sigma-Aldrich, E9644-.2MG), 100 ng/mL Noggin (R&D, 6057-NG/CF), R-spondin1(RSPO1) (conditioned medium, CM; CCHMC RT0457, 1.6% v/v), 10 mM HEPES (Invitrogen, 15630-080), 1 mM N-acetylcysteine (Sigma-Aldrich, A7250), 1X glutaMAX (Invitrogen, 35050-061), 1X N2 supplement (Invitrogen, 17502-048), 1X B27 supplement (Invitrogen, 17504-044), and 1X penicillin-streptomycin (pen/strep). To induce spheroid formation, organoids were cultured in ENRWN medium, which includes ENR medium with 50% v/v WNT3A (CM, ATCC CRL-2647) and 10 mM Nicotinamide (Sigma-Aldrich, N1630-100MG). For post-infection cultures, medium with an additional 10 μM of the Rho kinase inhibitor Y-27632 (Sigma-Aldrich, Y0503-1MG) in ENRWN was used for recovery. For WNT rescue, ENR medium was supplemented with 6.4% v/v RSPO1 (CM, CCHMC RT0457) or 20% v/v WNT3A (CM, ATCC CRL-2647). For single-cell reassociation assays, ISC-Paneth pairs were grown in single-cell growth medium, which was ENR with 10 mM Nicotinamide, 2.5 μM Y-27632, 2.5 μM Chir99021 (Sigma-Aldrich, SML1046-5MG), 1 μM Jagged-1 (Anaspec, AS-61298), 2.5 μM Thiazovivin (Selleckchem, S1459).

### NHE1 CRISPR-Cas9 silencing and validation in organoids

To induce and validate NHE1 CRISPR-Cas9 editing, 2 μg/mL doxycycline (Dox) was added to the ENR medium and to Matrigel after passaging organoids. After induction for 2–3 days, clones containing at least 80% Cas9-EGFP positive organoids were selected for genomic DNA (gDNA) extraction. The gDNA was isolated from selected clonal organoids using the gDNA tissue miniprep system (Promega, A2051) and evaluated by PCR and DNA gel electrophoresis using primer pair forward (5ʹ- GCCCGTGGTCCAGCCTATC-3ʹ) and reverse (5ʹ-GTCCCATCCCAGCTGTAGGAGA-3ʹ). Purified PCR fragment containing the edited DNA was sequenced by Sanger sequencing using primer forward (5ʹ-CGTCTGGGGATTTCATCCACCT-3ʹ) and reverse (5ʹ- CTATCTTCATGAGGCAGGCCAGGA-3ʹ), respectively. The sequencing results were analyzed by comparing WT and -Dox samples (Supplementary Fig. 2).

### pHi measurement in organoids

Ratiometric imaging of the pHi biosensor mCherry-SEpHluorin was performed as described^18^. To inhibit NHE1 activity, 5 and 10 μM EIPA were tested with WT organoids. The 5 μM EIPA was selected based on its efficacy in blocking crypt budding and its effect on epithelium viability. As the crypt development took 3 days, day 1 and day 3 were selected for capturing crypt budding. In brief, organoids embedded in Matrigel were cultured in ENR medium supplemented with DMSO vehicle (1:1000) or 5 μM EIPA for 3 days, and a microscopy-based measurement was performed on day 1 and day 3 organoids. Before imaging, growth medium was replaced with freshly made pHi buffer containing 25 mM NaHCO_3_, 115 mM NaCl, 5 mM KCl, 10 mM glucose, 1 mM K_3_PO_4_, 1 mM MgSO_4_, and 2 mM CaCl_2_ pH 7.4 and including the membrane dye CellMask™ (Molecular probes, C10046) (1:1000 dilution) for 10 min. After washing with fresh pHi buffer not containing CellMask™ fluorescence images were acquired using a customized spinning disk confocal (Yokogawa CSU-X1) on a Nikon Ti-E microscope equipped with a live-cell imaging chamber maintained with 5% CO_2_ at 37 °C, a 40X water objective, 488 nm, 560 nm, and 590 nm excitation lasers. and a Photometrics cMYO cooled CCD camera. Images were stored as Z-stacks of 2 μm-optical sections. To calibrate fluorescence ratios of mCherry-SEpHluorin to pHi, after each experiment, organoids were incubated for 15-20 min with a KCl buffer (80 mM KCl, 50 mM K_3_PO_4_, 1 mM MgCl_2_) containing 20 μM nigericin (Invitrogen, N1495) at pH 7.8. After acquiring fluorescence ratios, organoids were washed and incubated with nigericin buffer at pH 6.6 and fluorescence ratios were again acquired to perform a 2-point calibration conversion.

For image analysis, backgrounds were removed from Z stacks and single optical sections containing representative intestinal crypts were chosen for quantification. Individual cells were segmented by CellMask™ dye. To identify major cell types in the crypt, Paneth cells were selected based on size and presence of visible intracellular granules under both bright-field and mCherry channels, ISCs were identified based on their location which is intermingled between two Paneth cells, other cells along the crypt column starting at a position two-cell above the upmost Paneth cell and ending at the crypt neck, the upmost part of a budded crypt, were further specified as the crypt column and the crypt neck. In the crypt without a bud, up to four of the cells closest to the upmost Paneth cell were chosen as the column for pHi measurement. Because the crypt region and villus region were less distinguishable by live-cell imaging in the day 1 organoid during development, the column region was not specified for pHi determination on day 1. To calculate mCherry/SEpHluorin intensity ratios, fluorescence intensity was measured in the selected individual Paneth cells, ISCs, and cells located in the column and neck using ImageJ. In Microsoft Excel, the pHi values were determined by applying those intensity ratios to a standard curve generated by graphing the nigericin pH values (Y-axis) against their dependent intensity ratios (X-axis). As the villus thickened and enlarged as a spheroid, background signals started to mask the actual fluorescence from mCherry and SEpHluorin. This led to an unreliable mCherry/SEpHluorin ratio and resulted in a higher-than-normal pHi value (>7.8) that was out of the linear range of SEpHluorin (6.7-7.7). Therefore, pHi in the villus cells was not reported.

### pHi measurement in isolated crypts

Small intestinal crypts were freshly isolated from adult old mice^10^. Isolated crypts from C57BL/6 J (male, 10 weeks old) and mTmG (female, 10 weeks old) mice were washed and suspended in a basal medium containing advanced DMEM/F12 (Invitrogen, 12634-028) supplemented with 50 ng/mL 10 mM HEPES (Invitrogen, 15630-080), 1 mM N-acetylcysteine (Sigma-Aldrich, A7250), 1X glutaMAX (Invitrogen, 35050-061), and 1X penicillin-streptomycin (pen/strep). A pHi-sensitive dye BCECF (Invitrogen, B1170) was added in the suspension at final concentration of 10 mM. After a 15 min-incubation at 37 °C, crypts were washed with basal medium and loaded on coverslips for microscopy. Images were acquired at Ex 440 nm/ Em 530 nm (pH insensitive) and Ex 490 nm/ Em 530 (pH sensitive) using a 20x air lens on a Leica SP5 laser scanning confocal microscope. To determine pHi values in a crypt, crypt bottom was identified first by a presence of Paneth cells. Then, in a bottom-up manner, individual crypts were divided into four sections (bottom, lower column, higher column, and top) with equal length guided using the line tool in Image J. The pHi values were determined by calibrating the intensity ratio of pH sensitive and pH insensitive channels from 5 ROIs in each section using the same method for the mCherry-SEpHluorin reporter.

### Crypt budding quantification and imaging

Under a bright-field view on the spinning disc confocal microscope, a budded crypt was defined by the epithelial protrusion (containing visible Paneth cells) grown out of the spherical cyst with the extension protruded larger than the thickness of the epithelial layer of the cyst. To quantify crypt budding, the number of budded crypts were counted in organoids under each of the following conditions. (1) For -EIPA vs +EIPA conditions, day 3 organoids grown in ENR medium supplemented with DMSO (vehicle control) or 5 μM EIPA were scored for crypt budding. (2) For inducible CRISPR-Cas9 mediated NHE1 silencing, organoids in ENR medium were treated with or without Dox for 2 days and then re-seeded in ENR with or without Dox for another 3 days before quantification. (3) For WNT rescue experiments, EIPA-treated and CRISPR-Cas9 silenced organoids were cultured in the ENR medium supplemented with either 3X RSPO1 or 20% exogenous WNT3A for 3 days prior to quantification. To imaging crypt budding in the *Lgr5*^DTR-GFP^ organoids (Fig. 2a), a 3-day time-lapse imaging (bright-field, FITC; 40X) began immediately after seeding (day 0) in ENR + DMSO (vehicle control) and ENR + 5 μM EIPA. Images were acquired as Z-stacks of 2 μm optical sections every 3 h. To image pHi dynamics in crypt budding in the mCherry-SEpHluorin organoids, a time course was acquired (bright-field, FITC, PE-Texas red; 20X) was starting one day after seeding, in which a 2 μm Z-stack image set was taken every 30 min for two days.

### Single-cell RNA-sequencing (scRNA-seq) of intestinal organoids

To obtain single-cell suspension from the organoids without or with NHE1 inhibition (± EIPA, ± Dox), organoid cultures were first washed with the cold (4 °C) advanced DMEM/F12 (Invitrogen, 12634-028) supplemented with 10 mM HEPES (Invitrogen, 15630-080), 1 mM N-acetylcysteine (Sigma-Aldrich, A7250), 1X glutaMAX (Invitrogen, 35050-061), and 1X pen/strep. After the washing, wells containing the organoids were incubated with 300 uL cold (4 °C) Corning recovery solution (Corning, 354253) for 15 min to melt the Matrigel. Next, organoids were mechanically disrupted with the P1000 pipette tips first and then trypsinized with RT TrypLE Express (Gibco, 1952062) for up to 15 min to disassociate into single cells. Single cells were then suspended within a sorting buffer that contained Hanks’ balanced salt solution (HBSS) with 3% m/v FBS, 10 mM HEPES and 5 mM EDTA. After staining with Live/Dead (Invitrogen, L23105, 1:1000) in the sorting buffer, fluorescence-activated cell sorting (FACS) was performed on the BD FACSAira instrument (FACSDiva 8.0.1) to enrich either live cells (±EIPA and -Dox conditions) or live GFP^+^ cells (+Dox condition) (Supplementary Fig.3). Approximately 100,000-150,000 cells per genotype/condition were collected and re-suspended in ~200 μL 1X PBS containing 0.04 % (w/v) BSA (Ambion, AM2616). Purity was more than 90% and determined by flow cytometry using the Live/Dead (Invitrogen, L23105, 1:1000) stain. For library construction and sequencing, approximately 20,000 cells per genotype/condition were loaded onto a 10X Genomics Chromium Next GEM chip to generate a single cell 3’ gene expression library using the 10X Chromium Next GEM Single Cell 3ʹ regent kits v3.1. Pooled libraries were sequenced (paired-end, single indexing) on an Illumina NovaSeq 6000 sequencer with a standard sequencing protocol (Read 1, 28 cycles; i7 Index, 8 cycles; i5 Index, 0 cycles; Read 2, 91 cycles). The raw sequence outputs were filtered and aligned (mouse reference, mm10) to produce feature-barcode matrices using the Cell Ranger pipeline 6.1.2 on 10X Genomics Cloud Analysis.

### Bioinformatic analysis

Single-cell feature-barcode matrices were analyzed using Seurat 4.1 on RStudio server 2022.01.999^81^. 

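The -EIPA libraries held 22100 and 25481 barcodes called as cells, a mean of 23790.5, with 178507251 and 249350351 UMIs. Their median number of genes per barcode was 2042.5 and 2521, a mean of 2281.75 (SD 338, n = 2). The +EIPA libraries held 20585 and 19006 barcodes, a mean of 19795.5, with 176388405 and 239640531 UMIs. Their median number of genes per barcode was 2306 and 2842, a mean of 2574 (SD 379). Genes with a UMI in at least 3 barcodes numbered 17922 and 17935 without EIPA and 17989 and 17842 with it, means of 17928.5 and 17915.5. For +EIPA the paper gives 17291 genes, the number it also gives for -Dox. The numbers it gives as UMIs lie near the numbers of barcodes here. The lowest UMI count of a barcode was 500 in each library.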

We attained an averaged number of 23789 UMIs and 17882 genes (averaged median of 2282 genes detected per cell) in the WT control (-EIPA), and 19777 UMIs and 17291 genes (averaged median of 2575 genes detected per cell) in EIPA-treated organoids from 2 separate preparations. We also obtained 22053 UMIs and 17291genes (median of 2942 genes detected per cell) in CRISPR-Cas9 control (-DOX), and 14,314 UMIs and 17,630 genes (median of 3507 genes detected per cell) in CRISPR-Cas9 silenced (+DOX) organoids from 1 preparation. 

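The -Dox library held 22053 barcodes called as cells and 239671686 UMIs, with a median of 2942 genes per barcode and 17291 genes with a UMI in at least 3 barcodes. The +Dox library held 14319 barcodes and 243955658 UMIs, with a median of 3506 genes per barcode and 17630 such genes. After the limits on genes and mitochondrial UMIs, 17598 and 12083 cells remained.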

For the pre-processing^34^, we selected cells based on the QC metrics (unique genes, total number of RNAs, and mitochondrial RNA) for each genotype/condition (Supplementary Fig. 4a). After QC filtration, we combined all datasets and then performed normalization and variance stabilization via sctransform^82^. After data integration, principal component analysis (PCA) was used to reduce the dimensionality of the combined dataset followed by constructing a shared nearest neighbor (SNN) graph (dimensions of reduction = 1:45, resolution =0.8) and building clusters with uniform manifold approximation and projection (UMAP) dimensional reduction (dimensions of reduction =1:45). To set the identities of clusters in the combined dataset, expression comparison was performed on the integrated data. In brief, markers that were distinctively enriched in each cluster were first calculated and displayed for general identification. Then, we further modified the clustering based on the average gene expression profiles of well-characterize cell-type markers. To enrich the progenitors and precursors in the secretory lineage, we subclustered a parental cluster associated with elevated secretory genes using the same PCA-SNN-UMAP workflow above (dimensions of reduction = 1:13, resolution =1), followed by subcluster identification using signature gene average expression. Lastly, we assigned each cluster with a cell-type identity in the combined dataset. A “unknown proliferative” cluster was included due to the enrichment of several minichromosome maintenance (*Mcm*) genes but without a specific cell-type identification. For downstream gene analysis, a log scale normalization (log1p scale; scale.fatctor = 10,000) and a data scaling (variables to regress out, total number of RNAs and mitochondrial RNA) were performed on the identity-assigned dataset. To quantify the relative cell number change with NHE1 inhibition, we first calculated a relative cell count of the WT control (-EIPA) and EIPA-treated clusters by calculating the number of cells in the cluster divided by the total cell count in the dataset. We then calculated a relative change by dividing the relative cell count in the EIPA-treated dataset by that of the WT control. We did not perform this calculation for the CRISPR datasets because we needed to enrich for GFP^+^ (Cas9^+^) cells to obtain the +Dox dataset, and this may have introduced a bias in the types of cells collected. To compare any gene expression between conditions (±EIPA or ±Dox) in different cell types, all calculations and plotting were performed using the normalized/scaled RNA data unless stated otherwise.

### Proliferation assay and crypt cell quantification

Click-iT Edu cell proliferation kit (Invitrogen, C10340) and Ki67 labeling were used to assess crypt proliferation. For the Edu assay, day 3 WT organoid culture was first incubated in 10 μM Edu solution for 2 h then proceeded for immunostaining. To quantify the proliferative cells within CD44^+^ clusters, numbers of Edu^+^ and CD44^+^ positive cells in each CD44 labeled cluster were first counted separately from confocal z-plane sectioning through the middle of a budded crypt or an unbudded organoid. For normalization, a ratio of numbers of Edu^+^,CD44^+^ double-positive cells to the numbers of total CD44^+^ cells were then calculated as a measurement of overall proliferation. For the Ki67 assay, day 3 *Lgr5*^DTR-GFP^ organoids were fixed and immunolabelled with Ki67 antibody (1:250). To quantify proliferative ISCs in the *Lgr5*^DTR-GFP^ organoids, the percent numbers of proliferative ISCs per crypt were measured by a ratio of the numbers of Ki67^+^,LGR5^+^ cells to the total numbers of LGR5^+^ cells in a representative optical section of a crypt region indicated by LGR5. The cell number was determined by Hoechst staining of crypt regions defined by GFP^+^ cells. To quantify other crypt cells, the numbers of *Lgr5*^+^ ISCs and *Lgr5*^-^,CD44^+^ cells (crypt progenitors) within each CD44^+^ cluster were counted and normalized to the total number of CD44^+^ cells, in the same manner as the proliferation assay. To count Paneth cells in developing organoids, organoids were fixed at day1, day2, and day3 for immunostaining. All LYZ^+^ Paneth cells present in each CD44^+^ cluster were counted in 3D confocal images and normalized to the arc length of the 3D projection of CD44^+^ clusters.

### Immunolabeling

Matrigel embedded organoids were fixed in 2% paraformaldehyde for 45 min at RT. Fixed organoids were washed 3 × 20 min at RT with 1X Glycine-PBS (7.5% m/v) followed by washing 2 × 10 min with PBS. Organoids were then permeabilized in 0.5% Triton X-100 for 15 min at RT and blocked in PBS buffer containing 0.1% BSA, 0.2% (v/v) Triton X-100, and 0.04% (v/v) Tween-20, 5–10% (v/v) serum overnight at 4 °C. Organoids were incubated overnight at 4 °C with primary antibodies diluted in blocking buffer. Antibodies and dilutions included anti-CD44 (BioLegend, 103030, 1:500), anti-lysozyme (LYZ) (Dako, EC 3.2.1.17, 1:100), anti-EPHB2 (R&D, AF467, 1:25), anti-DLL1(R&D, AF5026. 1:14), anti-Aldolase B (ALDOB; Abcam, ab75751, 1:200), and anti-Chromogranin A (CHGA) (1:250). After washing with blocking buffer (w/o serum) 3 × 1 h at RT, organoids were incubated overnight at 4 °C with fluorescent secondary antibodies (Molecular Probes) diluted 1:200 in blocking buffer. After incubation, organoids were washed 3 × 1 h with blocking buffer (w/o serum) and then 20 min with PBS. Washed organoids were stained with Hoechst 33342 (Molecular probes, 1:1000) and stored in PBS at 4 °C. Fluorescence images were acquired using a customized spinning disk confocal (Yokogawa CSU-X1) on a Nikon Ti-E microscope with a 40X water objective equipped with a Photometrics cMYO cooled CCD camera.

For image analysis, background of the region of interest in each section of Z-stacks was corrected by subtracting a value of mean intensity from a sample-free region and single optical sections containing representative intestinal crypts were chosen for quantification. Individual cells were segmented by the membrane dye. To identify major cell types in the crypt, Paneth cells were selected based on size and presence of visible intracellular granules under both bright-field and mCherry channels, ISCs were identified based on their location which is intermingled between two Paneth cells, other cells along the crypt column starting at a position two-cell above the upmost Paneth cell and ending at the crypt neck, the upmost part of a budded crypt, were further specified as the crypt column and the crypt neck. In the crypt without a bud, up to four of the cells closest to the upmost Paneth cell were chosen as the column for pHi measurement. Because the crypt region and villus region were less distinguishable by live-cell imaging in the day 1 organoid during development, the column region was not specified for pHi determination on day 1. To calculate mCherry/SEpHluorin intensity ratios, fluorescence intensity was measured in the selected individual Paneth cells, ISCs, and cells located in the column and neck using ImageJ. In Microsoft Excel, the pHi values were determined by applying those intensity ratios to a standard curve generated by graphing the nigericin pH values (Y-axis) against their dependent intensity ratios (X-axis). Because of the mCherry/SEpHluorin intensity ratio in the cells in the organoid villus (above the crypt neck) was too high to be calibrated, the pHi in those cells were not determined.

### Single cell reassociation assay

NHE1 silencing was induced by adding 2 μg/mL Dox to the inducible-NHE1 CRISPR Cas9-GFP organoids culture for 2 days. On the day of sorting (Supplementary Fig. 9), the NHE1 CRISPR silenced organoids and *Lgr5*^DTR-GFP^ organoids were first dissociated and then stained for CD44 (BioLegend, 103030, 1:250), CD24 (BD, 553262, 1:250), and Live/Dead (Invitrogen, L23105, 1:1000) in the sorting buffer. FACS was performed on the BD FACSAria (FACSDiva 8.0.1) with a purity more than 90%. Live *Lgr5*^+^ ISCs (*Lgr5*-DTR-GFP^high^, CD44^high^, CD24^low^, and side-scatter^low^) were sorted (Supplementary Fig. 9a) and mixed with either the sorted live WT Paneth cells (*Lgr5*-DTR-GFP^negative^, CD44^high^, CD24^high^, and side-scatter^high^) (Supplementary Fig. 9b) or the sorted live NHE1-silenced Paneth cells (Cas9-GFP^high^, CD44^high^, CD24^high^, and side-scatter^high^)^30^ (Supplementary Fig. 9c) at 1:1 ratio (400-500 cells each). In addition, groups containing the *Lgr5*^+^ ISCs alone, the *Lgr5*^+^ ISCs + WNT3A (20% v/v WNT3A in single-cell growth media), the WT Paneth cells alone, and the NHE1-silenced Paneth cells alone were also included as controls for normalization. All groups were grown in single cell growth media for 3 days and then switched to normal ENR media. To evaluate organoid formation ability from the ISC-Paneth cell pairs, the number of organoids formed in all the groups (if any) was counted on day 8 and normalized to the *Lgr5*^+^ ISCs + WNT3A group.

### Lineage tracing

To reveal overall ATOH1^+^ secretory cell production, day 1 control and EIPA-treated *Atoh1*^CreERT2^; *Rosa26*^tdTomato^ organoid culture were added with 0.1 μM TAM for 24 h first (no washout) before starting a 48 h time-lapse imaging (day 2 to day 3), which were acquired at 30-min intervals, in a 2-μm z step size per optical section. For measuring the overall secretory cell production, changes of newly produced ATOH1^+^ cells (RFP^+^) numbers from day2-3 were normalized to the number of ATOH1^+^ cells seen on day 2. For other lineage trancing experiments, the *Atoh1*^CreERT2^; *Rosa26*^tdTomato^ and the *Lgr5*^CreER^; *Rosa*26^RFP^organoids were prepared by treating the day 1 organoids with 0.1 μM 4-hydroxytamoxifen (TAM; Sigma-Aldrich, 579002) for 26 h followed by washing and passaging. Reseeded organoids were cultured with vehicle control or 5 μM EIPA for 2–3 days either in a standard culture incubator before immunostaining for DLL1 and ALDOB, or in a live-cell imaging chamber for confocal microscopy for Paneth cell production, recorded every 24 h, with z-stacks of 2 μm optical sections covering the entire crypt region. To quantify lineage tracing, numbers of RFP^+^ or tdTomato^+^ cells were counted in the crypt regions, indicated by immunolabelled CD44^+^ clusters in the *Lgr5*^CreER^; *Rosa26*^RFP^ organoids, or by clusters of live ATOH1^+^ cells and Paneth cells in the *Atoh1*^*CreERT2*^; *Rosa26*^tdTomato^ organoids. To assess the Paneth cell production, changes of newly generated ATOH1^+^ Paneth cells (RFP^+^/dense granule^+^) numbers within 24 h were normalized to the number of total ATOH1^+^ cells (RFP^+^) as well as the Atoh1^+^ non-Paneth cells (RFP^+^/dense granule^-^). To determine differentiation capability of *Lgr5*^+^ ISCs into DLL1^+^ enriched secretory progenitors, the Paneth cells, and the enterocytes, percent of crypts containing RFP^+^/CD44^+^/DLL1^+^ (secretory progenitors), RFP^+^/CD44^+^/LYZ^+^(Paneth cells), and organoids containing RFP^+^/CD44^-^/ALDOB^+^ cells were calculated. The number of RFP^+^/CD44^+^/DLL1^+^, RFP^+^/CD44^+^/LYZ^+^, RFP^+^/CD44^-^/ALDOB^+^, and RFP^+^ cells were also quantified in each crypt or organoid as a measurement for *Lgr5*^+^ ISC differentiation.

### RNA extraction and quantitative reverse transcription PCR (qRT-PCR)

Total RNA was extracted from organoids using the RNeasy plus mini kit (Qiagen, 74134). RNA was used to generate cDNA using the iScript cDNA synthesis kit (Bio-Rad, 1708890). The mRNA level of target genes was accessed by qRT-PCR on a Real-time PCR system (Applied Biosystems) using the SYBR green supermix reaction (Bio-Rad, 170-8882). The relative expression of targets was analyzed using the double delta C_t_ method by normalizing to *Gapdh*. Primer sequences were below: *Lgr5* forward (5'-GGGAGCGTTCACGGGCCTTC-3'), *Lgr5* reverse (5'-GGTTGGCATCTAGGCGCAGGG-3'); *Lyz* forward (5'-GGAATGGATGGCTACCGTGG-3'), *Lyz* reverse (5'-CATGCCACCCATGCTCGAAT-3'); *Alpi1* forward (5'-AGGATCCATCTGTCCTTTGG-3'), *Alpi1* reverse (5'-ACGTTGTATGTCTTGGACAG-3'); *ChgA* forward (5'-CTCGTCCACTCTTTCCGCAC-3'), *ChgA* reverse (5'-CTGGGTTTGGACAGCGAGTC-3'); *Muc2* forward (5'-ATGCCCACCTCCTCAAAGAC-3'), *Muc2* reverse (5'-GTAGTTTCCGTTGGAACAGTGAA-3'); *Hes1* forward (5'-GCTCACTTCGGACTCCATGTG-3'), *Hes1* reverse (5'-GCTAGGGACTTTACGGGTAGCA-3'); *Atoh1* forward (5'-GCCTTGCCGGACTCGCTTCTC-3'), *Atoh1* reverse (5'-TCTGTGCCATCATCGCTGTTAGGG-3'); *Axin2* forward (5'-AGTGTCTCTACCTCATTTTCCG-3'), *Axin2* reverse (5'-CTTTCCAGCTCCAGTTTCAGT-3'); *Ascl2* forward (5'-GCTGCTTGACTTTTCCAGTTG-3'), *Ascl2* reverse (5'-CACTAGACA GCATGGGTAAGG-3'); *Olfm4* forward (5'-TGAAGGAGATGCAAAAACTGG-3'), *Olfm4* reverse (5'-CTCCAGCTTCTCTACCAAGAGG-3'); *Gapdh* forward (5'-TGTGTCCGTCGTGGATCTGA-3'), *Gapdh* reverse (5'-CCTGCTTCACCACCTTCTTGA-3').

### Statistics & reproducibility

For scRNA-seq datasets, the statistical analysis was performed on RStudio using the method Differential Expression with Capture Efficiency adjustment (DECENT)^83,84^. For other experimental data, the statistical analysis was performed using GraphPad Prism 8 and RStudio. In GraphPad Prism 8, outliers were determined using the ROUT method by fitting data with nonlinear regression before additional analysis. Data fitting a normal distribution were analyzed using two-sided tests, including normal student’s *t* test, Welch’s *t* test, or Tukey-Kramer test. The non-normally distributed data were analyzed by the two-sided Mann–Whitney ranking test or Wilcoxon Signed Rank test. No statistical method was used to predetermine sample size. As the organoid culture used in each experiment intrinsically consists of ten to hundreds of individual organoids, in general, at least 80% of all available organoids in the culture was randomly sampled for each experiment. No data were excluded from the analyses. The investigators were not blinded to allocation during experiments and outcome assessment (partial blinding was involved in data analysis).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Reporting Summary

## Data Availability

Source data are provided with this paper. The single-cell RNA sequencing data generated in this study have been deposited in NCBI gene expression omnibus under accession code GSE211097. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Intracellular pH dynamics regulates intestinal stem cell lineage specification
**Source:** Nat Commun. 2023 Jun 23;14:3745. doi: 10.1038/s41467-023-39312-9
**Supplement:** Supplementary file 1 — Supplementary Information

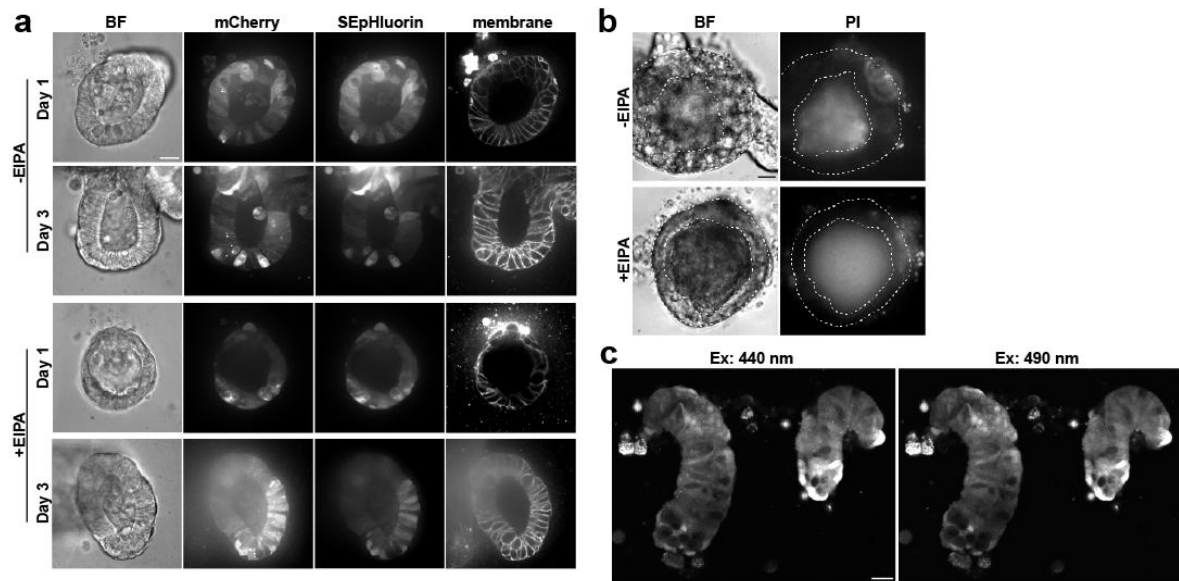

**Supplementary Fig.1: Microscopy for pHi and cell viability in organoids.**

**a**, Representative live-cell images of mCherry-SEpHluorin in the crypt region in day 1 and day 3 organoids in the absence (Control) and presence of 5  $\mu$ M EIPA. Images are selected from  $n=3$  biologically independent experiments. Panels show brightfield (BF) individual and merged mCherry and SEpHluorin signal, and far-red membrane dye to determine individual cells. **b**, Propidium iodide (PI) staining as an index of cell viability in day 3 organoids ( $n = 3$  biologically independent experiments) in the absence and presence of EIPA. Space between dashed circles indicates epithelial layer. Inner dashed circle indicates the lumen containing apoptotic cells with positive staining. **c**, Representative live-cell images of BCECF loaded freshly isolated crypts ( $n=2$  biologically independent experiments). Panels show pH insensitive (Ex: 440 nm) and pH sensitive (Ex: 490 nm) channels. Ex, excitation wavelength. All scale bars, 20  $\mu$ m.

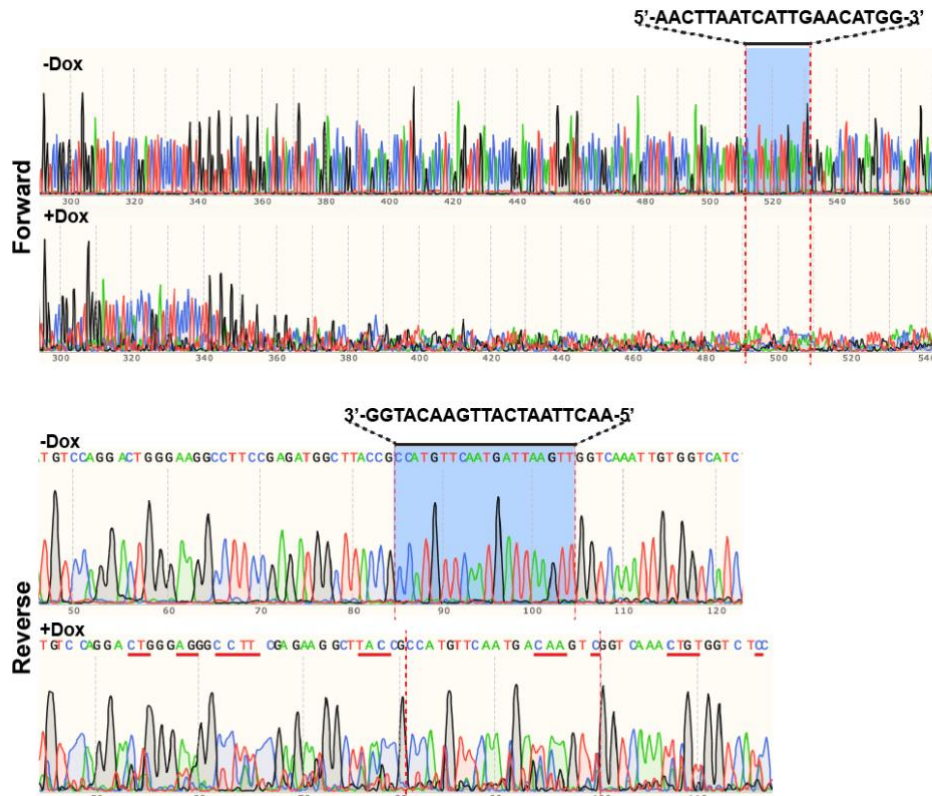

**Supplementary Fig.2: NHE1 CRISPR-Cas9 silencing in organoids.**

Validation of NHE1 silencing. Results are generated using forward and reverse sequencing primers, respectively. The Cas9 guide RNA targeting region is indicated by a black line with red dashed lines. Reduction of signal in forwarding sequencing indicates large disruption of DNA sequence. Horizontal red solid lines in reverse sequencing indicate CRISPR indels.

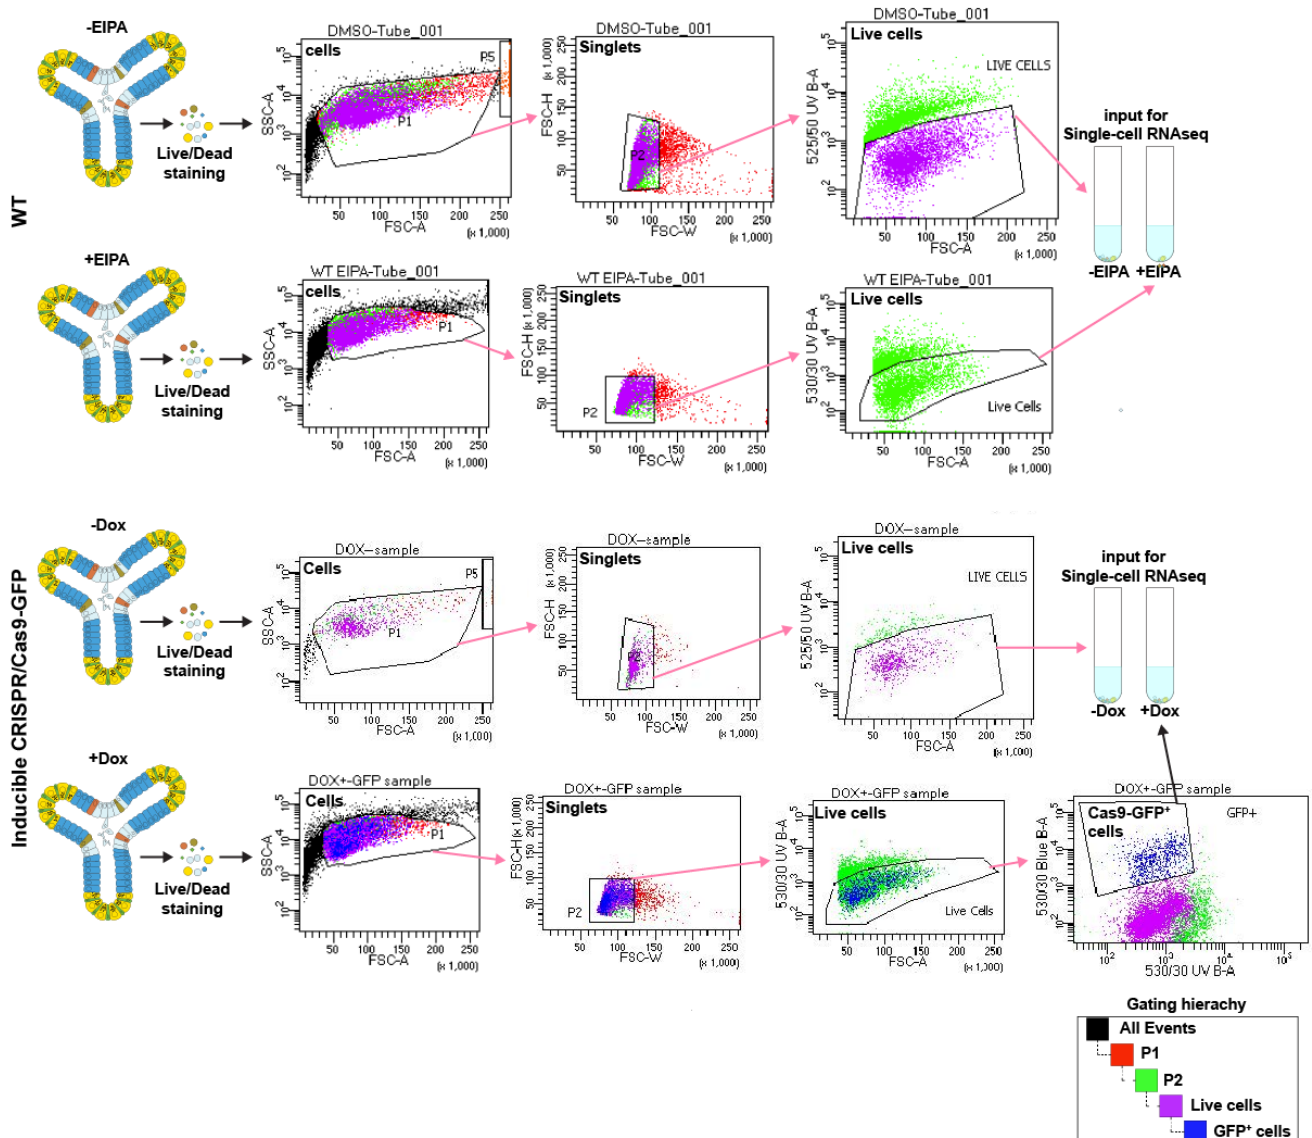

**Supplementary Fig.3: FACS for single-cell RNA sequencing.**

Schematic and flow cytometry plots show fluorescence-activated cell sorting (FACS) gating strategies for single-cell RNA sequencing. In brief, the organoids are dissociated into individual cells, stained by Live/Dead (Invitrogen, L23105, 1:1000), and then loaded onto FACS to obtain the desired type of single live cells before single-cell RNA sequencing. Top panels, FACS gating strategy for WT (-/+EIPA) organoids. Bottom panels, FACS gating strategy for doxycycline (Dox) inducible- NHE1 CRISPR/Cas9-GFP (-/+Dox) organoids.

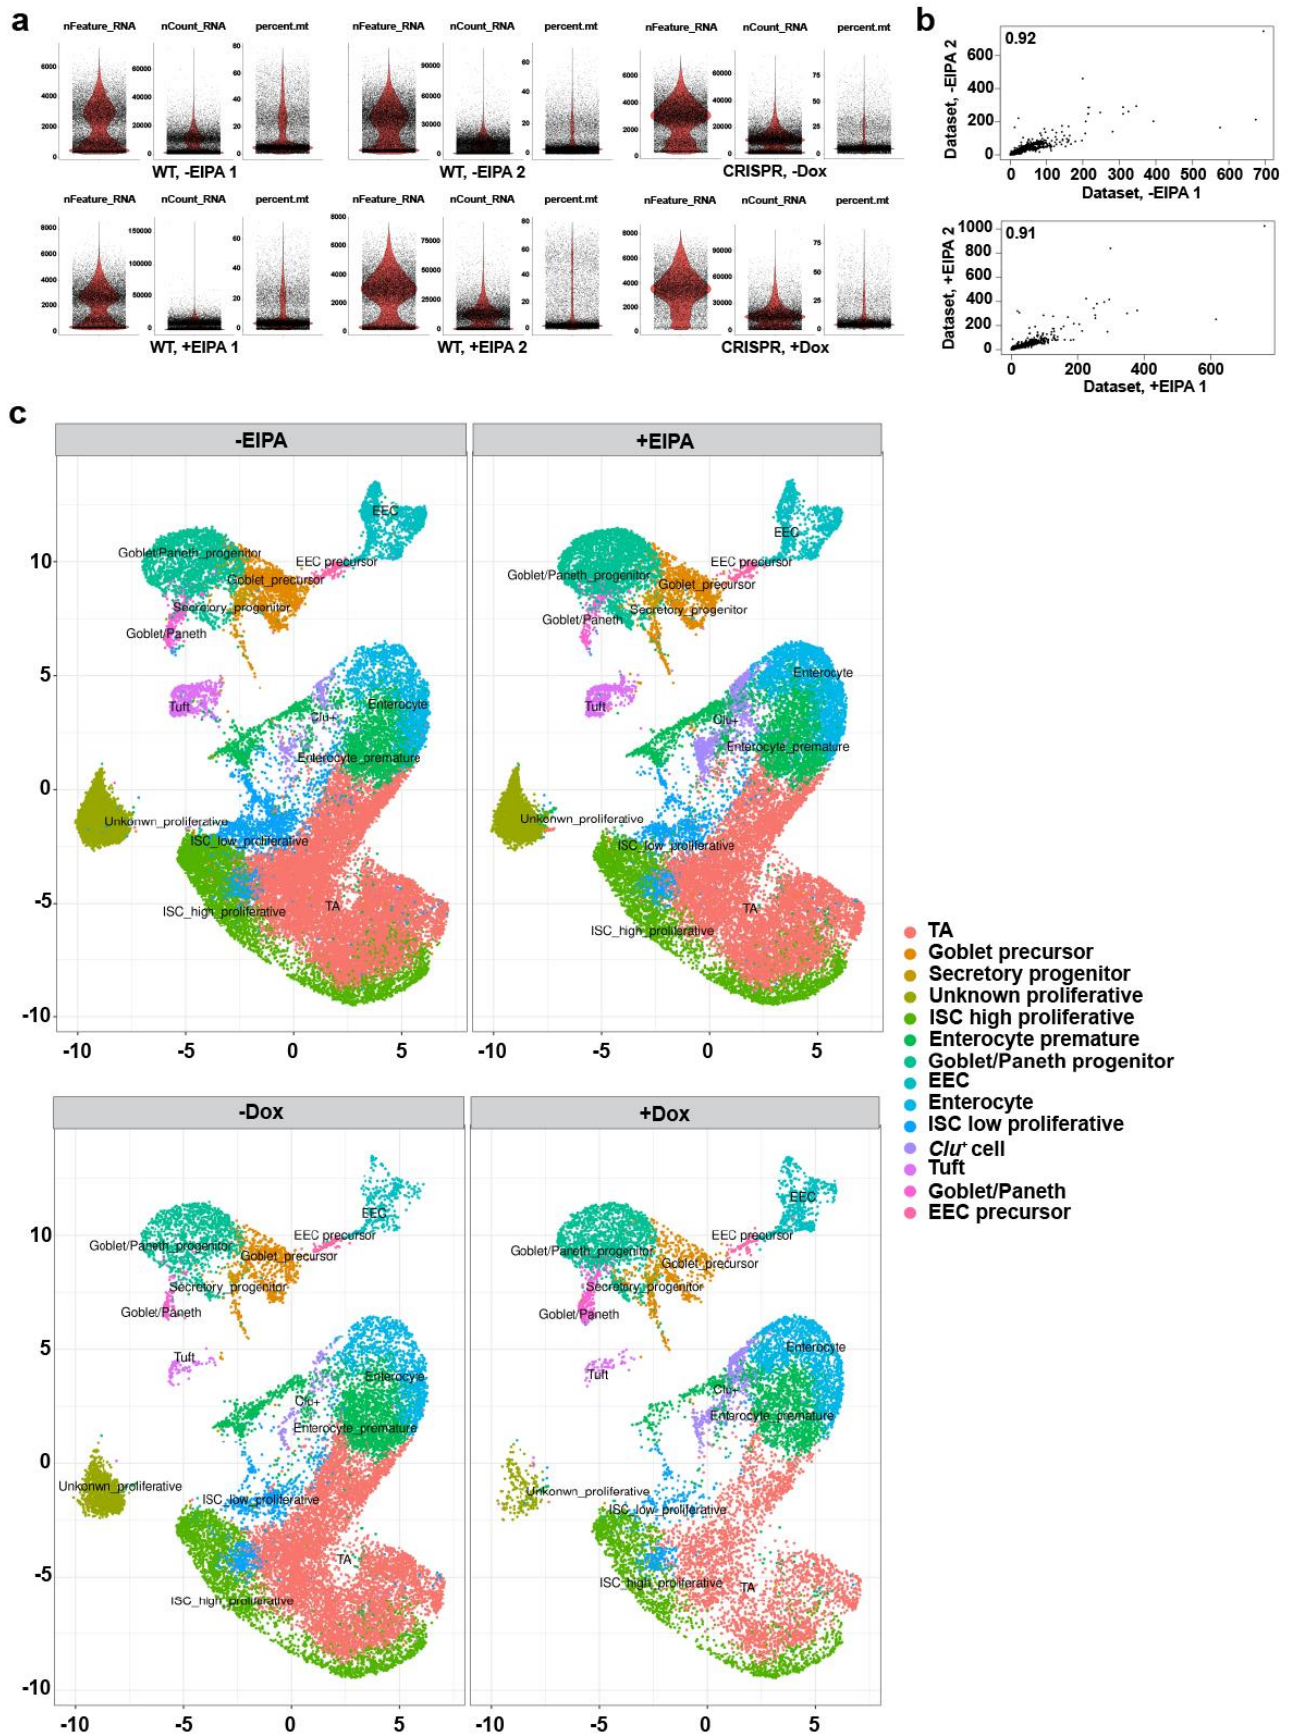

**Supplementary Fig.4: Quality control of single-cell RNA sequencing.**

**a**, Visualization of the quality control metrics of datasets (Methods). Violin plots showing nFeature\_RNA (unique genes), nCount\_RNA (total number of RNAs), and percent.Mt (mitochondrial RNA, low quality and dying cells). **b**, Scatter plots showing the relationship between biological replicates of organoids preparation (Methods). The Pearson correlation coefficient, indicated in the upper left of each graph, is calculated using the average expression profiles of individual datasets. **c**, UMAP visualization of cell-identity clusters sorted by the conditions, WT+/-EIPA, CRISPR+/-Dox.

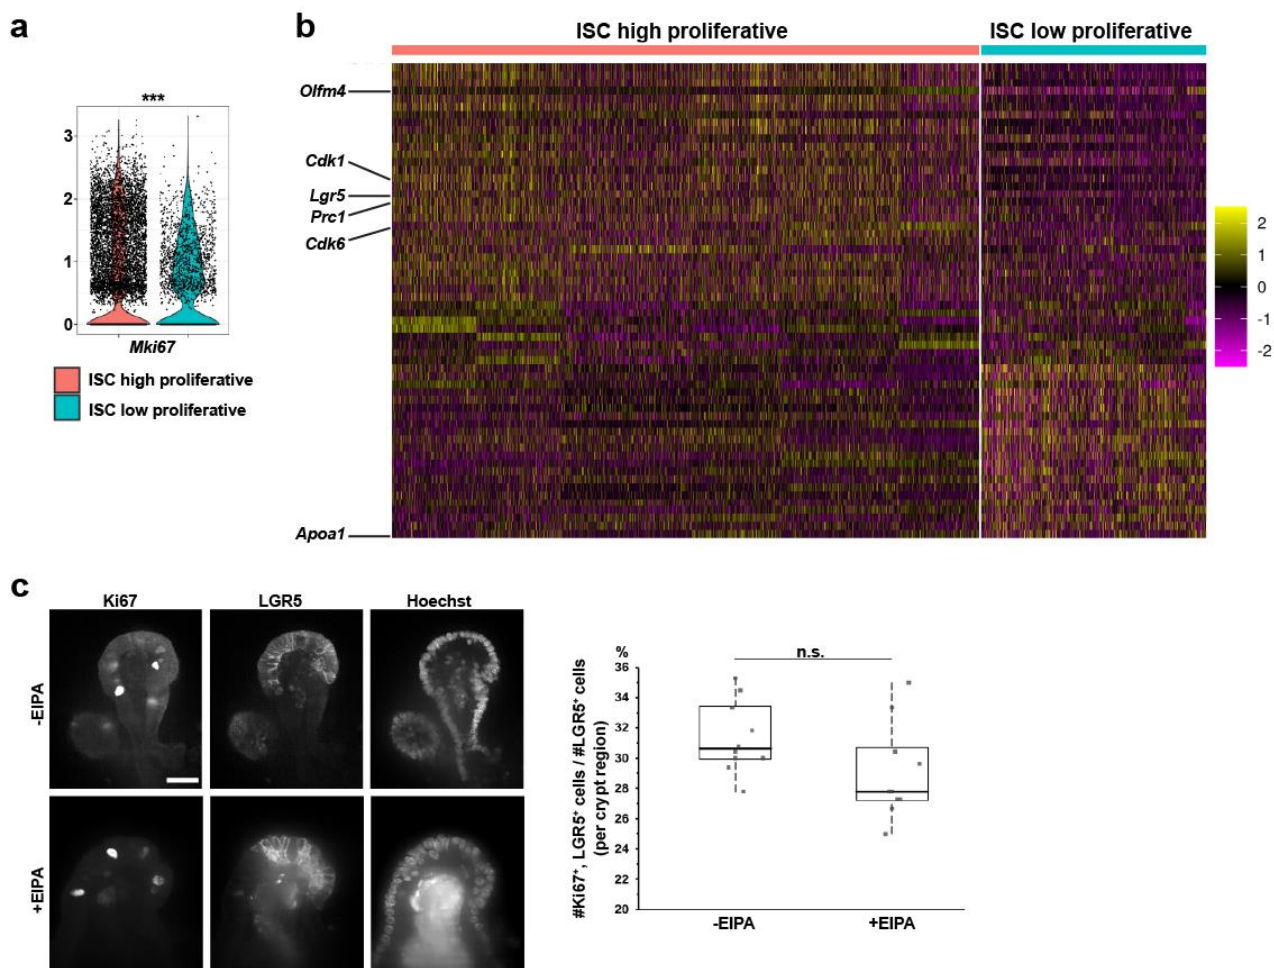

**Supplementary Fig. 5: ISC subtypes and proliferation.**

**a**, Violin plot showing the expression level of *Mki67* between the distinct ISC subclusters. Data are assessed using the two-sided Student's t-test. \*\*\* $p < 0.001$ ,  $p = 4.54\text{E-}19$ . **b**, Heatmap showing signatures of high proliferative and low proliferative ISC subtypes. Colored expression level is relative to the mean expression of cell population,  $0$  (population mean)  $\pm 2$  (SD). Cell cycle signature genes (*Cdk1*, *Prc1*, and *Cdk6*), Stem cell-specific genes (*Lgr5* and *Olfm4*) and the absorptive-associated gene (*Apoa1*) are highlighted (left row). **c**, *Ki67* immunolabeling of day 3 *Lgr5*<sup>DTR-GFP</sup> organoids maintained in the absence (Control) or presence of EIPA. Left panel representative images, right panel quantified data from crypt regions in organoid preparations ( $n=1$  biologically independent experiment, two-sided Tukey-Kramer test) indicating no difference (n.s., no statistically significant difference,  $p = 0.08$ ) in the number of *Ki67*<sup>+</sup>, *LGR5*<sup>+</sup> cells per the number of *LGR5*<sup>+</sup> cells between control and EIPA conditions. Box plots are minimum to maximum, the box shows 25th-75th percentiles, and the central line is the median. Source data are provided as a Source Data file. Scale bar, 20  $\mu\text{m}$ .

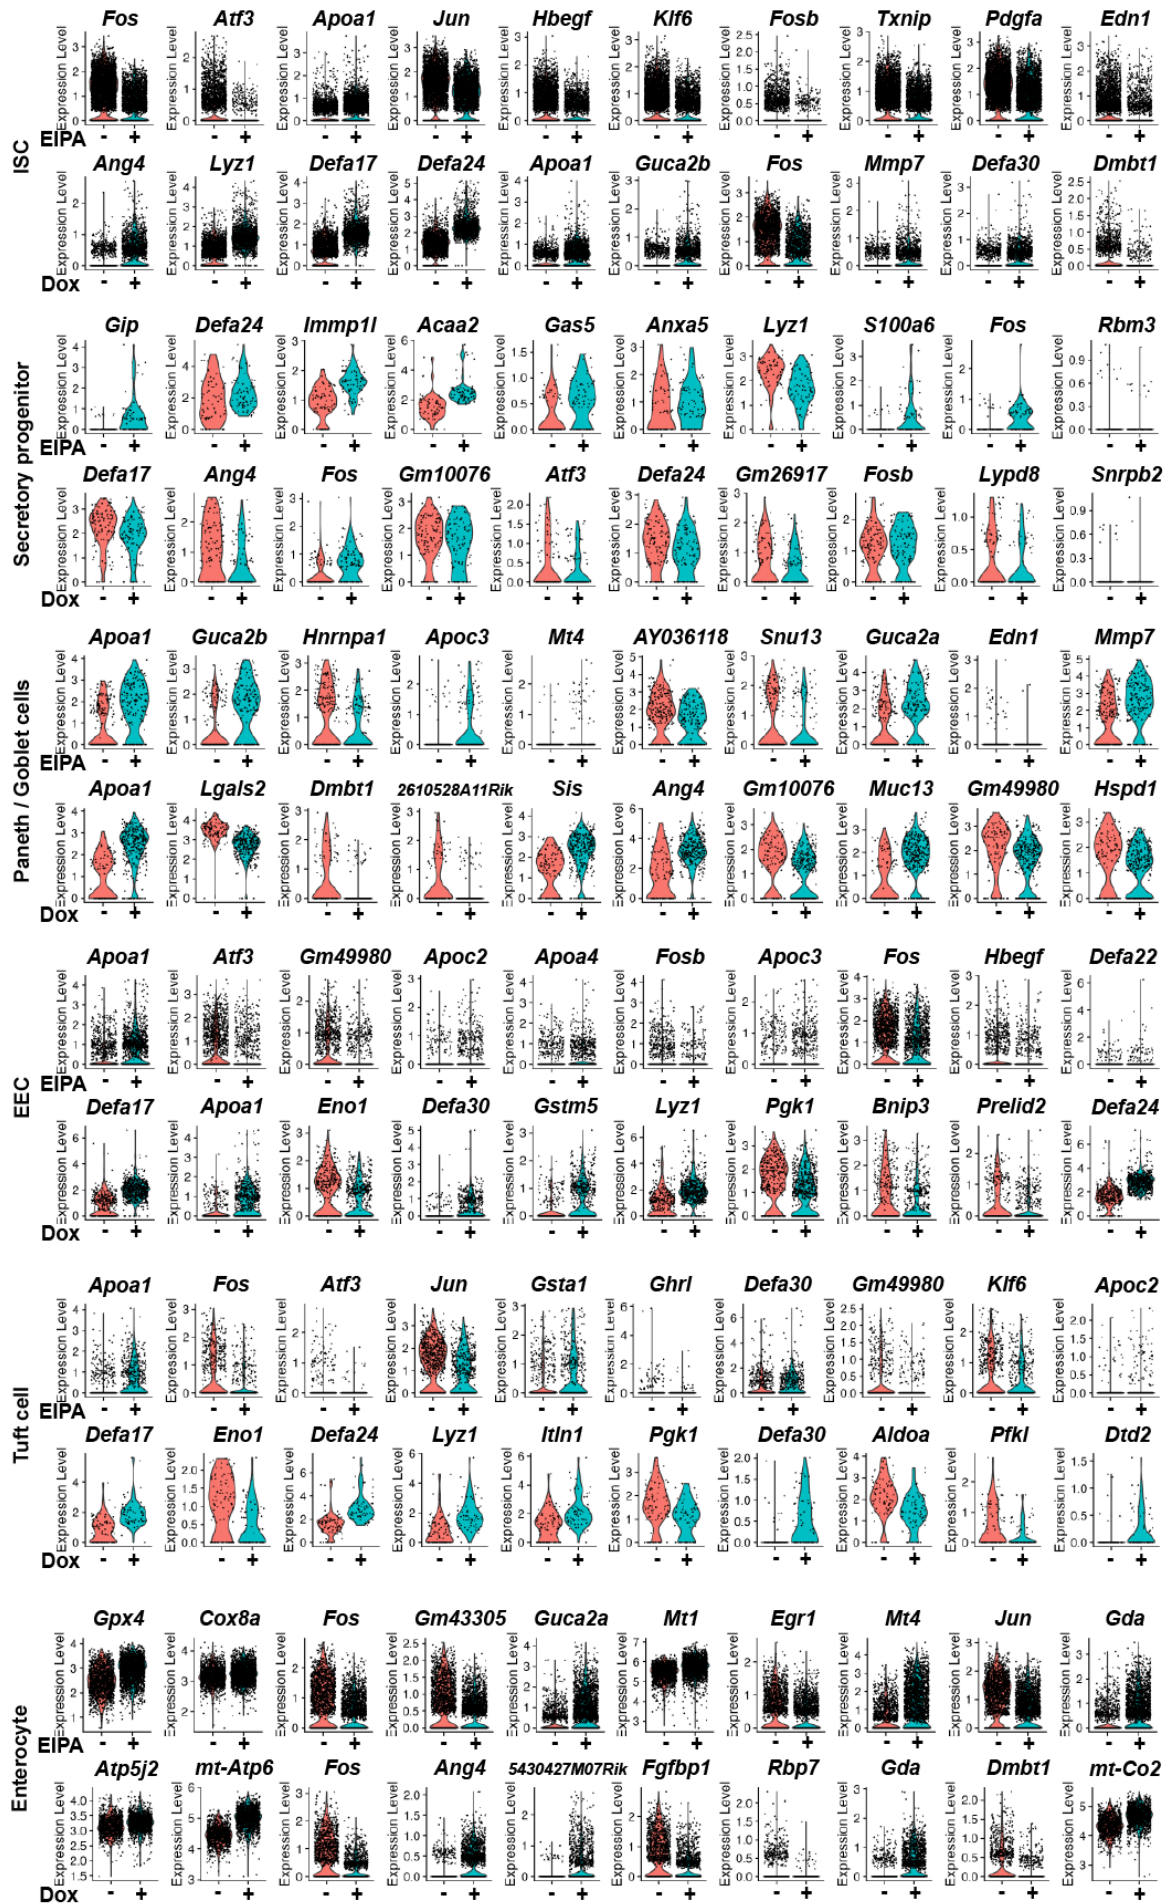

**Supplementary Fig.6: Differential gene expression per cell cluster.**

Violin plots show the top 10 changes in gene expression ( $p < 0.001$ ) in main cell clusters upon NHE1 inhibition via EIPA or CRISPR (+Dox). Statistical analysis by two-sided DECENT test.

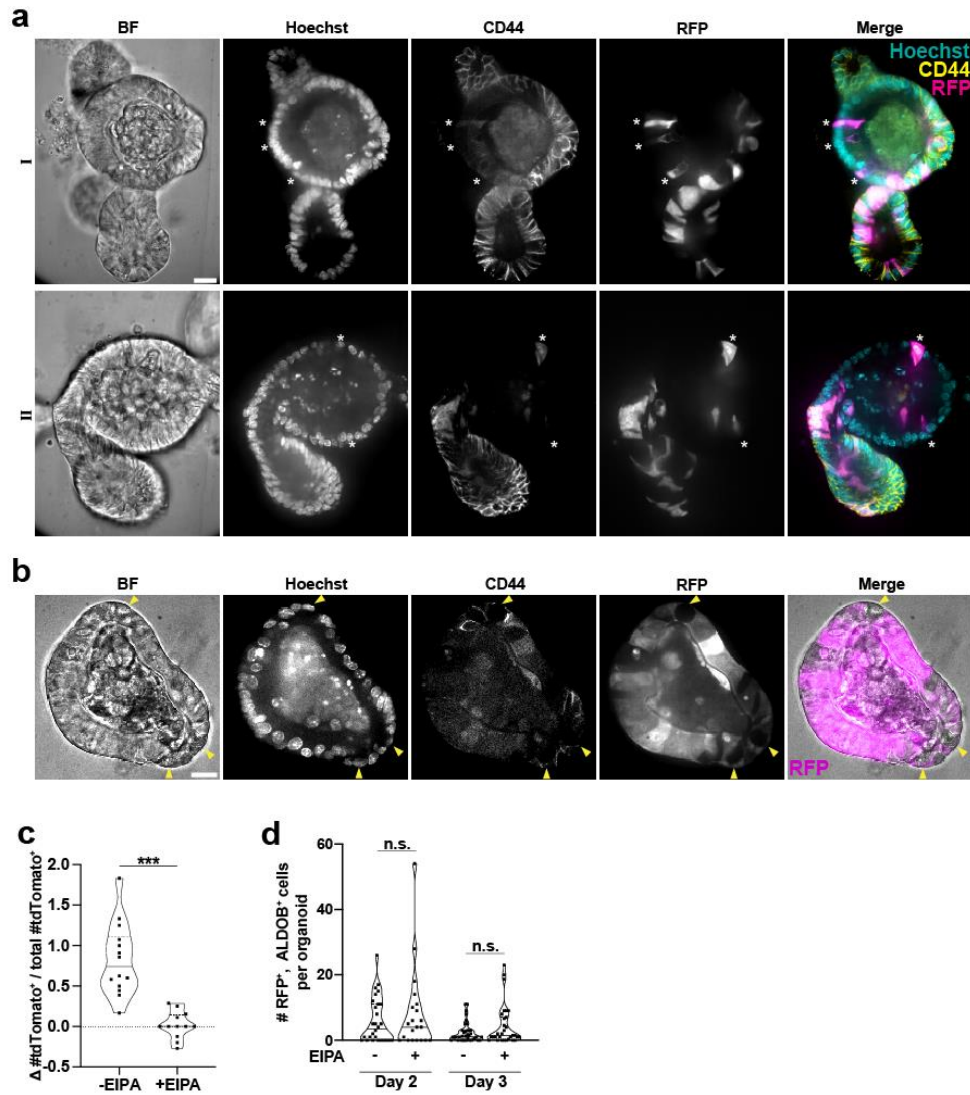

**Supplementary Fig.7: Lineage tracing of crypt and villus cells in *Lgr5*<sup>CreER</sup>;*Rosa26*<sup>RFP</sup> organoids.**

**a**, Representative images show the presence of labeled *Lgr5*<sup>+</sup> ISC progeny (RFP<sup>+</sup>) in crypt (CD44<sup>+</sup>) and villus (CD44<sup>-</sup>) regions of day 3 organoids. Organoids are treated with 4-hydroxytamoxifen on day 1 followed by washing and reseeded on day 2. Immunolabeled images show 2 examples (I, II) of day 3 reseeded organoids from n=6 biologically independent experiments. **b**, Example of an EIPA-treated organoid with robust labeling in the *Lgr5*<sup>+</sup> ISC progeny from n=3 biologically independent experiments. **c**, Quantification of lineage tracing for secretory cells in *Atoh1*<sup>CreERT2</sup>;*Rosa26*<sup>tdTomato</sup> organoids (see Fig.5f). Data are normalized to all labelled secretory cells (tdTomato<sup>+</sup>) seen on day 2 (n=3 biologically independent experiments, two-sided Welch's t-test,  $p = 7.841E-06$ ). Source data are provided as a Source Data file. **d**, Quantification of the number of RFP<sup>+</sup>, ALDOB<sup>+</sup> double-labeled cells in the villus region (CD44<sup>-</sup>) in day 2 and day 3 organoids maintained in the absence (control) and presence of EIPA (n=4 biologically independent experiments, two-sided Mann-Whitney test, n.s., not statistically significant,  $_{\text{Day } 2} p = 0.8583$ ;  $_{\text{Day } 3} p = 0.3579$ ). Arrowhead indicates Paneth cells, which are identified by visible dense granules and large cell size. Source data are provided as a Source Data file. All scale bars, 20  $\mu\text{m}$ .

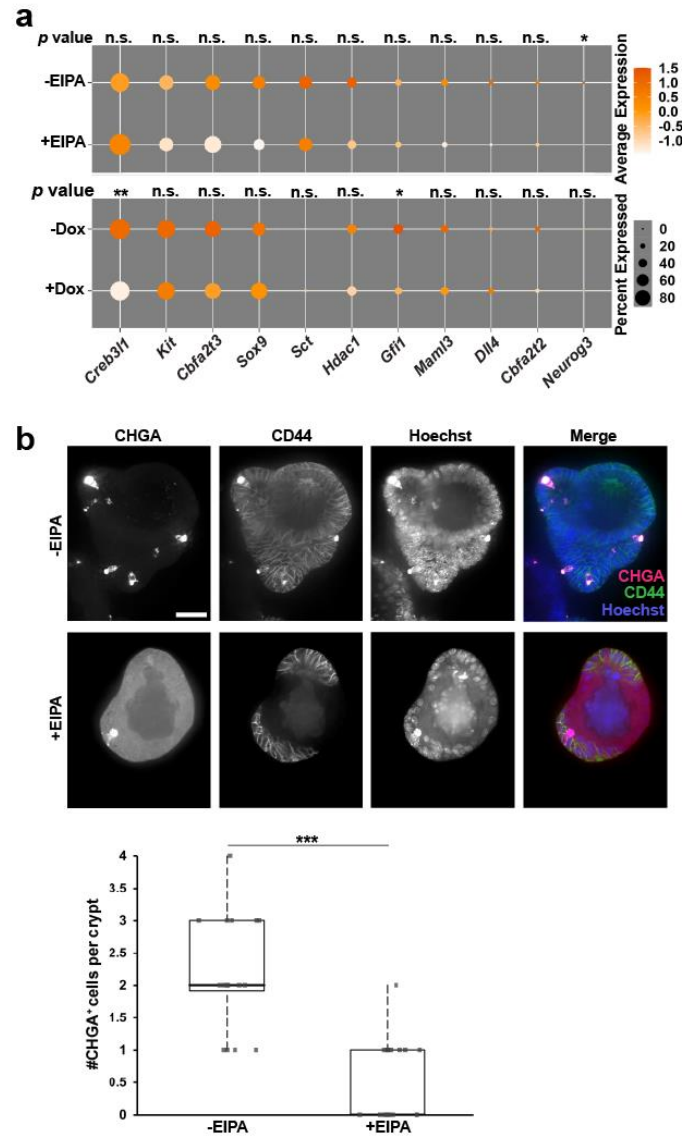

### Supplementary Fig.8: Expression of ATOH1 targets with NHE1 inhibition.

**a**, Dot plot showing the average expression level of ATOH1 targets in the secretory progenitor cluster. All dot plots are colored by average expression, 0 (population mean)  $\pm$  SD. Data are analyzed by two-sided DECENT test. n.s., not statistically significant.  $*p < 0.05$ ,  $**p < 0.01$ . *Creb3l1*\_-EIPAvs+EIPA  $p = 0.9445$ ; *Creb3l1*\_-Doxvs+Dox  $p = 0.001027$ ; *Kit*\_-EIPAvs+EIPA  $p = 0.05513$ ; *Kit*\_-Doxvs+Dox  $p = 0.4519$ ; *Cbfa2t3*\_-EIPAvs+EIPA  $p = 0.1275$ ; *Cbfa2t3*\_-Doxvs+Dox  $p = 0.2075$ ; *Sox9*\_-EIPAvs+EIPA  $p = 0.05106$ ; *Sox9*\_-Doxvs+Dox  $p = 0.4223$ ; *Sct*\_-EIPAvs+EIPA  $p = 0.08146$ ; *Sct*\_-Doxvs+Dox  $p = 0.7000$ ; *Hdac1*\_-EIPAvs+EIPA  $p = 0.02023$ ; *Hdac1*\_-Doxvs+Dox  $p = 0.06713$ ; *Gfi1*\_-EIPAvs+EIPA  $p = 0.6872$ ; *Gfi1*\_-Doxvs+Dox  $p = 0.01835$ ; *Maml3*\_-EIPAvs+EIPA  $p = 0.1824$ ; *Maml3*\_-Doxvs+Dox  $p = 0.9355$ ; *Dll4*\_-EIPAvs+EIPA  $p = 0.1026$ ; *Dll4*\_-Doxvs+Dox  $p = 0.5900$ ; *Cbfa2t2*\_-EIPAvs+EIPA  $p = 0.6731$ ; *Cbfa2t2*\_-Doxvs+Dox  $p = 0.1591$ ; *Neurog3*\_-EIPAvs+EIPA  $p = 0.04360$ ; *Neurog3*\_-Doxvs+Dox  $p = 0.9834$ ; **b**, CHGA immunolabeling as a marker for EEC of day 3 organoids maintained in the absence (Control) or presence of EIPA. Top panel representative images, bottom panel quantified data from 18 crypt regions in control organoids and 20 crypt regions with EIPA in separate preparations (n=2 biologically independent experiments, two-sided Welch's t-test,  $p = 1.284\text{E-}07$ ) indicating significantly fewer EEC cells per crypt region determined by CD44 immunolabeling. Source data are provided as a Source Data file. Box plots are minimum to maximum, the box shows 25th-75th percentiles, and the central line is the median. Scale bar, 20  $\mu\text{m}$ .

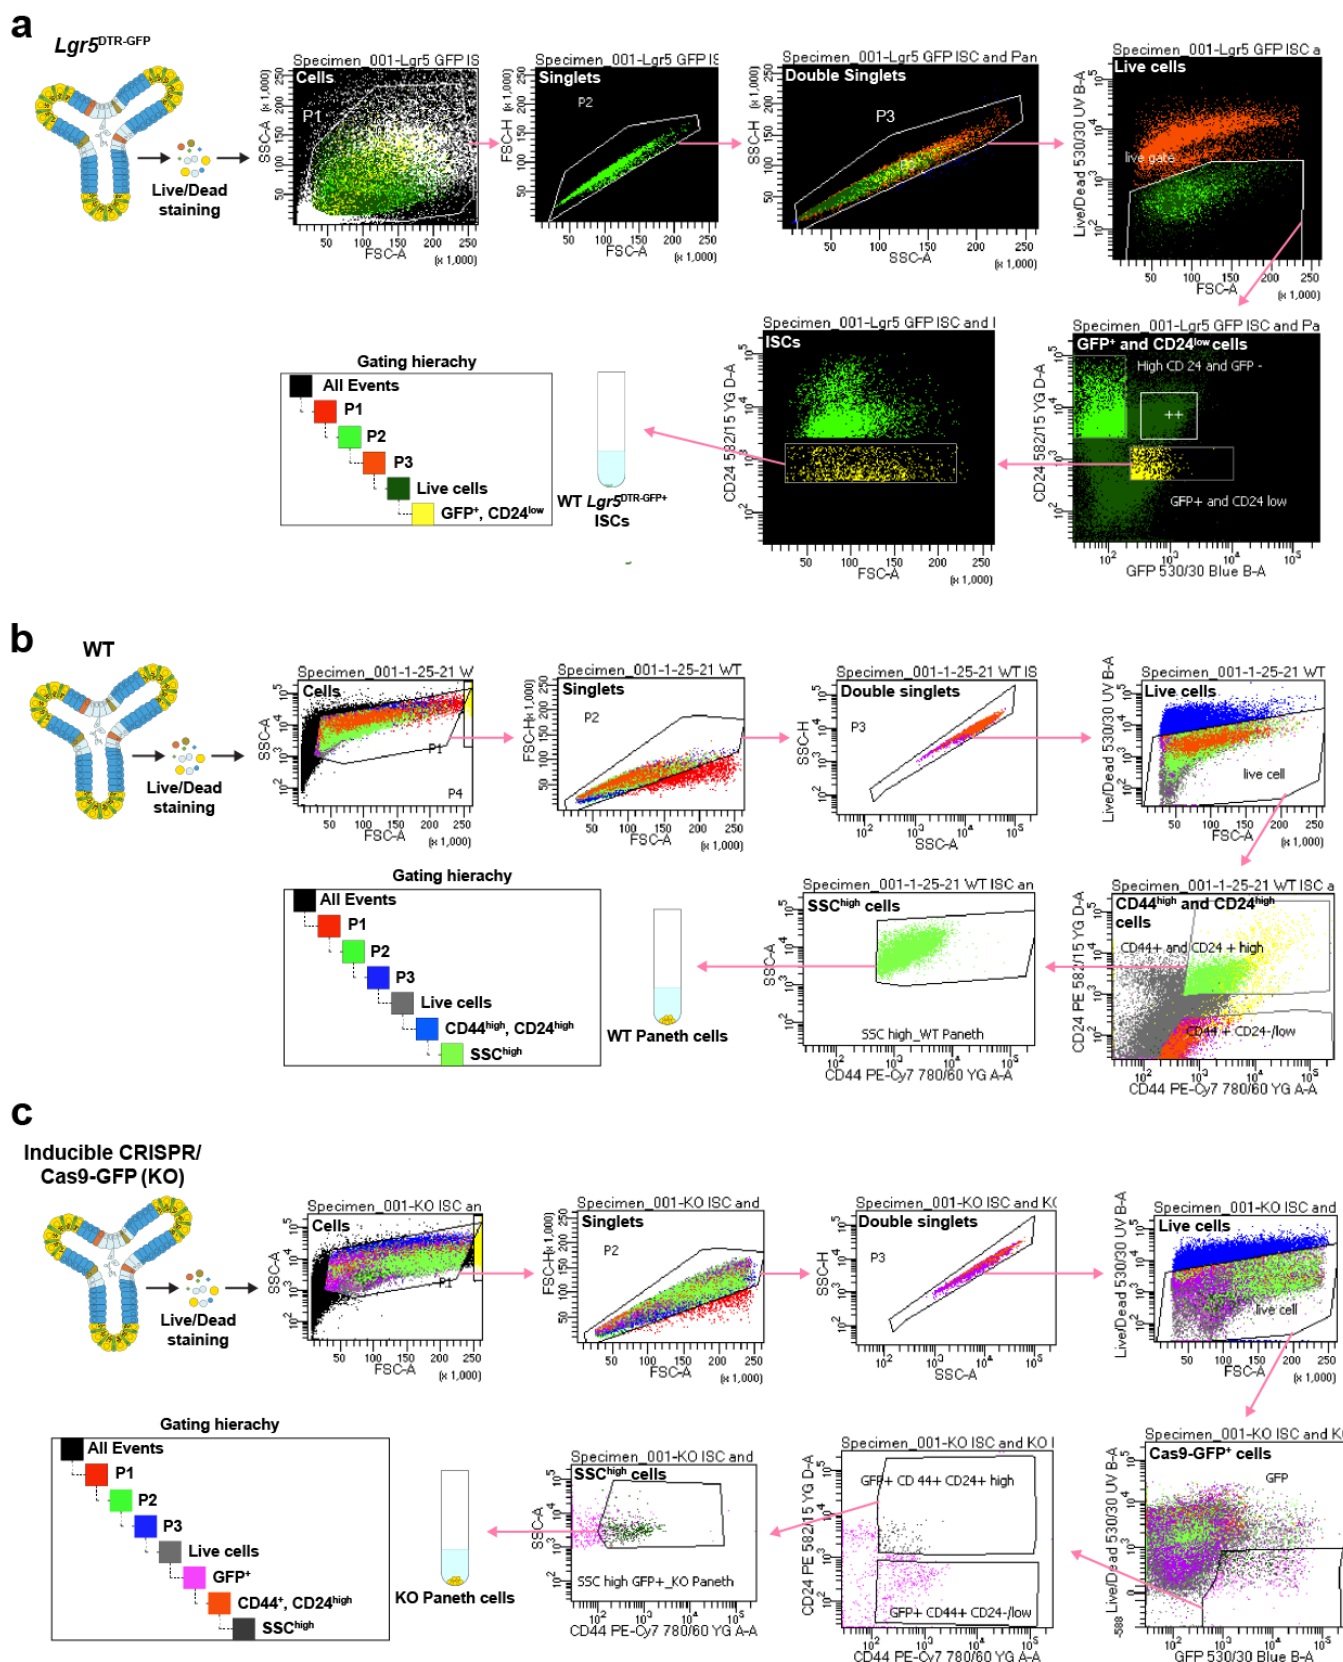

**Supplementary Fig.9: FACS for isolating single ISCs and Paneth cells.**  
a-c, The fluorescence-activated cell sorting (FACS) gating strategies for obtaining single WT ISCs, WT Paneth cells, and NHE1 KO Paneth cells. Organoids are dissociated into cell suspensions, followed by Live/Dead staining before sorting for desired cell types. WT single

ISCs (**a**) and Paneth cells (**b**) are isolated from the *Lgr5*<sup>DTR-GFP</sup> organoids and the WT organoids, respectively. In (c), single NHE1 KO Paneth cells are harvested from doxycycline (Dox)-inducible NHE1 CRISPR/Cas9-GFP organoids (+Dox).

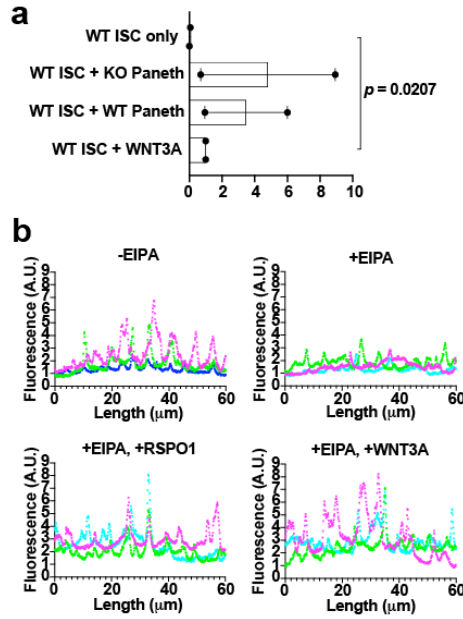

### Supplementary Fig.10: Paneth cell function and EPHB2 staining.

**a**, Relative efficiency of *Lgr5*<sup>+</sup> ISC-Paneth cell single cell reassociation, determined by the number of organoids formed. Data are normalized to the positive control (single *Lgr5*<sup>+</sup> ISCs alone with WNT3A) and show the means of n=2 biologically independent experiments, with statistical analysis by the two-sided Wilcoxon test. Scatter dot plot, mean with range. Data with a statistically significant difference are specified with a *p* value, otherwise are not significantly different. Source data are provided as a Source Data file. **b**, Representative line plots of intensity of EPHB2 immunolabeling in crypt region of day 3 organoids with and without WNT rescue. Fluorescence intensity is determined by drawing a line across lateral layers of crypt cells using the line tool function in ImageJ. Each plot shows 3 individual crypt regions indicated by different colors (n=3 biologically independent experiments). Source data are provided as a Source Data file.

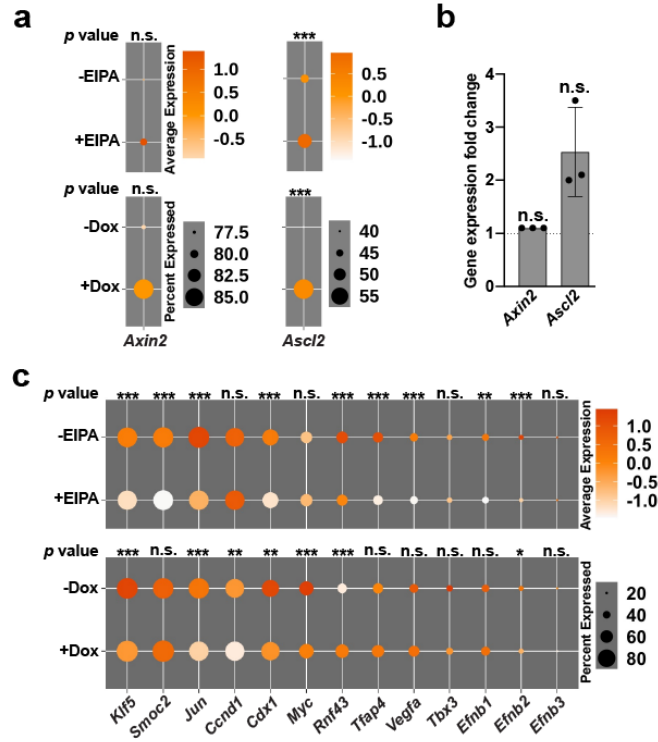

### Supplementary Fig.11: Expression of WNT responsive genes with NHE1 inhibition.

**a**, Dot plots showing the average expression level of WNT target genes, *Axin2* and *Ascl2* in the *Lgr5*<sup>+</sup> ISC cluster. Dot plots are colored by average expression, 0 (population mean)  $\pm$  SD. Statistical analysis was performed by two-sided DECENT test. *p* values in (a): *Axin2*-EIPAvs+EIPA  $p = 0.4031$ ; *Axin2*-Doxvs+Dox  $p = 0.6581$ ; *Ascl2*-EIPAvs+EIPA  $p = 7.82E-07$ ; *Ascl2*-Doxvs+Dox  $p = 6.29E-21$ . **b**, Expression (mean  $\pm$  SD) of *Axin2* and *Ascl2* in EIPA-treated organoids relative to non-treated organoids. Data are generated from  $n=3$  biologically independent experiments, and analyzed by two-sided Wilcoxon Signed Rank Test. *p* values in (b): *Axin2*  $p = 0.25$ ; *Ascl2*  $p = 0.25$ . Source data are provided as a Source Data file. **c**, Dot plot showing the average expression level of broad WNT targets in the *Lgr5*<sup>+</sup> ISC cluster. *Klf5* is a catenin-independent WNT responsive gene. Dot plots are colored by average expression, 0 (population mean)  $\pm$  SD. Statistics was analyzed by two-sided DECENT test. *p* values in (c): *Klf5*-EIPAvs+EIPA  $p = 2.02E-38$ ; *Klf5*-Doxvs+Dox  $p = 6.44E-11$ ; *Smoc2*-EIPAvs+EIPA  $p = 8.76E-13$ ; *Smoc2*-Doxvs+Dox  $p = 0.9085$ ; *Jun*-EIPAvs+EIPA  $p = 1.43E-154$ ; *Jun*-Doxvs+Dox  $p = 1.20E-36$ ; *Ccnd1*-EIPAvs+EIPA  $p = 0.5286$ ; *Ccnd1*-Doxvs+Dox  $p = 0.002605$ ; *Cdx1*-EIPAvs+EIPA  $p = 1.28E-08$ ; *Cdx1*-Doxvs+Dox  $p = 0.001662$ ; *Myc*-EIPAvs+EIPA  $p = 0.5285$ ; *Myc*-Doxvs+Dox  $p = 0.0003073$ ; *Rnf43*-EIPAvs+EIPA  $p = 6.13E-06$ ; *Rnf43*-Doxvs+Dox  $p = 3.39E-11$ ; *Tfap4*-EIPAvs+EIPA  $p = 2.74E-08$ ; *Tfap4*-Doxvs+Dox  $p = 0.7542$ ; *Vegfa*-EIPAvs+EIPA  $p = 0.0004146$ ; *Vegfa*-Doxvs+Dox  $p = 0.3233$ ; *Tbx3*-EIPAvs+EIPA  $p = 0.3609$ ; *Tbx3*-Doxvs+Dox  $p = 0.1180$ ; *Efnb1*-EIPAvs+EIPA  $p = 0.001588$ ; *Efnb1*-Doxvs+Dox  $p = 0.8447$ ; *Efnb2*-EIPAvs+EIPA  $p = 4.20E-09$ ; *Efnb2*-Doxvs+Dox  $p = 0.01375$ ; *Efnb3*-EIPAvs+EIPA  $p = 0.3423$ ; *Efnb3*-Doxvs+Dox  $p = 0.2812$ . All plots: \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ . n.s., not statistically significant.

# Supplementary material for: Intracellular pH dynamics regulates intestinal stem cell lineage specification
**Source:** Nat Commun. 2023 Jun 23;14:3745. doi: 10.1038/s41467-023-39312-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Movie 1. Video of mCherry-SEpHluorin fluorescence ratio in a budding crypt (day 1 to day 2), corresponding to Fig.1d.** Fluorescence ratios are calibrated to pH values using nigericin-containing buffers to show that a dynamic pHi gradient, lower at the crypt base and higher at the crypt neck, is generated during crypt budding. Left view, bright field. Right view, mCherry/SEpHluorin ratio.

**Supplementary Movie 2. Video of crypt budding in an untreated control *Lgr5*<sup>DTR-GFP</sup> organoid from day 0 to day 3, corresponding to Fig.2a.** The crypt region elongates and forms a budded crypt. Left view, bright field. Right view, *Lgr5*<sup>+</sup> ISC.

**Supplementary Movie 3. Video of impaired crypt budding in an EIPA-treated *Lgr5*<sup>DTR-GFP</sup> organoid from day 0 to day 3, corresponding to Fig.2a.** The crypt region initiates a protrusion but fails to form a budded crypt. Left view, bright field. Right view, *Lgr5*<sup>+</sup> ISC.

**Supplementary Movie 4. Video shows the production of secretory cells in the crypt region of an untreated control *Atoh1*<sup>CreERT2</sup>; *Rosa26*<sup>tdTomato</sup> organoid from day 2 to day 3, corresponding to Fig.5f.** Newly produced ATOH1<sup>+</sup> (tdTomato<sup>+</sup>) secretory cells appear in the crypt as the crypt elongates and forms a bud.

**Supplementary Movie 5. Video shows attenuated production of secretory cells in the crypt region of an EIPA-treated *Atoh1*<sup>CreERT2</sup>; *Rosa26*<sup>tdTomato</sup> organoid from day 2 to day 3, corresponding to Fig.5f.** No evident increase of newly produced ATOH1<sup>+</sup>(tdTomato<sup>+</sup>) secretory cells appears in the unbudded crypt region

# Supplementary material for: Intracellular pH dynamics regulates intestinal stem cell lineage specification
**Source:** Nat Commun. 2023 Jun 23;14:3745. doi: 10.1038/s41467-023-39312-9
**Supplement:** Supplementary file 9 — Reporting Summary

Diane Barber

Last updated by author(s): May 26, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Imaging was performed on a Nikon Ti-E microscope equipped with a live-cell imaging chamber maintained with 5% CO<sub>2</sub> at 37°C, a 40X water objective, 488 nm, 560 nm, and 590 nm excitation lasers. and a Photometrics cMYO cooled CCD camera. FACS was performed on the BD FACSAria instrument (FACSDiva 8.0.1).

Data analysis

The raw sequence outputs were filtered and aligned (mouse reference, mm10) to produce feature-barcode matrices using the Cell Ranger pipeline 6.1.2 on 10X Genomics Cloud Analysis. Single-cell feature-barcode matrices were analyzed using Seurat 4.1 and related packages on RStudio server 2022.01.999. Full custom code will be made available at <https://zenodo.org/record/7922816>. The statistical analysis was performed using GraphPad Prism 8 and RStudio.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. The single-cell RNA sequencing data generated in this study have been deposited in NCBI gene expression omnibus under accession code GSE211097 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211097>].

Code for bioinformatic analysis is deposited in a GitHub repository and is freely accessible [<https://zenodo.org/record/7922816>].

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No sample size calculation was performed. In general, for each experiment, sampling was performed with at least 80% of all available organoids in the culture.

Data exclusions

No data exclusion

Replication

Experimental finding were generally replicated with at least 3 independent biological repeats. Replication was successful.

Randomization

The organoid culture used in each experiment intrinsically consists of ten to hundreds individual organoids. More than 80% of healthy WT organoids, drug-treated organoids, or engineered organoids that match a particular requirement of genetic selection (e.g fluorescent) were randomly selected.

Blinding

Not possible. Experiment design, preparation, data collection, and data analysis were carried out by the same person. Partial blinding was involved in the data analysis.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

## Methods

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

## Antibodies used

Anti-CD44, BioLegend, Catalog# 103030  
 Anti-CD24, BD, Catalog#553262  
 Anti-lysozyme, Dako, Catalog# EC 3.2.1.17  
 Anti-EPHB2, R&D, Catalog# AF496  
 Anti-DLL1, R&D, Catalog# AF5026  
 Anti-Aldolase B, Abcam, Catalog# ab75751  
 Anti-Ki67, (gift)  
 Anti-Chromogranin A, (gift)

## Validation

Anti-CD44, BioLegend, Catalog# 103030  
 Isotype Control:  
 PE/Cyanine7 Rat IgG2b, κ Isotype Ctrl  
 Verified Reactivity:  
 Mouse, Human  
 Reported Reactivity::  
 Chimpanzee, Baboon, Cynomolgus, Rhesus, Squirrel Monkey, Horse, Cow, Pig, Dog, Cat  
 Antibody Type:  
 Monoclonal  
 Host Species:  
 Rat  
 Immunogen:  
 Dexamethasone-induced myeloid leukemia M1 cells

Anti-CD24, BD, Catalog#553262  
 Reactivity:  
 Mouse  
 Isotype:  
 Rat DA, also known as DA/HA IgG2b, κ  
 Immunogen:  
 C57BL/10 Mouse Splenic T Lymphocytes  
 Application:  
 Flow cytometry (Routinely Tested)  
 Concentration:  
 0.2 mg/ml

Anti-lysozyme, Dako, Catalog# EC 3.2.1.17  
 Clone:  
 Polyclonal  
 Immunogen:  
 Lysozyme isolated from urine of patients with monocytic leukaemia.  
 Species:  
 Rabbit Anti-Human

Anti-EPHB2, R&D, Catalog# AF467  
 Species Reactivity:  
 Human, Mouse  
 Specificity:  
 Detects mouse and human EphB2 in direct ELISAs and Western blots. In Western blots, approximately 5% cross-reactivity with recombinant rat (rr) EphB1, recombinant mouse (rm) EphA8, rmEphA6, rmEphB6, rmEphA3, rmEphA4, rmEphA7, rrEphA5, recombinant human EphA1, rmEphA2 and rmEphB3 is observed.  
 Source:  
 Polyclonal Goat IgG  
 Purification:

## Antigen Affinity-purified

Immunogen:

Mouse myeloma cell line NS0-derived recombinant mouse EphB2

Val27-Lys548

Accession # P54763

Anti-DLL1, R&amp;D, Catalog# AF5026

Species Reactivity:

Mouse, Rat

Specificity:

Detects mouse and rat DLL1 in direct ELISAs and Western blots. In direct ELISAs, approximately 40% cross-reactivity with recombinant human (rh) DLL1 and less than 1% cross-reactivity with rhDLL3, rhDLL4, and recombinant mouse DLL4 is observed.

Source:

Polyclonal Sheep IgG

Purification:

Antigen Affinity-purified

Immunogen:

Mouse myeloma cell line NS0-derived recombinant mouse DLL1

Ser22-Gln516

Accession # Q61483

Anti-Aldolase B, Abcam, Catalog# ab75751

Description:

Rabbit monoclonal [EPR3138Y] to Aldolase B + Aldolase C

Host species:

Rabbit

Tested applications:

Suitable for: Flow Cyt, WB, IHC-Pmore details

Species reactivity:

Reacts with: Mouse, Rat, Human

Immunogen:

Synthetic peptide within Human Aldolase B aa 250-350. The exact sequence is proprietary.

Database link: P05062

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | The C57BL/6J (male, 10 weeks old) and mTmG (female, 10 weeks old) adult mice were used for isolating fresh crypts for ex vivo pHi measurement.                                                                                                                 |
| Wild animals            | No wild animal was involved in this study.                                                                                                                                                                                                                     |
| Reporting on sex        | Not indicated, as our findings were not sex related.                                                                                                                                                                                                           |
| Field-collected samples | Field-collected samples were not involved in this study.                                                                                                                                                                                                       |
| Ethics oversight        | Animal-use protocols were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of California at San Francisco (AN197697-00 and AN192878-01G), and all experiments were conducted in accordance with the specified guidelines. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

## Methodology

### Sample preparation

To obtain single-cell suspension from the organoids without or with NHE1 inhibition (-/+ EIPA, -/+ Dox), organoid cultures were first washed with the cold (4°C) advanced DMEM/F12 (Invitrogen, 12634-028) supplemented with 10 mM HEPES (Invitrogen, 15630-080), 1 mM N-acetylcysteine (Sigma-Aldrich, A7250), 1X glutaMAX (Invitrogen, 35050-061), and 1X pen/strep. After the washing, wells containing the organoids were incubated with 300 µL cold (4°C) Corning recovery solution (Corning, 354253) for 15 min to melt the Matrigel. Next, organoids were mechanically disrupted with the P1000 pipette tips first and then trypsinized with RT TrypLE Express (Gibco, 1952062) for up to 15 min to disassociate into single cells. Single cells were then suspended within a sorting buffer that contained Hanks' balanced salt solution (HBSS) with 3% m/v FBS, 10 mM HEPES and 5 mM EDTA. After staining with Live/Dead (Invitrogen, L23105, 1:1000) in the sorting buffer, fluorescence-activated cell sorting (FACS) was performed.

### Instrument

BD FACSAria instrument

### Software

FACSDiva 8.0.1

### Cell population abundance

The abundance of cell population within post-FACS was provided in the methods. Purity was more than 90% and determined by flow cytometry using the Live/Dead (Invitrogen, L23105, 1:1000) stain.

### Gating strategy

For scRNA-seq: live cells (-/+ EIPA and -Dox conditions) or live GFP+ cells (+Dox condition) are enriched.  
For ISC-Paneth cell reassociation assay: Live Lgr5+ ISCs (Lgr5-DTR-GFP<sup>high</sup>, CD44<sup>high</sup>, CD24<sup>low</sup>, and side-scatter<sup>low</sup>), WT Paneth cells (Lgr5-DTR-GFP<sup>negative</sup>, CD44<sup>high</sup>, CD24<sup>high</sup>, and side-scatter<sup>high</sup>), and NHE1-silenced Paneth cells (Cas9-GFP<sup>high</sup>, CD44<sup>high</sup>, CD24<sup>high</sup>, and side-scatter<sup>high</sup>) were sorted respectively.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

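The 6 libraries of mouse small intestinal organoids were used: WT organoids without EIPA (n = 2 libraries) and with 5 µM EIPA (n = 2), and CRISPR-Cas9 organoids without Dox (n = 1) and with 2 µg/mL Dox (n = 1). Live cells were sorted for each library, and live GFP-positive cells for +Dox. The doses are those the methods give for organoid cultures. Other assays of the paper were not analysed here.

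The deposited values are counts. The authors aligned the reads to the mouse reference mm10 and counted unique molecular identifiers (UMIs) per gene and cell barcode with Cell Ranger 6.1.2, and deposited the raw counts of the barcodes called as cells, without normalization, limits on cells, or removal of doublets or ambient RNA. Gene positions were taken from the GENCODE annotation of the same build.

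Cells with at least 1000 genes and under 20% mitochondrial UMIs were kept, since the paper's text does not state its limits. This left 12606 and 18211 cells of the -EIPA libraries, 13194 and 14262 of the +EIPA libraries, 17598 of -Dox and 12083 of +Dox, with median depths of 11947.5, 11858, 11477.5, 14467, 11952 and 17020 UMIs. Cells were clustered in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, scikit-learn 1.9.0, scanpy 1.11.5 and igraph 0.11.9. Pearson residuals (overdispersion 100), computed within each library for the 3000 genes of highest median rank by residual variance over the libraries, were reduced to 45 principal components, as in the paper, joined in a graph of shared nearest neighbours (20 per cell, edges with an overlap under 1 in 15 dropped) and clustered by the Leiden algorithm at a resolution of 0.8. The paper clustered in Seurat, with a batch correction whose method its text does not name.

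Before the data were examined, 103 marker genes were listed for the cell types. The 42 genes listed from the paper's scRNA-seq comparisons were kept out of the markers and of the genes used to cluster. Genes picked later by size of change, and the lists used for tests, were not kept out unless among these 42. Apoc3 and Reg4 are markers, as are the 7 enterocyte genes used for a test. The rule for names was set after the clusters of the reported setting had been seen. A cluster took a name when at least 2 of its 20 leading genes by fold (with 20 CPM added to both sides) were markers of that type, at least 3 of its markers were above the other cells and at 10 CPM or more, and no other type had more markers than it among the 10 leading genes. A cluster with 5 or more mitochondrial genes among those 10 stayed unnamed, as did a cluster under 33.3% of its libraries' median UMIs with no marker, or with 2 or more genes at rRNA loci, among them. Goblet/Paneth-like cells join clusters led by Goblet markers and clusters led by Paneth markers. A sub-clustering of secretory cells was tried once and is used for no result.

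Doublets were called with Scrublet as implemented in scanpy, which marked 4.78% and 10.2% of the -EIPA cells, 13.1% and 12.6% of the +EIPA cells, 13.7% of -Dox and 15.9% of +Dox. The score threshold it set differed between libraries, from 0.160 to 0.340, so called doublets were kept in the reported values and removed in an alternative.

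Counts were summed per library over the cells of a class, and WT -EIPA and WT +EIPA were compared in R 4.3.3 with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood F test, Benjamini-Hochberg adjustment over all genes tested, threshold 0.05). The SE of a log2 fold change is its size over the square root of the F statistic. Where a library was left out, the lone library of its group was assumed to vary like the other group. CPM values are a gene's summed counts over the library's summed counts in that class, scaled to 1000000. In the paper's source data replicate 1 is paired with replicate 1 and replicate 2 with replicate 2, as experiments 1 and 2. The deviations of same-numbered libraries from their group means correlated at 0.736 over all cells kept, 0.666 in ISC-like, 0.506 in enterocyte-like, 0.574 in Goblet/Paneth-like, 0.464 in EEC-like and 0.194 in tuft-like cells. The experiment was not a block in the reported fit, as set before the data were examined. As a block it leaves 1 residual degree of freedom, and its values are given where it changes a call. Very small adjusted p values from it rest on a spread shared across genes, and not on the replicates of a single gene.

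The edgeR and DESeq2 fits were tested on simulated counts with 200 changed genes and no effect of the experiment. The changed genes were drawn from well-counted genes. Each was moved by more than the changes given above for Lgr5, Dll1, Smoc2 and Alpi. Recovery of changes as small as those was not tested. edgeR recovered 82.5% of the changed genes over all cells kept (15655 genes), 92.5% in ISC-like (12186 genes), 84.0% in enterocyte-like (12405 genes), 96.0% in Goblet/Paneth-like (12428 genes), 86.5% in EEC-like (12135 genes) and 91.5% in tuft-like cells (9612 genes). Of its calls, 4.62%, 5.13%, 1.75%, 4.48%, 2.26% and 4.19% were false. For DESeq2 the false calls were 15.8%, 0.562%, 4.00%, 5.58%, 1.27% and 0% in the same order. With the experiment as a block in edgeR they were 2.41%, 6.09%, 0%, 3.54%, 6.88% and 1.22%.

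Shares of cells are over the cells kept, with exact (Clopper-Pearson) 95% binomial intervals, and CPM values of single libraries have exact Poisson intervals. Both cover counting error only. The ratio of +EIPA to -EIPA was taken within each experiment, as in the paper, with no test, and no such ratio was taken for the CRISPR-Cas9 libraries, as in the paper. To compare shares of cells with a Clu or Lgr5 UMI, each cell was thinned to 2000 UMIs, and to 5000 UMIs as an alternative. No log2 ratio of +Dox to -Dox is given where either library had 3 counts or fewer, and where a bound is given for such a gene, 3 counts stood in for its count.

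The genes named are those the paper names for its scRNA-seq comparisons and, for each class, up to 3 genes with the largest rise and 3 with the largest fall among those past the threshold that moved the same way in both experiments. Some of the genes the paper names are not reported here. Alternatives set before the data were examined were DESeq2 1.42.0, scaling by library size, no filter on low counts, the experiment as a block, each library left out, equal weight of each cell (limma 3.58.1), lenient limits on cells (200 genes, 25% mitochondrial UMIs), strict limits (1500 to 6500 genes, 10%), removal of called doublets, resolutions of 0.4 and 1.6, log-normalized values, residuals pooled over libraries, 20 principal components, all variable genes, and named cells as the denominator of shares. The Harmony correction of the principal components, written anew from the published algorithm rather than run from its package, and the share of cells with an Lgr5 UMI were added after the data were seen. Lists of 7 enterocyte genes, 7 heat shock genes, 8 immediate early genes, 10 further targets of ATF4 (Ddit3, also listed, was not used here), 4 targets of ATF4 already seen and 12 markers of mature EECs were used for tests in the closing section. Figures were drawn with matplotlib 3.10.9.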

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

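The genes given with an adjusted p in this part lie outside those the paper discusses for its scRNA-seq comparisons, while the tests also use genes it discusses, Apoa1 and Jun. Those given with an adjusted p were picked by size of change under the rule for named genes, which was set before the data were examined, and each moved the same way in both experiments. The tests of explanations were chosen after these changes had been seen, and the Harmony correction was added after the data were seen. Adjusted p values are from edgeR with n = 2 libraries per group.

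The first pattern is a rise of transcripts abundant in enterocyte-like cells in other classes. In Goblet/Paneth-like cells, Gda rose by 2.67 on the log2 scale (adjusted p = 0.0237), Apoc3 by 2.40 (0.0252) and Dpep1 by 2.29 (0.0368). In EEC-like cells, Apoc2 rose by 2.97 (0.00504), Gda by 2.90 (0.00970) and Cyp3a11 by 2.74 (0.00670). In tuft-like cells, Apoc2 rose by 2.69 (0.00610) and Apoc3 by 2.46 (0.0251). In ISC-like cells, Bcl2l15 rose by 1.94 (0.0180), Guca2b by 1.66 (0.0335) and Gsta1 by 1.40 (0.0180). Levels in enterocyte-like cells were higher, for example 319 and 209 CPM of Apoc2 without EIPA and 769 and 1061 CPM with it, against 15.2, 9.55, 69.6 and 108 CPM in EEC-like cells.

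A minority of doublets with enterocytes as the whole cause cannot be told apart from a rise in single cells. With the tenth of cells with the highest Apoa1 share left out, the lowest rise of Apoa1 over the 3 secretory classes and both experiments was 1.18 on the log2 scale, beyond the limit set before the test. But called doublets made up 20.5% to 30.5% of the +EIPA cells of these classes in each library, more than the tenth left out, and 9.22% to 20.5% of the -EIPA cells. With called doublets removed, Apoa1 rose by 1.37 in Goblet/Paneth-like, 2.08 in EEC-like and 0.34 in tuft-like cells, against 2.05, 2.41 and 1.68 with them. Gda in Goblet/Paneth-like cells then rose by 2.14 (adjusted p = 0.158), Apoc2 in EEC-like cells by 2.18 (0.999) and Apoc3 in tuft-like cells by 1.13 (0.937). RNA of enterocytes in the droplets of other cells cannot be told apart from expression by those cells. For 6 or 7 enterocyte markers with enough counts, the level in the class over that in all cells kept changed by a median of -0.25 on the log2 scale, and the 6 medians, from -0.74 to -0.05, lay partly beyond the limit of 0.3 set for a level that follows the whole library. Empty droplets, which would show this RNA directly, were not used here. A change of these cells toward the absorptive lineage stays open as well and was not tested. The ISC-like genes were not part of these tests. With the Harmony correction Bcl2l15 changed by 0.78 and Gsta1 by 0.91, so part of their size depends on which cells are named ISC-like. Leaving out either -EIPA library left 0 EEC-like genes past the threshold in edgeR (384 and 397 genes at an unadjusted p under 0.05, and 38 called by DESeq2 with all libraries). Without -EIPA replicate 1 and without -EIPA replicate 2, Apoc2 there rose by 3.25 and 2.61, Gda by 3.15 and 2.49 and Cyp3a11 by 3.14 and 2.19. Apoc3 in tuft-like cells was not past the threshold without +EIPA replicate 2 (2.30).

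The second pattern is a fall of immediate early genes. Fosb changed by -2.76 in ISC-like cells (adjusted p = 0.0180) and by -2.41 in enterocyte-like cells (0.0308), and Fos by -1.44 in enterocyte-like cells (0.0386). The median change over a list of 8 immediate early genes, 1 of them Fosb and 1 Fos, was -1.39 in ISC-like, -1.13 in enterocyte-like, -0.79 in Goblet/Paneth-like, -0.81 in EEC-like and -0.93 in tuft-like cells. From -Dox to +Dox the medians were -0.98, -1.27, -0.93, -0.72 and -0.82, with 1 library each. Such genes respond to handling of the cells before lysis, and so may differ by how long or how the libraries were prepared. Of 7 heat shock genes listed, which handling also induces, 6 could be tested in each of ISC-like, enterocyte-like and Goblet/Paneth-like cells, and the highest median in these classes was 0.025, over members that go both ways. Handling cannot be told apart from an effect of the treatment on these genes, since both responses can part. Live cells were sorted for each library, with GFP as a further gate for +Dox. Fos in enterocyte-like cells was no longer past the threshold without -EIPA replicate 2 (-1.26), +EIPA replicate 1 (-1.35) or +EIPA replicate 2 (-1.56).

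The remaining genes form no pattern that was tested. In enterocyte-like cells, Enpp3 rose by 3.55 (adjusted p = 0.0308), Aqp7 by 3.36 (0.0491) and Tm4sf4 by 3.19 (0.0308), and Hist1h2ac changed by -1.81 (0.0308). Enpp3 and Aqp7 are near the floor, with 0.225 and 0.291 CPM of Enpp3 without EIPA and 2.45 and 3.01 CPM with it. Enpp3 had 0.221 CPM in -Dox and 0.279 CPM in +Dox. In EEC-like cells, Edn1 changed by -1.82 (0.0425) and Hbegf by -1.02 (0.0495), and in tuft-like cells Reg4 rose by 1.50 (0.0256), a gene with 1988 and 1096 CPM in EEC-like cells of the -EIPA libraries. Without -EIPA replicate 2, Tm4sf4 (3.35), Aqp7 (2.98), Enpp3 (3.73), Hist1h2ac (-1.66), Edn1 (-1.31) and Hbegf (-0.95) were no longer past the threshold. Nor were Edn1 (-2.14), Hbegf (-1.08) and Reg4 (1.64) without -EIPA replicate 1, or Enpp3 (3.35), Aqp7 (3.12), Hist1h2ac (-1.64), Hbegf (-0.84) and Reg4 (1.60) without +EIPA replicate 2. With the Harmony correction each kept its direction. No technical or biological explanation was tested for them.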

How the results depend on the processing

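The Harmony correction and the share of cells with an Lgr5 UMI were chosen after the data were seen. The cause of a change was not tested unless stated. Counts of genes are at an adjusted p under 0.05, and without alternatives were 0 over all cells kept, 4 in ISC-like, 71 in enterocyte-like, 27 in Goblet/Paneth-like, 25 in EEC-like and 3 in tuft-like cells.

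DESeq2 called 579, 86, 560, 110, 38 and 9 genes in these 6 comparisons, no filter on low counts 198, 479, 1218, 376, 0 and 84 (405 EEC-like genes at an unadjusted p under 0.05), and the experiment as a block 836, 2244, 1378, 781, 247 and 92. Apart from these counts and the genes whose blocked adjusted p is given with the results, and Apoa1 in clusters led by Goblet markers (1.88, adjusted p = 3.04e-04), the block changed no other call of a gene reported at a claim. The false calls of DESeq2 on simulated data were given with the processing. Leaving out each library gave 0 to 137 genes over all cells kept, 5 to 91 in ISC-like, 1 to 756 in enterocyte-like, 30 to 108 in Goblet/Paneth-like, 0 to 64 in EEC-like and 2 to 21 in tuft-like cells. The count of 0 over all cells kept came without -EIPA replicate 2 (1156 genes at an unadjusted p under 0.05) and without +EIPA replicate 2 (703), and that in EEC-like cells without either -EIPA library.

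Library size in place of TMM gave 20 genes in enterocyte-like and 59 in Goblet/Paneth-like cells. Each cell weighted equally gave 0 in ISC-like (1252 genes at an unadjusted p under 0.05), 393 in enterocyte-like, 7 in Goblet/Paneth-like and 1 in EEC-like cells. Called doublets removed gave 2 in ISC-like, 1399 in enterocyte-like, 5 in Goblet/Paneth-like, 0 in EEC-like and 0 in tuft-like cells. Lenient limits gave 1 in ISC-like, 0 in enterocyte-like (1379) and 12 in EEC-like cells. Strict limits gave 2 in ISC-like, 1 in enterocyte-like, 16 in EEC-like and 16 in tuft-like cells. 20 principal components gave 0 in ISC-like (910), 2 in enterocyte-like, 13 in Goblet/Paneth-like and 12 in EEC-like cells. Log-normalized values gave 0 in ISC-like (490), 0 in enterocyte-like (1239), 6 in Goblet/Paneth-like, 5 in EEC-like and 16 in tuft-like cells. Residuals pooled over libraries gave 0 in ISC-like (342), 0 in enterocyte-like (1536), 17 in Goblet/Paneth-like, 10 in EEC-like and 5 in tuft-like cells. Harmony gave 0 in ISC-like (449), 1 in enterocyte-like, 9 in EEC-like and 1 in tuft-like cells. A resolution of 0.4 gave 1 in ISC-like and 1 in enterocyte-like cells, that of 1.6 gave 2 and 0 (1425), and all variable genes gave 0 in enterocyte-like cells (1367). DESeq2 was not run on these clusterings.

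The ratio of the ISC-like share, 1.26, was 0.251 with 20 principal components, 0.831 with residuals pooled over libraries, 0.837 at a resolution of 0.4, 0.848 with log-normalized values, 0.853 with Harmony, 1.08 over named cells, 1.20 with lenient limits, 1.32 without called doublets, 1.47 at a resolution of 1.6, 1.50 with all variable genes and 1.51 with strict limits. The proliferating ratio, 0.930, was 1.28 with 20 principal components, 1.02 with lenient limits and 0.793 over named cells. The enterocyte-like ratio, 1.40, was 1.18 at a resolution of 0.4, 1.18 over named cells, 2.06 with lenient limits and 2.31 with pooled residuals. The revival-like ratio, 4.20, was 4.94, 5.95 with pooled residuals and 2.52 with Harmony. The Goblet-led ratio, 0.913, was 1.09 with 20 principal components and 1.04 with lenient limits, and 0.795 to 1.03 with a replicate left out. The Paneth-led ratio, 1.48, was 1.26 over named cells. With log-normalized values no cluster was led by Goblet markers, and 1.18 is the ratio of Goblet/Paneth-like cells as a whole. The EEC-like ratio, 1.14, was 0.994 over named cells and 0.772 to 1.50 with a replicate left out, and the tuft-like ratio, 0.903, was 0.777 over named cells. The ratio of the share with an Lgr5 UMI was 0.943 unthinned. Correlations were 0.994 and 0.994 with the natural log, and 0.981 for +EIPA with Spearman's rho.

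Some genes near no change reversed. Hes1 in Goblet/Paneth-like cells changed by -0.13 on the log2 scale without called doublets and by -0.011 with library size. With each cell weighted equally, where changes are differences of natural logs, Hes1 changed by -0.011 and Atoh1 in Goblet/Paneth-like cells by -0.000956. Atoh1 changed by -0.083 with library size, -0.0098 with Harmony and -0.013 with pooled residuals. Spdef changed by 0.17 and Gfi1 by 0.092 without called doublets, where 4 ATOH1 targets were lower. Axin2 changed by 0.093 with Harmony, 0.10 with log-normalized values, 0.13 with pooled residuals and 0.11 at a resolution of 0.4. Ascl2 changed by 0.048 with 20 principal components, 0.052 with lenient limits, 0.17 with Harmony, 0.15 with log-normalized values, 0.31 with pooled residuals and 0.32 at a resolution of 0.4. With each library left out, Atoh1 ran from -0.23 to 0.22, Spdef from -0.20 to 0.071 and Ascl2 from -0.10 to 0.022. Clu, whose level differs between the experiments, ran from -0.60 to 3.69 over all cells kept and from -0.45 to 4.40 in enterocyte-like cells, and it rose within each experiment.

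In revival-like and proliferating cells edgeR called 0 genes, with 116 and 638 at an unadjusted p under 0.05, DESeq2 called 9 and 90, no filter on low counts 93 and 100, and the experiment as a block 3 and 901. With 2 libraries per group, a share cannot pass an exact permutation test, and depth limits the genes near the floor. The ratios of shares were taken within each experiment, and no test was run on them. No paired analysis was possible for the correlations because they come from no test.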

Differences from the paper's values

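The correlation of replicate libraries printed in Supplementary Fig. 4b is about 0.92 for -EIPA and about 0.91 for +EIPA, both the paper's, and here it was 0.977 and 0.959. Both alternatives set before the data were examined, the natural log of 1 plus the mean (0.994 and 0.994) and Spearman's rho (0.979 and 0.981), also lie further from the paper's values.

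The paper's source data put the share of Lgr5+ ISCs lower with EIPA than without it, at a ratio of 0.886 (the paper's), where the ISC-like share here gave 1.26. The ratio fell below 1 with the alternatives resolution 0.4 (0.837), log-normalized values (0.848), residuals pooled over libraries (0.831) and 20 principal components (0.251), all set before the data were examined, and with the Harmony correction (0.853), chosen after seeing the values.

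The paper finds Lgr5 lower in ISCs by a test on cells, and the test on libraries here did not call it (log2 fold change -0.64, adjusted p = 0.191). DESeq2 (8.06e-05), the experiment as a block (5.72e-18) and no filter on low counts call it. The paper calls the fall of Lgr5 with Dox modest and not significant, and here the log2 ratio in ISC-like cells was -0.75 with no test. Under the Harmony correction, chosen after seeing the values, Lgr5 had 156 CPM in -Dox and 162 CPM in +Dox, and over all cells kept 59.6 and 55.9 CPM. The paper calls Dll1 lower in secretory progenitors by a test on cells, and here the log2 fold change in Goblet/Paneth-like cells was -0.59 with an adjusted p of 0.121, past the threshold in DESeq2 (0.00325), with the block (2.79e-09) and with no filter on low counts. The paper also calls changes of Neurog3 and Hdac1 in secretory progenitors, of Spdef in Paneth/Goblet progenitors and of Ascl2 in ISCs, where the tests on libraries gave adjusted p values of 0.856, 0.936, 0.989 and 0.896. Neurog3 passes with the block (4.31e-08), with no filter on low counts and without +EIPA replicate 1, and no setting tried calls Spdef or Ascl2. Hdac1 is called by neither DESeq2 nor the block. The paper calls absorptive genes higher in enterocytes by a test on cells. Here Alpi and Apoa1 were higher without passing the threshold (adjusted p = 0.0774 and 0.0513). Both pass with called doublets removed (0.0193 and 0.0135) and in DESeq2 (2.26e-04 and 3.34e-10), with the block (0.00399 and 4.57e-04), with no filter on low counts and without -EIPA replicate 1. Apoa1 also passes with each cell weighted equally and without +EIPA replicate 1. The paper calls Clu higher in enterocytes by a test on cells, where the block (5.58e-05) and no filter on low counts call the change in enterocyte-like cells that the test here does not (0.391).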

Other observations

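Of the tests in this part, that on cluster 11 was written after its values had been seen, and the patterns themselves were noticed in the data before each test was chosen.

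In ISC-like cells, Psph (1.49), Psat1 (1.29), Atf5 (1.39) and Mthfd2 (1.16) rose with EIPA on the log2 scale, without passing the threshold in edgeR. With the experiment as a block their adjusted p values were 6.27e-39, 7.33e-35, 5.51e-29 and 3.11e-28. A candidate explanation is an amino acid response through ATF4. The 10 further targets of ATF4 tested had a median log2 change of 0.65, the 100th percentile of 10000 random lists matched on expression, and 9 of them were higher in both experiments. In +Dox their median was 0.52 over -Dox, and 10 of 10 were higher. In other classes it was 0.36 (Goblet/Paneth-like, 7 of 10 higher), 0.38 (EEC-like, 9 of 10) and 0.39 (tuft-like, 6 of 8), but -0.17 in enterocyte-like cells, with 3 of 10 higher, and over all cells kept it was 0.53, with 10 of 10. The comparison of different cells, through clusters that hold mostly 1 library, is argued against, since the lower of the medians with the Harmony correction and over all cells kept was 0.42. With EIPA the medians were 0.30 in enterocyte-like, 0.38 in Goblet/Paneth-like, 0.31 in EEC-like and 0.30 in tuft-like cells, where 4 of 10, 8 of 10, 7 of 10 and 3 of 8 targets were higher in both experiments. The design does not separate this response from other effects of the treatment or of the cultures, and no protein of the pathway was measured in these data.

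Cluster 11, named ISC-like, held 93.6% of the ISC-like cells of +EIPA replicate 2 and 9.17% of those of +EIPA replicate 1, against 1.07% and 1.96% in the -EIPA libraries, 0.566% in -Dox and 2.40% in +Dox. EIPA treatment as the whole cause cannot be told apart from a difference between the experiments or libraries in culture or preparation. Each condition of an experiment is 1 library, and the share was not measured in a further culture. Unnamed cluster 3 shares Hells, Ung, Snhg3, Mcm3, Mcm4 and Mcm6 with cluster 11 among their 20 leading genes. Cluster 3 held 1624 and 2433 cells of the -EIPA libraries, but 757 and 187 of the +EIPA libraries. With the Harmony correction, an unnamed cluster led by Ung, Hells and Mcm3 held 1487 and 2157 against 1225 and 1206. Cells like those left unnamed in other libraries may thus be counted as ISC-like here.

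Sct in EEC-like cells had a log2 ratio of -6.42 in -Dox over the mean of the -EIPA libraries. Fewer mature EECs in the CRISPR-Cas9 organoids, as the whole cause, would lower other markers of mature EECs by as much. The criterion set before the test, that Sct lies inside the range of 12 such markers, was met, but that range was too wide to decide, from -2.03 for Cpe and -2.22 for Ghrl to at most -13.58 for Gip, which had 0 counts in -Dox and a mean of 11220 CPM in -EIPA. Gcg, Sst and Nts had 0 counts in -Dox too. Clusters 20 and 21, led by Chgb and Gip, held 21 and 9 cells of -Dox, against 166 and 111 of -EIPA replicate 1 and 338 and 320 of replicate 2. Cluster 13, with Neurog3 among its leading genes, held 357 cells of -Dox, against 187 and 452. Fewer mature EECs cannot be told apart from a change of Sct itself, because the markers fell unequally and each CRISPR-Cas9 condition is 1 library. A difference between lines or cultures stays open as well.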
